# Genipin prevents alpha-synuclein aggregation and toxicity by affecting endocytosis, metabolism and lipid storage

**DOI:** 10.1038/s41467-023-37561-2

**Published:** 2023-04-06

**Authors:** Rita Rosado-Ramos, Gonçalo M. Poças, Daniela Marques, Alexandre Foito, David M. Sevillano, Mafalda Lopes-da-Silva, Luís G. Gonçalves, Regina Menezes, Marcel Ottens, Derek Stewart, Alain Ibáñez de Opakua, Markus Zweckstetter, Miguel C. Seabra, César S. Mendes, Tiago Fleming Outeiro, Pedro M. Domingos, Cláudia N. Santos

**Keywords:** Phenotypic screening, Protein aggregation

## Abstract

Parkinson’s Disease (PD) is a common neurodegenerative disorder affecting millions of people worldwide for which there are only symptomatic therapies. Small molecules able to target key pathological processes in PD have emerged as interesting options for modifying disease progression. We have previously shown that a (poly)phenol-enriched fraction (PEF) of *Corema album* L. leaf extract modulates central events in PD pathogenesis, namely α-synuclein (αSyn) toxicity, aggregation and clearance. PEF was now subjected to a bio-guided fractionation with the aim of identifying the critical bioactive compound. We identified genipin, an iridoid, which relieves αSyn toxicity and aggregation. Furthermore, genipin promotes metabolic alterations and modulates lipid storage and endocytosis. Importantly, genipin was able to prevent the motor deficits caused by the overexpression of αSyn in a *Drosophila melanogaster* model of PD. These findings widens the possibility for the exploitation of genipin for PD therapeutics.

## Abstract (web summary)

In this work, the authors identify Genipin as a small iridoid able to prevent alpha-synuclein aggregation and toxicity by affecting endocytosis, metabolism and lipid storage.

## Introduction

Parkinson’s Disease (PD) is a common neurodegenerative movement disorder affecting millions of people worldwide. PD is a multifactorial disease and, therefore, has multiple mechanisms contributing to its pathogenesis. Huge efforts have been made both to understand the molecular basis of PD and to tackle disease progression. So far, there is no cure and the lack of effective therapeutic strategies has given PD public health priority status. In the brain, PD is characterized by the loss of dopaminergic neurons at the *substantia nigra pars compacta*. At the molecular level, it is characterized by the deposition of proteinaceous inclusions called Lewy Bodies (LB) in the surviving neurons that are mainly formed by misfolded and aggregated α-synuclein (αSyn). Aggregation of αSyn is one of the molecular hallmarks in PD, as well as increased oxidative stress and vesicular trafficking impairments. αSyn is a 14 kDa natively unfolded protein, highly expressed in human brains and it has been proposed to be a lipid-binding protein^1^. Despite its physiological function not being fully understood yet, αSyn is described as playing a role in vesicular storage and release of dopamine in neurons^2,3^. However, in pathological conditions, αSyn is described to exert toxic effects, not only by its aggregation process, but also by its interaction with membranes, through various mechanisms such as membrane thinning, pore formation, enhanced lipid flip-flop^4^, and, importantly, nucleation effect^5^.

(Poly)phenols have emerged as potent molecules targeting key pathological processes underlying neurodegeneration^6^. We have shown that a (poly)phenol-enriched fraction (PEF) of *C. album* L. leaf modulates central events in PD pathogenesis, by inhibiting αSyn toxicity and aggregation in cells, through promotion of the autophagic flux and a reduction of the oxidative stress^7^. In the present study, we carry out a bio-guided fractionation using a well-established yeast model of αSyn aggregation to identify genipin, the main compound exhibiting bioactivity against PD present in *C. album* PEF. Genipin modulates molecular mechanisms such as carbohydrate metabolism, endocytosis, and lipid storage in order to protect yeast cells against αSyn effects. Genipin also relieves dysfunctions in a *Drosophila melanogaster* model of PD. Altogether, our study will help to explore possibilities for therapeutic interventions in PD and other synucleinopathies.

## Results

### Bio-guided fractionation identifies genipin as a protective small molecule effective against αSyn-mediated growth impairment

We have previously described a PEF from *C. album* leaf extract capable of protecting cells against the deleterious effects of αSyn-GFP overexpression in cellular models of PD based on αSyn-GFP aggregation^7^. Myricetin-3-*O*-galactoside, myricetin-3-*O*-glucoside, and quercetin-3-*O*-galactoside were identified as the most abundant compounds in the PEF. Importantly, these compounds presented no protective effect against αSyn-GFP toxicity in any of the concentrations tested^7^. To identify the molecule(s) responsible for the protective effect, the original PEF was fractionated by reversed-phase liquid chromatography as described in methods and a total of 16 fractions (F1-F16) were obtained (Fig. 1a). The bioactivity of each fraction was tested using the yeast PD model. Briefly, yeast cells overexpressing αSyn-GFP display growth impairment, and a hint for protective bioactivity implies the capability to improve cellular growth, measured by the area under the curve (AUC). The fractions were tested at 30 μg GAE.mL^−1^ and only F1 and F6 were found to significantly improve cellular growth, suggesting that they contain compound(s) conferring protection against αSyn-GFP toxicity (Fig. 1a).

**Fig. 1:**
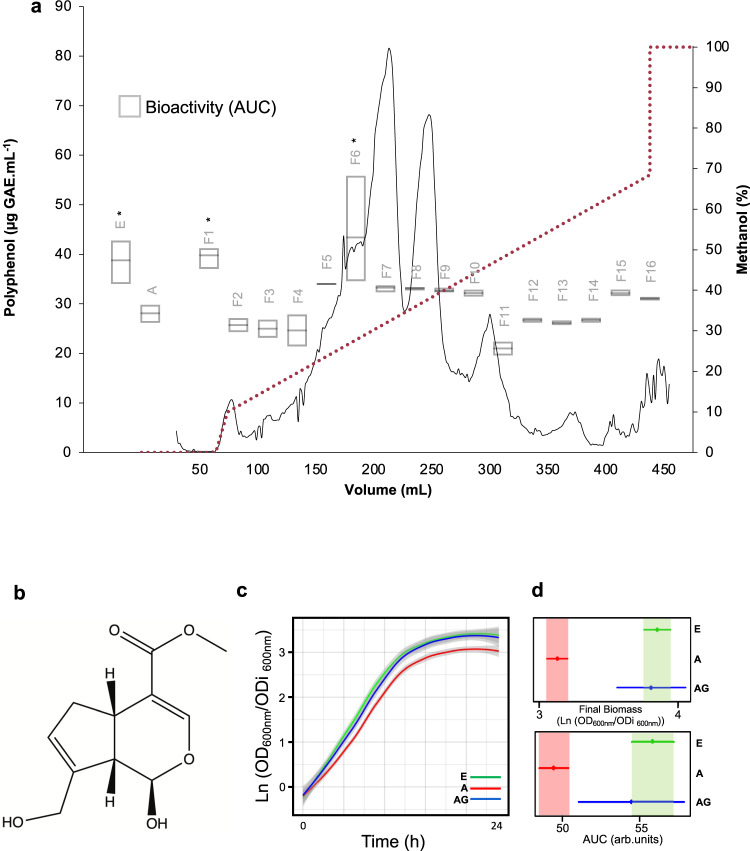
Bioguided fractionation of *Corema album* L. leaf PEF extract identifies genipin derivatives as the bioactive compounds. **a** PEF was fractionated by LC with a methanol gradient (pointed purple line, right y-axis). The chromatogram was obtained by quantification of total phenols (dashed gray line, left y-axis; μg GAE.mL^-1^: gallic acid equivalent per mL) for the fractions of *C. album*. L. A total of 16 fractions were obtained and tested in the yeast PD model. Control cells carrying the empty vector and cells expressing two copies of αSyn-GFP were incubated in galactose medium supplemented or not with 30 μg GAE.mL^-1^ for each fraction for 24 h. OD_600nm_ was monitored every hour. The bioactivity is measured by the area under the curve (AUC). E vs A, *p = 0.0202, F1 vs A, *p = 0.0102, F6 vs A, *p = 0.0289, (*n* = 3) **b** Structure of genipin, an iridoid monoterpene compound. **c** Growth curves of αSyn-GFP yeast in the presence or not of genipin. Growth curves were treated using R package grofit to adjust a nonlinear parametric regression (model-based) and the growth parameters were estimated from the best model fit. **d** Final biomass and AUC 95 % confidence intervals were used to assess statistical differences between conditions and are represented as horizontal lines. Control cells with empty vector– E, αSyn-GFP cells – A, αSyn-GFP cells +10 μM genipin – AG.

All the fractions were analysed by LC-HRMS in positive and negative modes in full scan mode and data-dependent MS2 and the chromatographic peaks present in F1 and F6 were tentatively annotated by utilizing accurate mass (<3ppm). A total of 95 mass spectral features were putatively identified in F1 and F6 (Supplementary Fig. 1a and Supplementary Table 1a, b^8^). Notably, 10 of these mass spectral features were identified as belonging to the same class – iridoids. Iridoids are monoterpene compounds that comprise a cyclopentan[c]-pyran core structure and can be subdivided into carbocyclic iridoids and secoiridoids, the latter being obtained by oxidative cleavage of the 7,8-bond of the cyclopentane moiety of the carbocyclic iridoids^9–11^. Importantly, the main iridoid structures identified in F1 and F6 are carbocyclic iridoids and derivatives, with genipin derivatives (Fig. 1b) standing out among the carbocyclic iridoids identified. Considering the presence of iridoid derivatives in the bioactive fractions, we decided to test the commercially available aglycone of these derivatives, genipin, as a representative iridoid with the typical carbocyclic core structure in the bioactivity studies. Moreover, this selection of the aglycone for further bioactivity analysis is also related to the fact that it is the cyclopentan[c]-pyran core structure that will survive gut metabolism before phase II reactions like sulfation^12^. The glucosides are hydrolysed in the gut, and therefore the aglycone is likely to have much more physiological relevance and importance to a future clinic application^12^.

Yeast cells carrying the empty vector (Control cells) or overexpressing αSyn-GFP were incubated with 10 μM genipin, defined as a non-toxic concentration (Supplementary Fig. 2), and cell growth was monitored for 24 h (Fig. 1c). Incubation of yeast cells overexpressing αSyn-GFP with 10 μM of genipin prevented the growth deficits of this strain by significantly increasing the final biomass and the AUC, as can be observed in the calculated 95% confidence intervals (Fig. 1d). To test the specificity of genipin, we also evaluated any potential to prevent the growth impairment imposed by the overexpression of two other aggregation prone proteins, namely Fused in Sarcoma (FUS) and huntingtin (Htt) (Supplementary Fig. 4). The lack of effect of genipin in reducing the toxicity and aggregation of these proteins, as observed by the failed improvement on cell growth (Supplementary Fig. 4), reinforces that genipin is a specific bioactive molecule to counteract αSyn-GFP toxicity.

### Genipin reduces αSyn aggregation and toxicity in yeast cells

Beyond the ability of genipin to counteract an indirect effect of αSyn-GFP overexpression on yeast growth impairment, it is crucial to truly assess the potential of genipin to interfere with αSyn aggregation as a potential therapeutic route. We used the yeast model to evaluate the capacity of genipin to modulate αSyn-GFP toxicity, by using flow cytometry (FCM) with propidium iodide (PI) staining and αSyn-GFP aggregation, by using fluorescence microscopy. As described in the previous section, the concentration of genipin protecting yeast cells (10 µM) was confirmed as non-toxic (Fig. 2a). As expected, overexpression of αSyn-GFP during 6 h resulted in increased cell death, which was completely mitigated by the incubation with genipin (Fig. 2a). Upon αSyn-GFP overexpression, the formation of intracellular inclusions was observed in about 80% of the cells (Fig. 2b**)**. Importantly, when incubated with genipin, the percentage of yeast cells displaying these inclusions decreased to 60 ± 6 % (Fig. 2c). This decrease in toxicity and number of cells with inclusions was not due to a decrease in αSyn-GFP expression levels (Fig. 2d). We then assessed the biochemical nature of the inclusions and found that, when incubated with genipin, yeast cells tend to form fewer SDS-insoluble inclusions or a greater proportion of smaller inclusions as indicated by the lighter spot (Fig. 2e). To further evaluate if there was an alteration in the size of αSyn-GFP inclusions, total protein extracts were separated using size exclusion chromatography (SEC). Indeed, the presence of high molecular weight species was decreased upon incubation with genipin, as can be observed by the decrease of western blot signals in the first eluted fractions, confirming a decrease in the number of bigger inclusions (Fig. 2f).

**Fig. 2:**
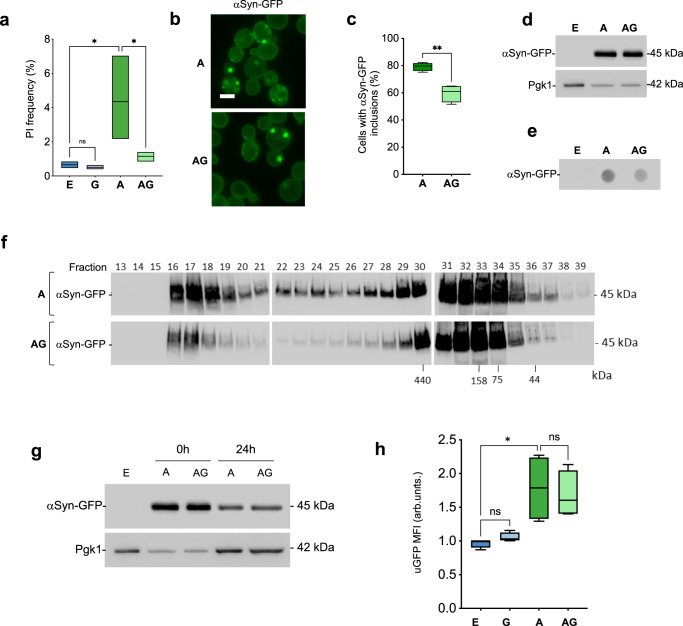
Genipin reduces αSyn aggregation and toxicity. **a** αSyn-GFP toxicity was assessed by FCM. E vs A, *p = 0.0181; A vs AG, *p = 0.0159 (*n* = 3). **b** Fluorescence microscopy imaging of αSyn-GFP-overexpressing cells supplemented or not with 10 μM of genipin (scale bar 5 μm) (*n* = 4). **c** Percentage of cells with αSyn-GFP inclusions (A, 1659 cells; AG, 2044 cells) cells for were counted. A vs AG, **p = 0.0014 (*n* = 4) **d** αSyn-GFP protein levels of cells subjected to the conditions indicated (Pgk1 was used as loading control), assessed by western blot (*n* = 3). **e** Filter trap assay of total yeast protein extract. Quantification of αSyn signal retained in the membrane by western blot (*n* = 3). **f** Total yeast protein extract was resolved using size exclusion-chromatography (SEC). Fractions were collected and the αSyn-GFP species present were analyzed by SDS-PAGE followed by western blot (*n* = 3). **g** Clearance of αSyn-GFP was evaluated by western blotting at the indicated time points. Pgk1 was used as loading control (*n* = 3). **h** Proteasome impairment evaluated by FCM using uGFP, Median Fluorescence Intensity (MFI) (*n* = 4, E vs A, *p = 0.0121 (*n* = 4). Control cells with empty vector – E, Control cells + 10 μM genipin – G, αSyn-GFP cells – A, αSyn-GFP cells + 10 μM genipin – AG.

Misfolding and aggregation of αSyn has been strongly associated with deficits in protein clearance mechanisms^13–15^. Since genipin reduced the presence of larger αSyn-GFP inclusions, we followed the clearance of αSyn-GFP in yeast cells. A time-chase experiment was performed for 24 h with the de novo synthesis of αSyn-GFP blocked by using glucose repression on yeast *GAL1* promoter (Fig. 2g). We observed that αSyn-GFP clearance was not affected by the presence of genipin (Fig. 2g). Interestingly this is an aspect where genipin’s lack of effect is different from the original *C. album* PEF that promoted αSyn-GFP clearance and increased autophagic flux suggesting that other protective compound(s), besides genipin, could also be present in PEF^7^. Also, the alterations in the size of αSyn-GFP aggregated species promoted by genipin were not caused by αSyn degradation by the proteasome, since the impairment in ubiquitin-proteasome system caused by αSyn expression in yeast is not relief by genipin (Fig. 2h).

### Genipin interacts with monomeric αSyn preventing its aggregation

To evaluate the possible direct interaction between genipin and αSyn, the kinetics of αSyn oligomerization was followed by thioflavin T (ThT) staining and by dynamic light scattering (DLS). As expected, a significant increase in ThT signal was detected for αSyn over time (Fig. 3a), confirming the formation of fibrils. Consistently, a significant increase in αSyn species with high molecular weight was also observed by DLS after 10 h of aggregation (Fig. 3b). When recombinant αSyn is incubated with genipin we observed that the formation of αSyn high molecular weight species and fibrils was dramatically decreased (Fig. 3a, b) suggesting that genipin interacts with monomeric αSyn, preventing its aggregation. Moreover, at 25 h of oligomerization, it was observed that the levels of intermediate oligomeric species were strongly decreased by genipin (Fig. 3c). After 68 h of aggregation, αSyn species were separated by SEC and monomeric αSyn was only detected when the incubation with genipin was performed (Fig. 3d, black arrow). Using transmission electron microscopy (TEM), it was observed that vehicle-treated αSyn formed typical amyloid fibrils at 68 h, whereas genipin-treated αSyn formed only smaller aggregates (Fig. 3e).

**Fig. 3:**
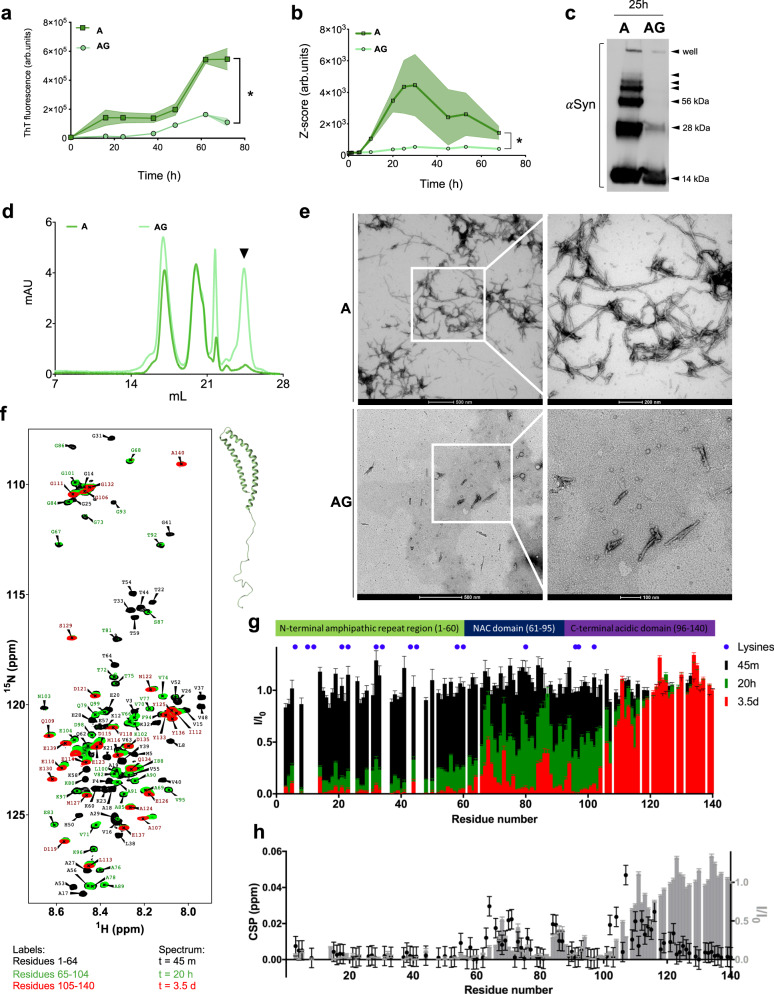
Genipin interacts with αSyn in vitro and hampers the formation of high molecular weight species. Pure αSyn (70 μM) oligomerization was allowed in the presence of genipin. **a** Fibrilization kinetics of recombinant αSyn assessed by Thioflavin-T reaction. αSyn alone (dark green square) or with 10 μM of genipin (light green circle). A vs AG, *p = 0.0430 (*n* = 2). **b** Aggregation was monitored by Dynamic Light Scattering (DLS) over time - αSyn alone (dark green square) or with 10 μM of genipin (light green circle) (*n* = 2, *p = 0.0137). **c** αSyn species obtained after 25 h of in vitro oligomerization were separated by SDS-PAGE followed by western blot (*n* = 2). **d** Chromatogram of the size exclusion-chromatography (SEC) of the αSyn aggregated species in vitro after 68 h of incubation recorder absorbance at 280 nm (mAU). αSyn alone (dark green line) or with 10 μM of genipin (light green line) (*n* = 2). **e** TEM images of the obtained in vitro αSyn fibrils after 68 h of incubation. Scale bar 500, 200 nm and 100 nm as indicated (*n* = 2). **f** Superposition of 2D ^1^H-^15^N HSQC NMR spectra of recombinant ^15^N-labelled αSyn incubated with genipin for 45 min (black), 20 h (green) and 3.5 days (red). Structure of human micelle-bound αSyn (1XQ8, PDB DOI: 10.2210/pdb1XQ8/pdb). **g** Residue-specific intensity changes in ^1^H-^15^N HSQC signal of αSyn incubated with genipin for 45 min (black), 20 h (green) and 3.5 days (red). Error bars were estimated on the basis of the signal-to-noise in the NMR spectra. **h** Residue-specific chemical shift perturbations overlapped with ^1^H-^15^N HSQC signal of αSyn incubated with genipin for 3.5 days. Human αSyn– A, human αSyn + 10 μM genipin – AG.

To gain insight into the molecular basis of the interaction of genipin with αSyn, we recorded two-dimensional NMR spectra of αSyn in the absence or presence of 100-fold excess of genipin (Fig. 3f). The ^1^H-^15^N correlation spectrum, which was started after 45 minutes of incubation of αSyn with genipin, was similar to the spectrum recorded for αSyn alone (Fig. 3f, black spectrum). Thus, αSyn remained disordered despite the large excess of genipin. Genipin effect on αSyn structure is assessed by detecting changes in NMR signal intensity. A ~5−10% decrease in signal intensity was, however, observed for several residues in the N-terminal half of αSyn (Fig. 3g; black bars). We then re-measured the two-dimensional ^1^H-^15^N correlation spectrum after effective incubation times of 20 h (Fig. 3f, green spectrum) and 3.5 days (Fig. 3f, red spectrum). After these prolonged incubation times, signals of the N-terminal 60 residues were strongly attenuated (Fig. 3g). Indeed after 3.5 days, most cross-peaks of residues 1-64 were broadened beyond detection (Fig. 3g, red bars). In addition, the signals up to residue 105 were very weak (Fig. 3f, g). The signal intensity profile within the region from residue 64-105 was also recapitulated in the chemical shift perturbation profile (Fig. 3h). The reduced signal intensity correlates with the presence of lysines (Fig. 3g, blue dots) and can be explained by genipin-mediated cross-linking of lysines^16^. Interestingly, since αSyn has no arginines, all fully positively charged residues at physiological pH are lysines, which makes αSyn a good target for genipin.

### The protective effect of genipin implicates central biological processes of PD pathology

To evaluate the potential biological targets modulated by αSyn-GFP and by genipin, we profiled the transcriptome of both control cells and αSyn-GFP overexpressing cells incubated or not with genipin using RNA-seq. 

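Yeast RNA was sequenced from 4 groups of 3 libraries each, all after 6 h of expression: control cells carrying the empty vector, control cells with 10 μM genipin, αSyn-GFP cells, and αSyn-GFP cells with 10 μM genipin. The libraries were made from total RNA by SmartSeq2, a protocol that primes cDNA synthesis from stretches of A such as poly(A) tails. The paper states reads of 75 bases from 1 end and at least 20 M reads per sample. It also states that reads were trimmed, mapped with Bowtie2 and compared with edgeR after features with no read in any condition were removed. The authors deposited 3 comparison tables, for αSyn-GFP cells against control cells, αSyn-GFP cells with genipin against αSyn-GFP cells, and control cells with genipin against control cells. Each table gives a log2 fold change, a mean log2 CPM (reads of a feature relative to all reads of a library), a p-value and a false discovery rate per feature, and no value per library, so neither the depth of a library nor its distance from other replicates can be given. From the authors' p-values, adjusted p-values were computed by the Benjamini-Hochberg method over the genes of each table, 1933, 1827 and 1933 in the order above, with a threshold of 0.05. A standard error of each log2 fold change was computed as its size divided by the normal quantile of its two-sided p-value. The tested genes were placed on the reference genome of strain S288C. All 1830, 1738 and 1830 genes with coordinates start, each on its own chromosome, within the first 230218 bases, which is the length of chromosome I. Of the 6477 annotated genes, 1965 start within that length and 4512 beyond it. Genes on different chromosomes that overlap in coordinates by at least 0.5 of the shorter gene had like log2 fold changes in the authors' deposited tables, with a Spearman correlation across gene pairs of 0.69, 0.59 and 0.67 (at most 0.03 in 1000 permutations of the coordinates). Such pairs share genes and are not independent replicates. A value listed below for a gene of another chromosome may therefore be that of chromosome I at its coordinates. For most genes described, genes of chromosome I with reads at their coordinates are given with their values, and ranges over overlapping genes cover those on other chromosomes that overlap by at least 0.5 of the shorter gene.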

Interestingly, the incubation of control cells with genipin did not result in any differential gene expression comparing to the control cells (carrying the empty vector, Fig. 4c). 

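No gene passed the threshold in control cells treated with genipin against control cells without it. The paper's RT-qPCR, another assay, gives differences for HRR25 and YPK1 in this comparison. By the authors' edgeR p-values, 0 of 1933 genes passed an adjusted p of 0.05, and 80 had an unadjusted p under 0.05. Chance alone would give 96.7 over all 1933 genes, but 106 of them have no read and cannot pass. Genes at like coordinates are not independent either, so 96.7 is a rough guide. The lowest p-value belonged to RIB1 (YBL033C), which encodes an enzyme of riboflavin synthesis, with a log2 fold change of 0.66 in the authors' deposited table (adjusted p = 0.557). The plasma membrane lactate transporter gene JEN1 had a log2 fold change of −0.49 there and the cytochrome oxidase assembly gene COX14 one of 0.50, each with an adjusted p of 1. The glucose transporter gene HXT10 (0.13) and the lipid droplet gene LDB16 (0.22) also did not pass in that table. None of the 317 tested memberships in 23 gene lists, fixed before the data were examined and sharing some genes, passed, also when adjusted over the list alone. As a group, the subtelomeric COS and PAU genes were lower after genipin than other genes (22 tested, median log2 fold change −0.24 in the authors' deposited table, adjusted p = 0.0315 from limma's cameraPR over 21 lists, at a preset correlation between genes of 0.01). Among them, COS4 had a log2 fold change of −0.77 and COS8 one of −0.76 in the same deposited table. With COS3 and PAU9 they are the members of lowest p, and all 4 overlap the same gene of chromosome I, SEO1 (−0.74 in the deposited table), so they are not independent. The group's call was lost at a preset correlation of 0.05 (adjusted p = 0.304) and with ranks (adjusted p = 0.179), and the deposited tables allow no estimated correlation.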

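αSyn-GFP cells differed from control cells in 65 of 1933 genes at an adjusted p under 0.05 from the authors' edgeR p-values, 32 higher and 33 lower. None of the higher genes and 14 of the lower ones changed at least 2-fold, and 333 genes had an unadjusted p under 0.05. Changed genes at like coordinates are not separate results. With genes that overlap a kept gene of another chromosome left out, 2 of 80 changed. FLC2 (YAL053W, chromosome I from 45899 to 48250), a putative flavin carrier of the endoplasmic reticulum, had a log2 fold change of 0.82 in the authors' deposited table (standard error 0.189, adjusted p = 0.00277). It ties at the lowest adjusted p with other higher genes, of which those of largest log2 fold change were RPL32, CBT1, MAP2, MGR1, RPL8B, HAT2, OCA5, HO and FUM1, which range from cytosolic ribosomal proteins to the fumarase of the citric acid cycle. Their log2 fold changes in the authors' deposited table ranged from 0.81 for FUM1 to 0.85 for RPL32, and each lies on another chromosome at coordinates that overlap those of FLC2. Among the lower genes were the butanediol dehydrogenase genes BDH2 (chromosome I from 33448 to 34701) and BDH1 (from 35155 to 36303), with log2 fold changes of −1.26 and −0.75 in the same table (adjusted p = 0.0224 and 0.0103). The oligopeptide transporter gene OPT1 (−0.85), the histidine phosphotransfer gene YPD1 (−1.23), the TORC1 inhibitor gene NPR2 (−0.81) and the phosphoinositide phosphatase gene SAC1 (−0.78) were also lower in the authors' deposited table, and each overlaps BDH2 or BDH1 in coordinates. YFL068W, a telomeric reading frame of unknown function at bases 53 to 535 of chromosome VI, had the lowest p-value of all, with a log2 fold change of −1.50 in the deposited table.
Over all 23 gene lists, which share some members, 7 of 317 memberships were higher and 5 lower. Of 42 ribosomal protein genes tested, RPL32 and RPL8B were higher and RPL8A was lower, also when adjusted over the list alone, and 27 of the 42 had no read. FUM1 was the 1 higher gene of 9 of the citric acid and glyoxylate cycles (1 higher and 1 lower when adjusted over the list alone). COA1, which assembles cytochrome oxidase, was the 1 higher gene of 12 of complex IV (2 when adjusted over the list alone), and BUL2, a ubiquitin ligase adaptor, the 1 of 16 endocytosis genes (2 when adjusted over the list alone). The seipin partner gene LDB16 was the 1 higher gene of 10 of lipid droplets and MRPL38 the 1 of 15 of mitochondrial ribosomal proteins, with the same counts when adjusted over the list alone. NPR2 was the 1 lower gene of 11 of TORC1 signalling and ZIP2 the 1 of 15 of meiosis, again with the same counts when adjusted over the list alone; ZIP2 overlaps BDH2 of chromosome I. The Hsp90 cochaperone gene SBA1 was the 1 lower gene of 18 chaperones (2 higher and 1 lower when adjusted over the list alone), with 26.7% of its length at the coordinates of YAR064W on chromosome I (−0.53 in the authors' deposited table), and PAU9 the 1 of 22 COS and PAU genes (2 when adjusted over the list alone). No member passed among 10 genes of glycolysis, 16 of transporters, 24 of transport from the endoplasmic reticulum to the Golgi, 23 of the proteasome, 14 of autophagy, 11 of fatty acid and sphingolipid synthesis and 7 of ergosterol synthesis, whichever the adjustment. None passed either among 18 genes of complex III and ATP synthase (1 higher when adjusted over the list alone), 6 of oxidative stress defence (2 higher and 2 lower when adjusted over the list alone), 7 of the unfolded protein response, 3 of galactose use, 3 of a-cells and 5 of α-cells. By limma's cameraPR, 0 of 21 lists with at least 5 members moved as a group, the lowest adjusted p being 0.150 for the COS and PAU genes, and 3 lists had an unadjusted p under 0.05.

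**Figure D1:**
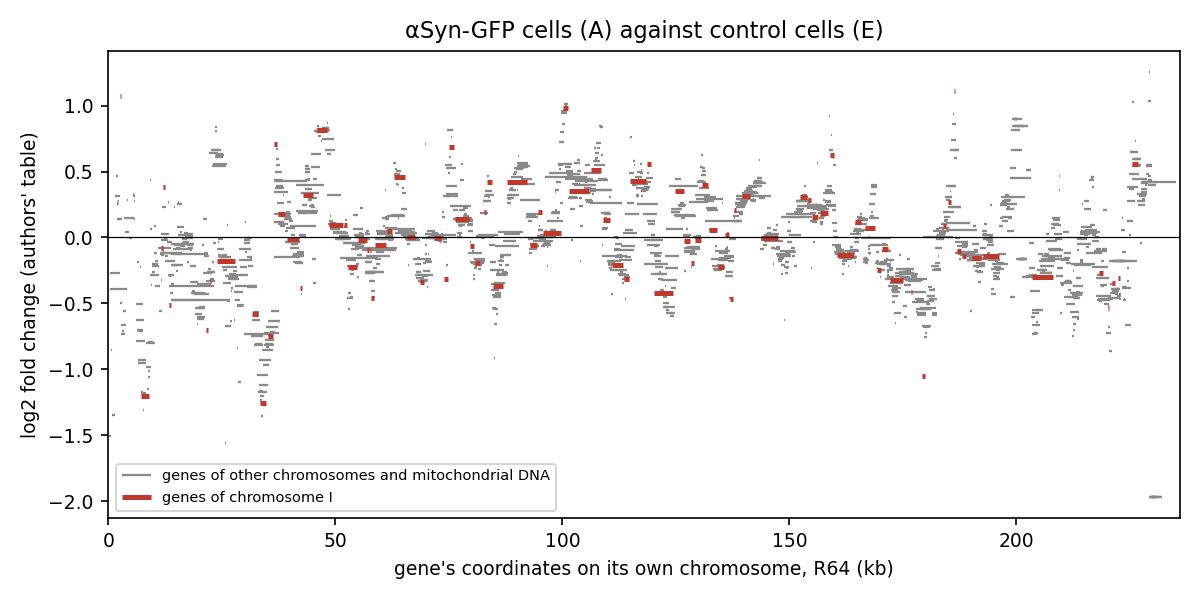
Log2 fold change of αSyn-GFP cells against control cells from the authors' deposited table (vertical axis) at each gene's coordinates on its own chromosome, in kb (horizontal axis). Each bar spans 1 gene, red for chromosome I and grey for the others; bars at one position lie at like heights, as at FLC2 near 0.82 and BDH2 near −1.26.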

Overexpression of αSyn-GFP during 6 h resulted in 63 genes differentially expressed comparing to the control cells with the empty vector (Fig. 4a and Supplementary Table 2). Impressively, the overexpression of αSyn-GFP during 6 h, treated with genipin, resulted in 437 genes differentially expressed compared to the control cells carrying the empty vector (Supplementary Table 3). Among these 437 genes, 47 are genes also affected by the overexpression of αSyn-GFP alone. These 47 genes included the same 30 upregulated and the same 17 downregulated in both conditions (highlighted in Supplementary Table 3). Among these, 18 genes that were modulated by αSyn-GFP in cells after treatment with genipin attained levels in a direction that would meet the control values, whilst 29 genes are modulated in a manner contrary to that seen in control cells with the empty vector.

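No table for αSyn-GFP cells with genipin against control cells was deposited, so the log2 fold changes of αSyn-GFP cells against control cells and of genipin in αSyn-GFP cells, both from the authors' deposited tables, were added per gene. In this sum, JEN1, the plasma membrane lactate transporter gene, came to −2.23 and YPT1, which encodes a small GTPase of transport from the endoplasmic reticulum to the Golgi, to −1.10. CYB2, which encodes the lactate dehydrogenase cytochrome b2, came to 1.18, LDB16, a lipid droplet gene, to 0.92 and HRR25, a casein kinase gene, to 0.90. All 437 genes of Supplementary Table 3 are in both deposited tables, 251 listed there as higher and 186 as lower by the paper. The sum follows the paper's comparison by construction, since both use the same libraries, so like signs in all 437 test nothing. The sum and the paper's value had a median absolute difference of 0.0105 and a largest of 0.257. A sum of deposited values has no test of its own. Of the 437 genes, 39 span a run of at least 20 A or T when their coordinates are read on chromosome I, and all 39 are lower in the paper's table.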

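The genes changed in both comparisons were 46 of the 1692 nuclear reading frames found in both deposited tables, from 60 changed in αSyn-GFP cells and 436 listed by the paper for αSyn-GFP cells with genipin, both against control cells. All 46 went the same way in both, 29 higher and 17 lower. Among the 29 were FLC2, the fumarase gene FUM1, the peroxisomal division gene PEX11, the mating type endonuclease gene HO and the syntaxin gene SSO1. Among the 17 were BDH1, OPT1, NPR2, SAC1 and the phospholipase C gene PLC1. By the product of the counts over the pool, 7.69 genes would be shared in the same direction. Both comparisons use the same control libraries. In 1000 simulated sets of unchanged groups with these libraries shared, the mean was 0.488 shared genes and the highest 4. Part of the excess may come from the shared libraries. In those sets 100% of shared genes went the same way in both comparisons, so the like directions of the 46 test nothing. Of the 46 genes, 20 overlap FLC2 in coordinates, 5 the mannosyltransferase gene PMT2 and 13 BDH1 or BDH2, all genes of chromosome I.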

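With genipin, 18 of the 46 shared genes had values closer to control cells and 28 farther from them. This is by the sign of the log2 fold change of genipin in αSyn-GFP cells in the authors' deposited table. The 46 had to differ from control cells with genipin too, so genes that genipin brought back to control levels are left out by construction. YFL068W, the gene of lowest p in αSyn-GFP cells, was lower there. The paper lists it as higher with genipin, and it is not among the 46. The share toward the control was 39.1% of genes that are not independent, since many overlap in coordinates. When a gene that overlaps a kept gene of another chromosome is left out, 2 shared genes remain, 1 toward the control and 1 away from it. None of the 46 passed an adjusted p of 0.05 in that comparison by the authors' edgeR p-values, the lowest adjusted p being 0.178. For the 29 higher genes, the median log2 fold change in the authors' deposited tables was 0.81 in αSyn-GFP cells and a further 0.09 with genipin, with a range from −0.12 for CBT1, which acts on mitochondrial transcripts, to 0.38 for AIM20. For the 17 lower genes, the medians in the deposited tables were −0.75 and 0.10. The magnesium transporter gene ALR2 was farthest toward the control (−0.93, then 0.31 with genipin), and PAU9, a seripauperin gene, farthest from it (−1.31, then −1.18), both from the authors' deposited tables. In unchanged groups simulated with the αSyn-GFP libraries shared, 86.1% of shared genes moved toward the control. These sets hold no effect of αSyn-GFP and had a mean of 0.488 shared genes, so their share is no baseline for the 46.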

**Fig. 4:**
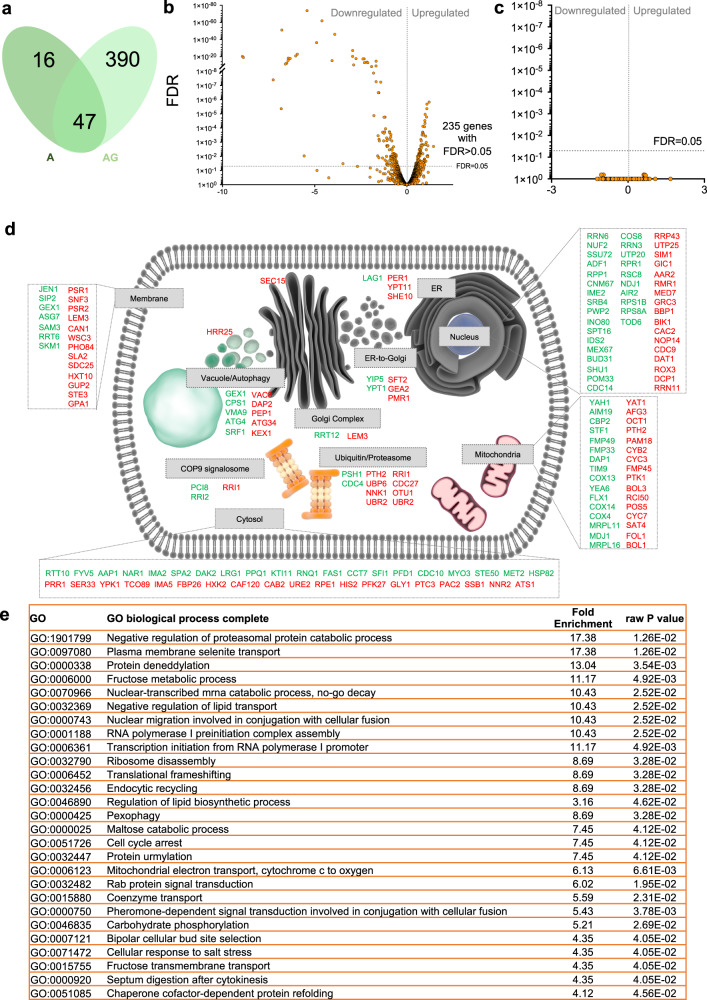
Genipin induces differential gene expression and it is dependent on αSyn-GFP expression. **a** Venn diagram of genes differentially expressed in αSyn-GFP expressing cells comparing with cells expressing the empty vector and αSyn-GFP expressing cells treated with genipin comparing with cells expressing the empty vector. **b** Volcano plot of differentially expressed genes in αSyn-GFP expressing cells treated with genipin comparing with αSyn-GFP expressing cells. **c** Volcano plot of differentially expressed genes in cells expressing the empty vector treated with genipin comparing with cells expressing the empty vector. **d** Illustration (built with the free library of science and medical illustration from somersault18:24) of the distribution of the annotated genes differentially expressed in αSyn-GFP expressing cells treated with genipin comparing with αSyn-GFP expressing cells (Supplementary table 4). **e** Gene Ontology (GO) analysis of Biological Processes enriched upon the incubation of αSyn-GFP expressing cells with 10 μM of genipin. αSyn-GFP cells – A, αSyn-GFP cells + 10 μM genipin – AG.

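The effect of genipin differed between αSyn-GFP cells and control cells in 134 of 1774 genes, more positive in αSyn-GFP cells in 46 and more negative in 88. This was a z test of the difference between the log2 fold changes of the authors' deposited tables, from the standard errors implied by their edgeR p-values, and 373 genes had an unadjusted p under 0.05. With standard errors multiplied by 1.5, 20 genes differed, and without genes that span a run 94 did. A gene whose p-value in control cells is close to 1 gets a very large standard error there and cannot pass. YIP5 and MATALPHA2, each at −8.84 with genipin in αSyn-GFP cells, are counted as not differing for that reason. JEN1 differed by −2.37 (standard error 0.510, adjusted p = 2.37e-04), and YPT1, a small GTPase gene of early secretion, by −1.35 (standard error 0.321, adjusted p = 0.00149). GUP2, a probable glycerol uptake gene, differed by 0.99 (standard error 0.311, adjusted p = 0.0278) and COX14, which assembles cytochrome oxidase, by −1.46 (standard error 0.479, adjusted p = 0.0356). None of these 4 passed with standard errors multiplied by 1.5 (adjusted p = 0.141, 0.275, 0.639 and 0.650). JEN1 spans a run of A at its coordinates on chromosome I, and GUP2 lies in part at the coordinates of YAT1. On chromosome I, the carnitine acetyltransferase gene YAT1 differed by 1.13 (adjusted p = 0.00149), the cytochrome c heme lyase gene CYC3 by 0.83 (adjusted p = 0.0306) and ATS1 by 0.95 (adjusted p = 0.0120), and these were lost too with standard errors multiplied by 1.5 (adjusted p = 0.275, 0.648 and 0.510). CYB2 did not pass (1.04, adjusted p = 0.0545), nor did HRR25 (0.99, adjusted p = 0.0798), TCO89 (0.54, adjusted p = 0.115) or COX4 (−0.38, adjusted p = 0.493). Of the 134 genes, 30 span a run of at least 20 A or T at their coordinates on chromosome I, and all 30 were more negative in αSyn-GFP cells. Features that span a run had a median log2 fold change of −2.22 with genipin in αSyn-GFP cells and −0.04 with genipin in control cells. A shift confined to the αSyn-GFP libraries with genipin would also count as a difference here. Across genes, the 2 genipin effects in the authors' deposited tables had a Spearman correlation of −0.08. The paper states in the title of Fig. 4 that the differential expression induced by genipin depends on αSyn-GFP.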

The transcriptomes of αSyn-GFP overexpressing cells with/without genipin treatment were compared to uncover possible targets in the context of genipin’s protection. 

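Genipin changed 263 of 1827 genes in αSyn-GFP cells at an adjusted p under 0.05 from the authors' edgeR p-values, 107 higher and 156 lower. At least 2-fold changes were found in 13 of the higher and 91 of the lower genes, and 496 genes had an unadjusted p under 0.05. Many changed genes lie at like coordinates and are not separate results. With genes that overlap a kept gene of another chromosome left out, 11 of 80 changed. The highest genes by p-value included ATS1 (YAL020C, chromosome I from 113614 to 114615), linked to microtubules, and YAT1 (YAR035W, chromosome I from 190193 to 192256), the mitochondrial carnitine acetyltransferase. Both had a log2 fold change of 1.08 in the authors' deposited table (standard errors 0.199 and 0.204, adjusted p = 2.15e-06 and 4.54e-06). At the coordinates of YAT1 lie RRN11, a transcription factor of RNA polymerase I, with 1.20, the mitochondrial protease gene AFG3 with 1.06, YIL092W with 0.98 and YOL075C with 0.86, all from the authors' deposited table. At the coordinates of ATS1 lies GPA1, the α subunit of the pheromone receptor's G protein, with 0.99. STE3, the receptor of α-cells although the paper lists both strains as mating type a, lies there too, with 0.97 in the same deposited table. The threonine aldolase gene GLY1 had 0.85 there, with 6.62% of its length at the coordinates of CYC3 on chromosome I (0.74).
Among the lower genes, ASG7, an a-cell regulator of pheromone signalling, had the lowest p-value, with a log2 fold change of −5.36 in the authors' deposited table (standard error 0.287, adjusted p = 1.44e-74). ADF1 (−6.74), FYV5 (−4.84), YNL284C-A (−2.86), YBL005W-B (−5.89), the chromatin remodeller gene INO80 (−5.98), the RNA polymerase I factor gene RRN6 (−8.89) and the meiotic gene PES4 (−8.89) were among the others of lowest p in that deposited table. These 8 genes span, at their coordinates on chromosome I, 1 of 5 runs of at least 20 A or T, which run from 23713 to 23736, 70907 to 70928, 101282 to 101305, 199909 to 199929 and 223128 to 223163. RRN6 and PES4 have identical values, at a mean log2 CPM below the median of 5.97 over genes, and are not separate results. MTC3 (−4.54) and YAH1 (−3.84), which encodes the mitochondrial ferredoxin, start at bases 73340 and 73363 of their chromosomes, overlap YAL037C-A of chromosome I (0.16) and span no run, with values again from the authors' deposited table. Of the 54 tested genes that span a run, 41 were lower and none was higher, and without them 209 of 1773 genes changed, 98 higher and 111 lower. The paper takes the genes that differ here as possible targets of genipin's protection.

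**Figure D2:**
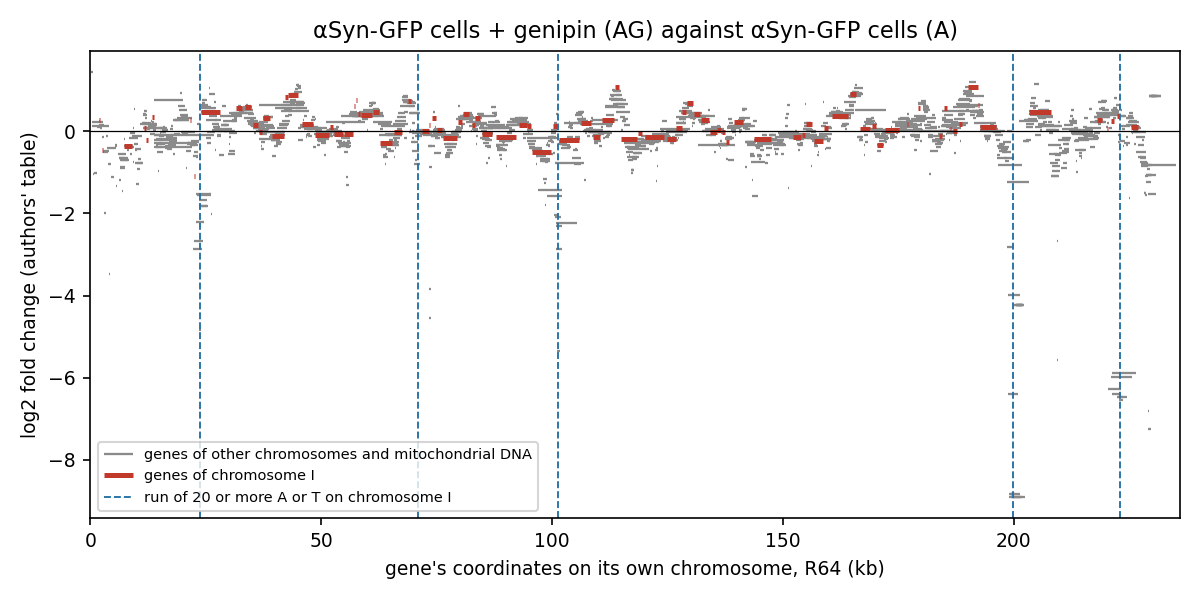
Log2 fold change of αSyn-GFP cells with genipin against αSyn-GFP cells from the authors' deposited table (vertical axis) at each gene's coordinates on its own chromosome, in kb (horizontal axis). Each bar spans 1 gene, red for chromosome I and grey for the others, and dashed lines mark the 5 runs of at least 20 A or T on chromosome I; bars reach −8.89 at the run from 199909 to 199929, and red bars go no lower than −1.09.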

Importantly, 235 genes were differentially expressed between these two conditions (Fig. 4b and Supplementary Table 4). 

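Over the 23 gene lists, 23 of 280 tested memberships were higher and 32 lower after genipin in αSyn-GFP cells. Of 10 genes of glycolysis and gluconeogenesis, 3 were higher (4 when adjusted over the list alone): PFK27, FBP26 and the hexokinase gene HXK2, with a log2 fold change of 0.65 in the authors' deposited table. Of 16 sugar, glycerol and lactate transporters, 3 were higher and 1 lower (3 and 3 when adjusted over the list alone), among them the glucose sensor gene SNF3 with 0.62 in the deposited table. Of 23 genes of ubiquitin and the proteasome, 4 were higher and 3 lower (8 and 6 when adjusted over the list alone). The deubiquitinase gene OTU1 had 1.09, the ubiquitin ligase gene UBR2 0.63, the F-box gene CDC4 −0.62 and PCI8, linked to the signalosome, −1.07 in the authors' deposited table. Of 14 autophagy genes, the receptor gene ATG34 (0.86) and the vacuolar gene VAC8 (0.67) were higher and the protease gene ATG4 (−0.75) lower in that deposited table, with the same counts when adjusted over the list alone. Of 15 endocytosis genes, 3 were higher, such as SLA2 (0.75) and APM2 (0.71), and 1 was lower, the myosin gene MYO3 (−0.65, spanning a run of T), by the authors' deposited values (5 and 1 when adjusted over the list alone). Of 21 genes of transport from the endoplasmic reticulum to the Golgi, SFT2 (0.68) and GEA2 (0.59) were higher and YPT1 and YIP5 (−8.84, spanning the same run of T) lower in the deposited table (4 and 2 when adjusted over the list alone). Of 16 chaperones, SSB1 (0.94) was higher and 4 were lower, among them HSP82 (−0.61) and the mitochondrial MDJ1 (−0.81), by the authors' deposited table and also when adjusted over the list alone. Of 17 genes of complex III, cytochrome c and ATP synthase, CYC3 was higher and CBP2 and STF1 were lower (2 and 2 when adjusted over the list alone), with −1.81 for CBP2, which spans a run of A, and −6.81 for STF1 in the deposited table. STF1 had a mean log2 CPM far below the median of 5.97 over genes, so the size of its change is uncertain.
No gene passed among 9 of the citric acid and glyoxylate cycles, 6 of the unfolded protein response and 3 of galactose use, by edgeR's p-values in the authors' table or when adjusted over the list alone. POS5, a mitochondrial NADH kinase gene, was the 1 higher gene of 6 of oxidative stress defence (2 when adjusted over the list alone). Of 14 meiosis genes 3 were lower (PES4, IME2 and NDJ1, the first 2 spanning a run), of 15 ribosomal protein genes 2 (RPS8A and RPS1B) and of 22 COS and PAU genes 2 (COS8 and COS4), as when adjusted over each list alone. Of 15 mitochondrial ribosomal protein genes, MRPL16 and MRPL11 were lower (1 when adjusted over the list alone). Of 3 a-cell genes, ASG7, which spans a run, was lower (1 higher and 1 lower when adjusted over the list alone). Of 5 α-cell genes, STE3 was higher and AFB1 and MATALPHA2, which spans a run, were lower, also when adjusted over the list alone. The paper lists both strains as mating type a, so these values may not be those of α-cell transcripts. MATALPHA2 also has the same values as YIP5, so the calls of MATALPHA2 and YIP5 are not separate results. By limma's cameraPR at a preset correlation of 0.01, 0 of 21 lists moved as a group, 2 at an unadjusted p under 0.05: glycolysis and endocytosis, both up and each with an adjusted p of 0.192. Without genes that span a run, endocytosis passed (adjusted p = 0.0468), a setting chosen after the data were seen, and with all its tested genes it did not pass at a preset correlation of 0.05 (adjusted p = 0.556), at a mean log2 CPM of at least 3 (adjusted p = 0.349) or with ranks (adjusted p = 0.101). HXK2 and SFT2 overlap FLO9 on chromosome I (0.46 in the authors' deposited table), UBR2 and SLA2 overlap YAT1 (1.08), and VAC8 overlaps DEP1 (0.68). Among other genes, UBR2 and SLA2 also overlap MST28 (0.19), UBR2 overlaps SWH1 (0.09), and VAC8 overlaps SYN8 (0.46). SNF3 overlaps CCR4 (0.26) and ATS1 (1.08), OTU1 overlaps ACS1 (0.88), and ATG34 overlaps BUD14 (0.06) and YAR010C (0.91), with values from the authors' deposited table.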

By mapping the known intracellular distribution of the differentially expressed genes (Fig. 4d), we identified that genipin treatment is acting in central processes implicated in PD pathology, such as carbohydrate metabolism, degradation processes and trafficking-related pathways.

Furthermore, Gene Ontology (GO) analysis of statistically significant biological processes affected upon genipin treatment, confirmed that processes involving both carbohydrate (GO:0006000, GO:0000025, GO:0006123, GO:0046835, GO:0015755) and lipid metabolism (GO:0032369, GO:0015880) were affected, as well as protein degradation and trafficking pathways (GO:1901799, GO:0000338, GO:0032456, GO:0000425, GO:0032447, GO:0051085) (Fig. 4e). This suggests that genipin treatment could have a pleotropic effect, exerting its protective action through multiple cellular mechanisms, downstream or concomitant to its direct interaction with αSyn which needs to be further investigated.

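Genes annotated directly to the named terms were looked up among those tested after genipin in αSyn-GFP cells, as the annotation of the reference genome gives them. For carbohydrate terms, HXK2 (YGL253W) was higher and is the 1 tested gene of fructose metabolism, and SNF3 (YDL194W) was higher and is the 1 of fructose transport. Of 6 tested genes of electron transport from cytochrome c to oxygen, COX4 was the 1 that passed, and it was lower. CYC7, another of the 6, went the other way (0.61 in the authors' deposited table) and did not pass (adjusted p = 0.0519), but did with the deposited false discovery rate (0.0492); it overlaps MTW1 of chromosome I (0.22). Neither of the 2 genes of maltose catabolism nor the 1 gene of carbohydrate phosphorylation was tested. For lipid terms, LEU5, the mitochondrial coenzyme A carrier gene, had a log2 fold change of −0.11 in the authors' deposited table (adjusted p = 0.816). Among terms of protein degradation and trafficking, the proteasome-bound deubiquitinase gene UBP6 was higher by 0.95 (standard error 0.302, adjusted p = 0.0166) in the authors' deposited table, and overlaps YAR010C of chromosome I (0.91). Of 4 tested genes of protein deneddylation, carried out by the signalosome, RRI1 was higher (0.62) and PCI8 and RRI2 (−0.68) were lower in that deposited table. Of 4 tested genes of endocytic recycling, YPT1 and RTT10 were lower, RTT10 by −8.89 in the authors' deposited table, and it spans a run of T at its coordinates on chromosome I. RTT10 has the same values as RRN6 and PES4. Of 11 tested genes of pexophagy 3 were higher: the sorting receptor gene PEP1 (0.59), VAC8 and the cell wall sensor gene WSC3 (0.58), with values from the authors' deposited table. URE2, a regulator of nitrogen use, was higher by 0.73 there and is 1 of 2 tested genes of protein urmylation. For 2 of the named terms, no gene carries a direct annotation in this reference. These counts are not an enrichment test, since terms were taken from the paper's own result on the same samples. From the enriched terms, the paper proposes that genipin acts through several cellular mechanisms.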

### Genipin decreases oxidative stress and modulates carbon metabolism

The finding that carbohydrate metabolic processes are among the most affected biological processes by genipin protection (Fig. 4e) suggests a possible role of central carbon metabolism. Bioenergetics, redox homeostasis, and central carbon metabolism have been implicated in PD pathology. Also, toxins that are described to cause PD-like symptoms are known to affect cellular respiration and to cause mitochondrial dysfunction, which has been well established as a causative mediator of PD pathogenesis^17^. Moreover, metabolomic data from clinical and experimental models of PD point to energy (TCA cycle and glycolysis), lipids and fatty acid metabolic processes as the most affected in a disease scenario^18^.

Our RNA-seq data indicates that genipin treatment induces the downregulation of a gene encoding for lactate transporter (*JEN1*) and the upregulation of genes encoding for glucose (*HXT10*) and glycerol (*GUP2*) transporters. 

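JEN1 (YKL217W, chromosome XI from 22234 to 24084), the plasma membrane carrier of lactate and pyruvate, had a log2 fold change of −2.87 in the authors' deposited table of genipin in αSyn-GFP cells (standard error 0.290, adjusted p = 6.94e-21 from their edgeR p-value). HXT10 (YFL011W, chromosome VI from 112345 to 113985), of the hexose transporter family, was higher by 0.78 (standard error 0.206, adjusted p = 0.00270) in the same deposited table. GUP2 (YPL189W, chromosome XVI from 189154 to 190983), a membrane protein linked to glycerol uptake, was higher by 0.95 (standard error 0.203, adjusted p = 8.27e-05) in that deposited table. At the coordinates of JEN1, chromosome I holds a run of 24 A from 23713 to 23736, and the 12 features of any chromosome that span it had a median log2 fold change of −2.03 in the authors' deposited table. JEN1 also overlaps YAL063C-A of chromosome I (−1.09, 15.7% of its length) and FLO9 (0.46, 4.59%), by the authors' deposited table. HXT10 lies over 61.9% of its length at the coordinates of CCR4 on chromosome I (0.26 in the deposited table, adjusted p = 0.412) and over 22.7% at those of ATS1 (1.08, adjusted p = 2.15e-06). The 16 other genes that overlap HXT10 by at least 0.5 of the shorter gene ranged from 0.13 to 1.01. GUP2 lies in part at the coordinates of YAT1 (1.08 in the deposited table), and the 13 other genes that overlap it ranged from 0.20 to 1.06. The call of HXT10 was lost with a Bonferroni correction, and those of JEN1 and GUP2 were not.

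**Figure D3:**
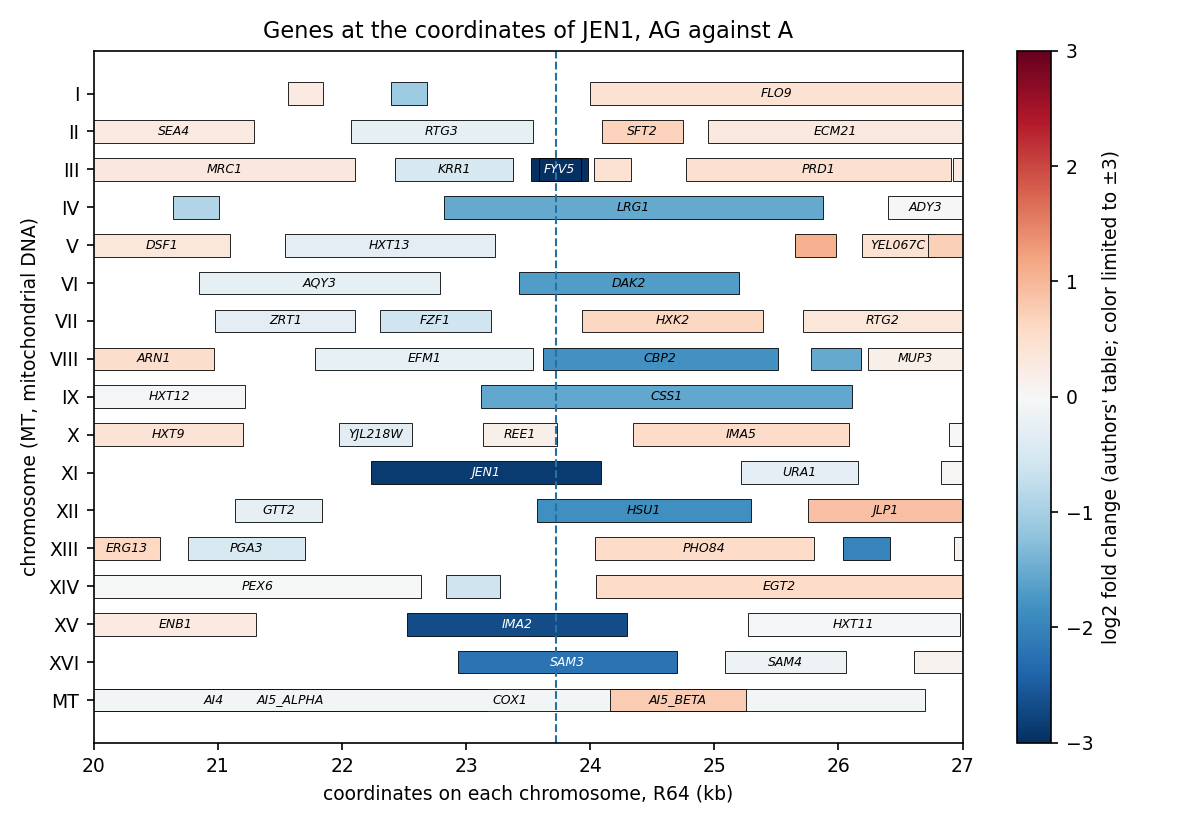
Tested genes between 20 and 27 kb on each chromosome (rows) and mitochondrial DNA, colored by log2 fold change of genipin in αSyn-GFP cells from the authors' deposited table. The dashed line marks the run of A from 23713 to 23736 on chromosome I; JEN1 (−2.87) and ADF1 (−6.74) cross it.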

Lactate levels were increased upon genipin treatment, although not significant (Fig. 5a, compound 1) while glycerol levels were found unaltered (Fig. 5a, compound 2). Moreover, an up-regulation of the alternative cytochrome b2, *CYB2*, which reduces lactate to pyruvate, was also observed (Fig. 5a, d).

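CYB2 (YML054C, chromosome XIII from 165533 to 167308), the cytochrome b2 of the mitochondrial intermembrane space that oxidizes lactate, was higher after genipin in αSyn-GFP cells, with a log2 fold change of 1.05 in the authors' deposited table (standard error 0.283, adjusted p = 0.00340). In αSyn-GFP cells without genipin against control cells, CYB2 had a log2 fold change of 0.14 in the deposited table (adjusted p = 0.866). Of the genes of chromosome I at its coordinates, YAR010C, over 18.8% of its length, had 0.91 (adjusted p = 0.0315) and BUD14, over 31.9%, had 0.06 (adjusted p = 0.912) in the authors' deposited table for genipin in αSyn-GFP cells. The 12 other genes that overlap CYB2 in coordinates ranged from −0.22 to 1.14 in that deposited table, with a median of 0.69. With a Bonferroni correction CYB2 did not pass.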

**Fig. 5:**
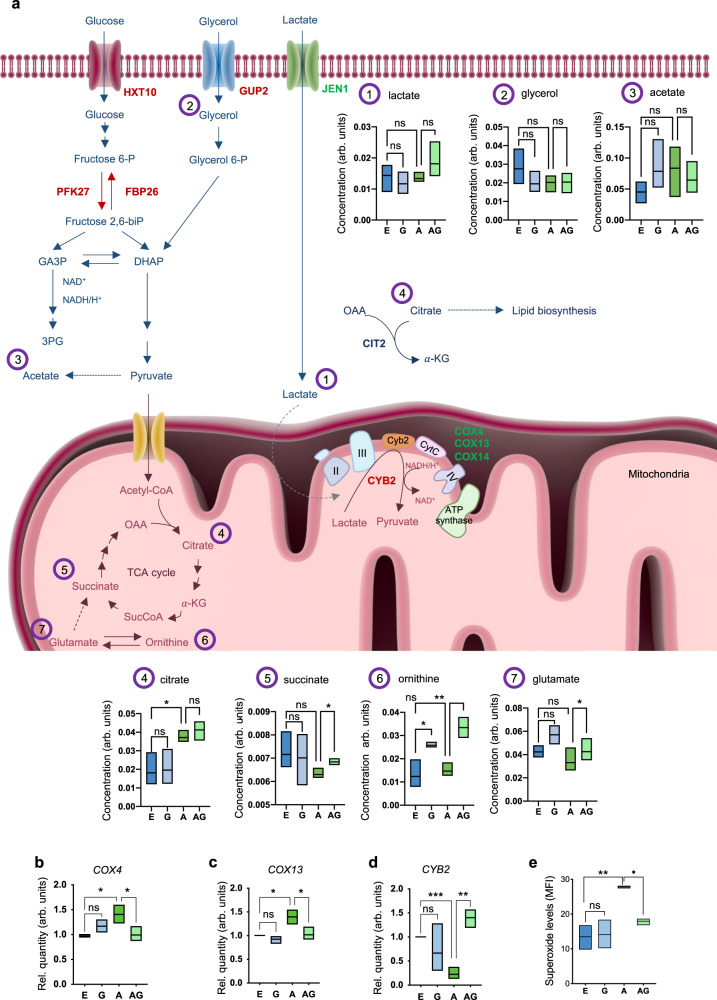
Genipin promotes metabolic alterations in αSyn-GFP overexpressing cells. **a** Overview of genes from metabolic pathways differentially expressed in αSyn-GFP overexpressing cells treated with genipin when comparing with cells overexpressing αSyn-GFP, assessed by RNA-seq. Glucose, lactate and glycerol transporters genes (*HXT10*, *JEN1*, *GUP2*, respectively); *PFK27* and *FBP26* genes from glycolysis; Complex IV genes *COX4*, *COX13* and *COX14*; Alternative cytochrome c gene, *CYB2;* Citrate synthase, *CIT2*. Genes denoted in green and red are downregulated and upregulated, respectively. Metabolites were quantified by ^1^H-NMR and are total intracellular levels (*n* = 3). Compound 1 – 7: 1 – lactate, 2 – glycerol, 3 – acetate, 4 – citrate (E vs A *p = 0.0332), 5 – succinate (A vs AG *p = 0.0313), 6 – ornithine (E vs G *p = 0.0221; A vs AG **p = 0.0032), 7 – glutamate (A vs AG *p = 0.0159). Fructose-6P – Fructose 6-phosphate, Fructose-2,6-biP – Fructose 2,6-biphosphate, GA3P – Glyceraldehyde 3-phosphate, DHAP – Dihydroxyacetone phosphate, 3PG – Glycerate 3-phosphate, Glycerol-3P – Glycerol 3 phosphate, α-KG – α-Ketoglutarate, SucCoA – Succinyl CoA, OAA – Oxaloacetate. **b** *COX4* (E vs A *p = 0.0177; A vs AG *p = 0.0433, *n* = 3), **c** *COX13* (E vs A *p = 0.0123; A vs AG *p = 0.0398, *n* = 3) and **d** *CYB2* (E vs A ***p = 0.0006; A vs AG **p = 0.0010, *n* = 3) mRNA levels were assessed by RT-qPCR. **e** Superoxide levels were assessed by FCM using DHE staining (E vs A *p* = 0.0035; A vs AG *p* = 0.0282, *n* = 3). Control cells with empty vector – E, Control cells + 10 μM genipin – G, αSyn-GFP cells – A, αSyn-GFP cells + 10 μM genipin – AG.

Looking in more detail into glycolysis, we observed an upregulation of *PFK27* and *FBP26* genes in αSyn-GFP overexpressing cells upon genipin treatment (Fig. 5a). 

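PFK27 (YOL136C, chromosome XV from 67561 to 68754), a kinase that makes the glycolytic activator fructose 2,6-bisphosphate, was higher by a log2 fold change of 0.84 in the authors' deposited table (standard error 0.188, adjusted p = 2.10e-04). FBP26 (YJL155C, chromosome X from 129285 to 130643), the phosphatase that removes the same activator, was higher by 0.65 (standard error 0.184, adjusted p = 0.00624) in that deposited table. PFK26, the other kinase of this pair of reactions, had 0.71 in the deposited table and did not pass (standard error 0.304, adjusted p = 0.0976). Of the 10 tested genes of glycolysis and gluconeogenesis, these and HXK2 passed. PFK27 has 3.27% of its length at the coordinates of CYC3 on chromosome I, and FBP26 has 88.5% at those of DEP1 (0.68 in the authors' deposited table), and the 12 other genes that overlap PFK27 in coordinates ranged from −0.91 to 0.85. FBP26 did not pass a Bonferroni correction.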

Citrate levels were increased upon αSyn-GFP overexpression and were not altered by genipin treatment (Fig. 5a, compound 4). Moreover, the non-mitochondrial citrate synthase (*CIT2*), was found to be up-regulated in cells overexpressing αSyn-GFP incubated with genipin, comparing with control cells (Fig. 5a). 

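CIT2 (YCR005C, chromosome III from 120946 to 122328), the peroxisomal citrate synthase of the glyoxylate cycle, had a log2 fold change of −0.28 in αSyn-GFP cells against control cells in the authors' deposited table (standard error 0.207, adjusted p = 0.515). With genipin against αSyn-GFP cells it had −0.30 in the deposited table (standard error 0.189, adjusted p = 0.313). The sum of both, for αSyn-GFP cells with genipin against control cells, is −0.57. Neither part passed the test, and the paper's direct comparison lists CIT2 as lower in Supplementary Table 3 (−0.56, the paper's FDR 0.0181). CIT2 lies wholly at the coordinates of PSK1, a protein kinase gene of chromosome I, which had −0.42 and −0.15 in the same 2 comparisons of the authors' deposited tables. The other 8 tested genes of the citric acid and glyoxylate cycles did not pass after genipin either, among them the malate dehydrogenase gene MDH2 (adjusted p = 0.115).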

For succinate levels, although not significant, there was a trend of decreasing levels upon ααSyn-GFP overexpression, which was slightly compensated by genipin treatment (Fig. 5a, compound 5). As ornithine and glutamate can contribute to TCA cycle, their levels were also assessed. In both cases, there was an increase in their levels upon incubation of control cells with genipin, although not significant for glutamate (Fig. 5a, compound 6, and compound 7). Moreover, the levels were not affected in αSyn-GFP overexpressing cells per se. Remarkably, in αSyn-GFP overexpressing cells, genipin sustained the increase in the levels of both metabolites. Also, acetate levels were not altered (Fig. 5a, compound 3).

Furthermore, transcriptomic analysis revealed the downregulation of genes of mitochondrial Complex IV of the electron transport chain *COX4*, *COX13*, and COX14, with *COX4* and *COX13* downregulation upon genipin treatment being validated by RT-qPCR (Figs. 5a, 5b, 5c). 

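COX4, COX13 and COX14 were the 3 genes that were lower after genipin in αSyn-GFP cells among 11 tested of complex IV and its assembly, and none was higher (4 lower when adjusted over the list alone). COX13 (YGL191W, chromosome VII from 144808 to 145197), a structural subunit of cytochrome oxidase, had a log2 fold change of −0.67 in the authors' deposited table (standard error 0.193, adjusted p = 0.00769). COX4 (YGL187C, chromosome VII from 149704 to 150171), another structural subunit, had −0.56 there (standard error 0.204, adjusted p = 0.0430 from the authors' edgeR p-value). COX14 (YML129C, chromosome XIII from 14541 to 14753), an assembly factor that binds COX1 translation products, had −0.97 in the deposited table (standard error 0.339, adjusted p = 0.0360). In αSyn-GFP cells against control cells, COX4 had 0.12 and COX13 0.02 in the authors' deposited table, with adjusted p-values of 0.866 and 1. COX12 (adjusted p = 0.0927) and the other 7 genes did not pass, and as a group the list did not move (adjusted p = 0.871 from limma's cameraPR). COX13 lies within the coordinates of VPS8 on chromosome I (−0.18 in the authors' deposited table), and the 11 other genes that overlap it ranged from −0.76 to −0.18. The 12 other genes that overlap COX4 ranged from −0.35 to −0.05 and those that overlap COX14 from −0.50 to 0.77 in the deposited table. At an adjusted p of 0.01, COX4 and COX14 did not pass.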

Noteworthy, *COX4* and *COX13*, both of which were upregulated by αSyn-GFP overexpression itself, were decreased to control levels upon simultaneous incubation of genipin and αSyn-GFP overexpression (Figs. 5b, 5c). The downregulation of complex IV genes in genipin-treated cells might indicate a modulation of oxidative phosphorylation, which is the main source of ROS, namely superoxide (O_2_·^−^). In fact, upon αSyn-GFP overexpression, the levels of O_2_·^−^ were increased as expected, while genipin treatment prevented yeast cells from exhibiting this increase (Fig. 5e).

Metabolic processes such as the response to nutrients, protein and lipid synthesis, as well as catabolic processes such as autophagy, are regulated by the crucial player Target of Rapamycin Complex 1, TORC1. 

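Of 11 tested genes of TORC1 signalling, URE2 and TCO89 were higher after genipin in αSyn-GFP cells and none was lower (3 higher and 1 lower when adjusted over the list alone). TCO89 (YPL180W, chromosome XVI from 205248 to 207647), a subunit of TORC1 itself, had a log2 fold change of 0.52 in the authors' deposited table (standard error 0.185, adjusted p = 0.0386). The GATA factor gene GAT1, downstream of TORC1, had −0.50 there (adjusted p = 0.0567), and NPR3, of a complex that restrains TORC1, did not pass either (adjusted p = 0.0869 from the authors' edgeR p-value). Without genipin, TCO89 had −0.27 in αSyn-GFP cells against control cells in the authors' deposited table (adjusted p = 0.502). TCO89 lies wholly at the coordinates of the flocculin gene FLO1 on chromosome I (0.46 in the deposited table, adjusted p = 0.0539). At an adjusted p of 0.01, TCO89 did not pass.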

Our RNA-seq data also highlights that *TCO89*, a TORC1 subunit, is downregulated in a genipin protective scenario (Supplementary table 4), further confirming a genipin interference with central cellular metabolism.

### Endocytosis is enhanced upon genipin treatment

αSyn-GFP overexpression is described to strongly affect endocytosis and vesicular trafficking^19^. 

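YPT1 (YFL038C, chromosome VI from 55366 to 55986), the Rab GTPase of traffic from the endoplasmic reticulum to the Golgi, was lower after genipin in αSyn-GFP cells, with a log2 fold change of −1.32 in the authors' deposited table (standard error 0.295, adjusted p = 2.09e-04). YPK1 (YKL126W, chromosome XI from 205707 to 207749), a protein kinase that regulates sphingolipid synthesis and endocytosis, was higher by 0.51 (standard error 0.187, adjusted p = 0.0434) in the deposited table. HRR25 (YPL204W, chromosome XVI from 164276 to 165760), a casein kinase that acts in vesicle budding, had 0.83 in the same deposited table and did not pass (standard error 0.311, adjusted p = 0.0509). With the deposited false discovery rate, HRR25 passed (0.0484). YPT1 lies within the coordinates of SPC72 on chromosome I (−0.07 in the authors' deposited table), and the 14 other genes that overlap it ranged from −1.11 to 0.37. YPK1 lies within the coordinates of FLO1, and HRR25 has 82.0% of its length at those of YAR010C, a transposon gene (0.91 in the deposited table). Without genes that span a run of A or T, YPK1 had an adjusted p of 0.0503.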

Interestingly, these are biological processes for which gene alterations (*YPT1*, *YPK1*, *HRR25*, Supplementary Table 4) were highlighted by our RNA-seq analysis. We then decided to evaluate the effect of genipin in these processes by using FM4-64, a dye that selectively stains yeast vacuolar membranes and enters the cells via the endocytic pathway. αSyn-GFP overexpression promoted a scattered pattern of FM4-64 puncta (Fig. 6a). Importantly, when αSyn-GFP overexpressing cells were incubated with genipin, FM4-64 was efficiently uptaken and delivered to the vacuole, as observed in control cells (Fig. 6a). Moreover, this uptake was endocytosis-mediated, since αSyn-GFP overexpressing cells did not present this phenotype when incubated with the blue-fluorescent chloromethyl derivative of aminocoumarin (CMAC), a dye described to enter cells by diffusion (Supplementary Fig. 5).

**Fig. 6:**
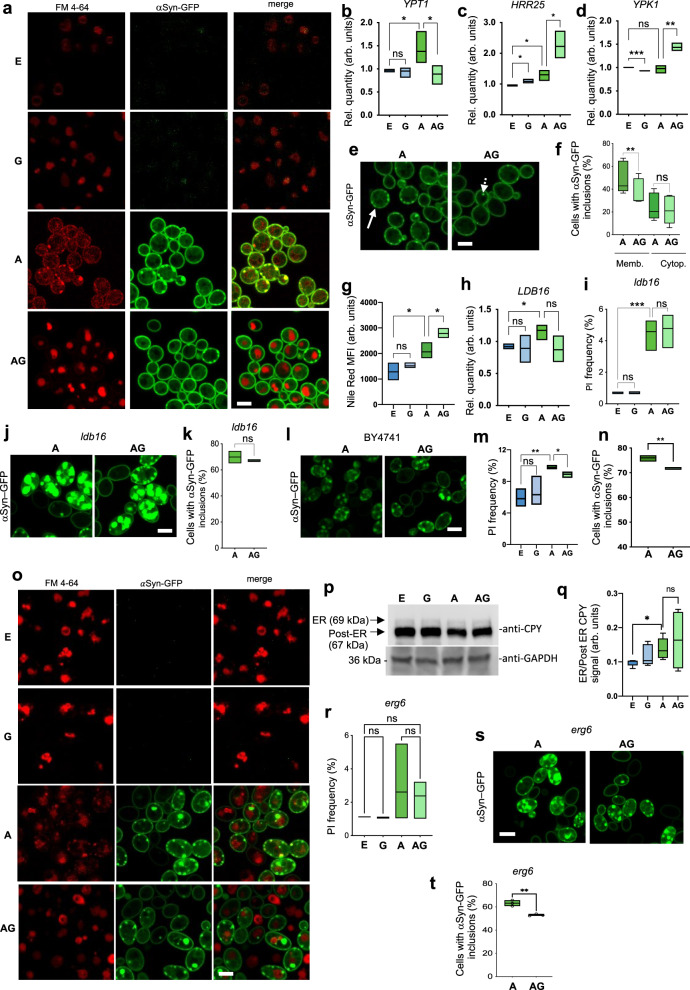
Genipin targets endocytosis and lipid storage to protect yeast from αSyn-GFP toxicity. **a** Endocytosis evaluation by FM4-64 incubation by confocal microscopy. mRNA levels of **b** *YPT1* (E vs A *p = 0.0446; A vs AG *p = 0.0354, *n* = 4) **c** *HRR25* (E vs G *p = 0.0458; E vs A *p = 0.0307; A vs AG *p = 0.0327, *n* = 3) and **d** *YPK1* (E vs G ***p = 0.0004; A vs AG *p* = 0.0039, *n* = 3). **e** Yeast cells containing αSyn-GFP inclusions either in the membrane (bulked white arrow) or in the cytoplasm (dashed white arrow) were counted and **f** Plotted (A, 1659 cells; AG, 2044 cells), Membranal inclusions A vs AG, **p = 0.0026 (*n* = 5). **g** Neutral lipids stained with nile red assessed by FCM (E vs A *p = 0.0279; A vs AG *p = 0.0426, *n* = 3). **h** *LDB16* mRNA levels (E vs A *p = 0.0350, *n* = 3). **i** αSyn-GFP toxicity in *ldb16* mutant was assessed by propidium iodide (PI) staining by FCM (E vs A ***p < 0.0001, *n* = 3). **j** Fluorescence microscopy of *ldb16* mutant αSyn-GFP-overexpressing cells (*n* = 3). **k** Percentage of *ldb16* mutant cells with αSyn-GFP inclusions. (A, 1249 cells and AG, 1679 cells). **l** Fluorescence microscopy of BY4741 cells overexpressing αSyn-GFP. **m** αSyn-GFP toxicity in BY4741 cells was assessed by PI staining by FCM (E vs A **p = 0.005; A vs AG *p = 0.046, *n* = 3). **n** Percentage of BY4741 cells with αSyn-GFP inclusions (A vs AG **p = 0.0067, *n* = 3). **o** *ldb16* mutant endocytosis evaluation by FM4-64 incubation by confocal microscopy. **p** ER accumulation of CPY assessed by western blot and **q** ER/Post ER ratio CPY quantification (E vs A *p = 0.0190, *n* = 4). **r** αSyn-GFP toxicity in *erg6* mutant was assessed by PI staining by FCM (*n* = 3). **s** Fluorescence microscopy of *erg6* mutant αSyn-GFP-overexpressing cells (*n* = 3). **t** Percentage of cells with αSyn-GFP inclusions (A, 2276 cells and AG, 1547 cells; A vs AG **p = 0.0028). Scale bar 5 μm. Control cells with empty vector – E, Control cells + 10 μM genipin – G, αSyn-GFP cells – A, αSyn-GFP cells + 10 μM genipin – AG.

*YPT1, HRR25 and YPK1* were genes highlighted by our RNA-seq analysis (Fig. 4d). Ypt1, is a Rab GTPase which controls the first steps of Endoplasmic Reticulum-to-Golgi (ER-to-Golgi) trafficking in yeast cells. Moreover, casein kinase 1 (CK1) family member Hrr25 (Fig. 4d) has been shown to contribute to the delivery of ER-derived vesicles to the Golgi^20^ and is regulated by Ypt1. Also, Ypk1 is a serine/threonine kinase required to control endocytosis by phosphorylating components of the endocytic machinery. The impact of genipin protection against αSyn-GFP effects on these genes was further confirmed by RT-qPCR. Importantly, *YPT1* was downregulated (Fig. 6b) and *HRR25* and *YPK1* were upregulated (Fig. 6c, d) in αSyn-GFP overexpressing cells treated with genipin (the protective scenario), which is in line with increased FM4-64 uptake, suggesting that genipin ameliorates endocytosis and vesicular trafficking, protecting yeast cells from αSyn-GFP toxicity.

### Genipin targets lipid homeostasis to protect yeast cells

αSyn plays a role in synaptic vesicle recycling, synthesis, and vesicular storage. These processes are dependent on lipid homeostasis and, in fact, αSyn is proposed to play a role in lipid transport, packing and membrane biogenesis^21^. A tight control of lipid pathways is of extreme importance not only for these processes but also to maintain a stable cellular environment.

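After genipin in αSyn-GFP cells, none of 10 tested genes of lipid droplets and neutral lipids passed by the authors' edgeR p-values, also when adjusted over the list alone. The acyltransferase gene SCT1, within the coordinates of FLO1 on chromosome I (0.46), had a log2 fold change of 0.40 in the authors' deposited table (standard error 0.231, adjusted p = 0.248) and the steryl ester hydrolase gene YEH1 −0.21 (adjusted p = 0.490). Of 11 genes of fatty acid, phospholipid and sphingolipid synthesis, 2 were lower, also when adjusted over the list alone. They were the ceramide synthase gene LAG1 (YHL003C), with −2.09 in the deposited table (standard error 0.257, adjusted p = 2.63e-14), and the fatty acid synthase gene FAS1 (YKL182W), with −0.77 (standard error 0.220, adjusted p = 0.00646). Both span a run of 24 A from 101282 to 101305 at their coordinates on chromosome I, and overlap MAK16 (0.12) and LTE1 (−0.20 in the deposited table). Of 7 ergosterol synthesis genes, DAP1 (YPL170W), which regulates a sterol demethylase, was lower by −1.51 in the authors' deposited table (standard error 0.363, adjusted p = 6.46e-04; 1 higher and 1 lower when adjusted over the list alone), while HMG1 (adjusted p = 0.209) and ERG13 (adjusted p = 0.242) did not pass. By limma's cameraPR none of these 3 lists moved as a group, with 0 at an unadjusted p under 0.05.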

We observed that αSyn membrane interaction sites are significantly affected by genipin as observed by the reduction of NMR signal in the N-terminal (Fig. 3f–h) and that lipid biosynthesis and transport are processes targeted by genipin in αSyn-GFP overexpressing cells (Fig. 4e). Therefore, we further investigated if genipin modulates αSyn-GFP’s interaction with the cell membrane by assessing its capacity to use the cell membrane as a nucleation site for further aggregation.

αSyn-GFP preferentially localizes and nucleates in yeast plasma membranes, leading to inclusion formation. That event is described to interfere with several processes leading to toxicity^4,5^. Upon genipin incubation, the percentage of cells with plasma membranal inclusions decreases, while the percentage of cells with cytoplasmic inclusions remains unaltered (Fig. 6e, f). This result further supports the hypothesis that genipin decreases the nucleation of αSyn-GFP in the plasma membrane, preventing its aggregation.

This led us to further investigate how lipid homeostasis and lipid storage alterations could interfere with genipin protection. We measured the levels of neutral lipids by FCM and found that, upon αSyn-GFP overexpression, the total amount of neutral lipids increases (Fig. 6g), suggesting an increase in lipid storage, a result that has been previously described^19,22^. This increase in neutral lipids and the fact that αSyn has been shown to bind to lipid droplets (LD), contributing to LD homeostasis by regulating triglycerides synthesis and lipolysis, the exact underlying molecular mechanisms are still unknown.

Interestingly, genipin further increases the accumulation of neutral lipids in cells overexpressing αSyn-GFP (Fig. 6g), suggesting a role for lipid metabolism and storage in genipin protection. This effect seems to be completely dependent on the presence of αSyn-GFP due to the lack of effect of genipin in the amount of neutral lipids in control cells.

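LDB16 (YCL005W, chromosome III from 108021 to 108791), which works with seipin where lipid droplets form, was higher in αSyn-GFP cells than in control cells, with a log2 fold change of 0.85 in the authors' deposited table (standard error 0.202, adjusted p = 0.00337). Genipin added 0.07 in αSyn-GFP cells by the authors' deposited table (standard error 0.176, adjusted p = 0.857). The other 9 tested genes of lipid droplets, such as ARE1 (adjusted p = 0.182) and TGL1 (adjusted p = 0.367), did not pass in αSyn-GFP cells. LDB16 has 68.9% of its length at the coordinates of the mannosyltransferase gene PMT2 on chromosome I (0.51 in the deposited table, adjusted p = 0.143), and the 11 other genes that overlap it ranged from 0.26 to 0.83. With a Bonferroni correction LDB16 did not pass.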

The RNA-seq data shows that Low Dye Binding protein 16 (*LDB16*) was upregulated in αSyn-GFP overexpressing cells, with or without genipin treatment. This observation was confirmed by RT-qPCR (Fig. 6h). Ldb16, together with seipin (Sei1), is responsible for controlling the formation of lipid droplets and it was described as a key player in αSyn pathophysiology^22^. To evaluate a possible role of Ldb16 in αSyn-GFP overexpressing cells and in genipin treated cells, we evaluated αSyn-GFP aggregation and toxicity in *ldb16* mutant cells.

Interestingly, deletion of *LDB16* abolished the capacity of genipin to decrease both toxicity (Fig. 6i) and the percentage of cells with αSyn-GFP inclusions (Figs. 6j, k), suggesting that lipid droplet formation is needed for genipin protection to occur. The overexpression of αSyn-GFP on *ldb16* mutant resulted in a toxicity phenotype less pronounced than that observed for the respective wild type (WT) strain, the BY4741 (Fig. 6j vs 6 l, 6i vs 6 m). Importantly genipin protection is retained significantly in this background either in rescuing αSyn-GFP toxicity and in rescuing cellular growth (Fig. 6l and Supplementary Fig. 6a) and reducing αSyn-GFP inclusions (Fig. 6m). However, it is interesting that in the BY4741 background strain an exacerbation in αSyn-GFP inclusions seems to occur when *LDB16* is deleted (Fig. 6j). The impact of *LDB16* deletion on FM4-64 distribution after αSyn-GFP overexpression is heterogenous. Although the impairment of FM4-64 uptake was still observed in αSyn-GFP overexpressing cells (like observed for background strain, Supplementary Fig. 6b), a slight vacuole staining could be detected (Fig. 6o). In addition, genipin improvement of FM4-64 trafficking towards the vacuole was clearly observed (Fig. 6o). To further confirm the impact of genipin on *ldb16* mutant vesicular trafficking, the processing of Carboxipeptidase Y (CPY) protein was assessed. CPY is normally synthetized in the ER (unprocessed CPY, 69 kDa), it is further processed within the Golgi (processed CPY, 67 kDa) and subsequently transported to the vacuole. Upon vesicular trafficking impairment, the ER-form (unprocessed) is retained and this retention was used as surrogate for trafficking assessment. Interestingly, the levels of CPY retained in the ER (unprocessed CPY) increased after αSyn-GFP overexpression, both in WT (Supplementary Fig. 6c, 6d) and in *ldb16* mutant cells (Fig. 6p). Importantly, genipin failed to decrease CPY levels in all conditions (Supplementary Fig. 6c, d and Fig. 6p, q), suggesting that its protective capacity does not depend on vesicular trafficking but rather on endocytosis improvement. Having into consideration the key role of lipids in endocytosis, we further investigated the interplay between lipid homeostasis, membrane composition and genipin protection, using *ERG6* deletion mutant. Erg6 converts zymosterol to fecosterol in the ergosterol biosynthetic pathway and *erg6* mutant accumulates zymosterol but cannot synthesize ergosterol. A reduction in ergosterol production is expected to affect membrane fluidity and integrity and, therefore might modulate membrane-binding affinity of αSyn^23^. As expected, genipin had no impact on the toxicity of *erg6* mutant cells expressing the empty vector (Fig. 6r). Upon the overexpression of αSyn-GFP on *erg6* mutant, there is a trend for an increased toxicity, however not significant. Importantly, genipin was still able to decrease the percentage of cells displaying αSyn-GFP inclusions in this mutant (Fig. 6s, t) comparable to the protection observed in the respective background strain (Fig. 6l–n). Overall, these results suggest that membrane composition in ergosterol do not affect genipin’s protective activity.

### Genipin increases lifespan and motor performance in *Drosophila* concomitant with reduction of αSyn aggregation

*Drosophila* models based on αSyn-GFP overexpression mimic several hallmarks of PD, including aggregation, decreased survival and motor deficits^24,25^.

To test genipin protection in vivo, we used transgenic overexpression of human αSyn-GFP in *Drosophila*, under the control of ELAV-GAL4, which allowed us to overexpress it in the entire nervous system. Genipin was tested for toxicity in WT flies (Control flies, ELAV-GAL4) and it did not present toxicity at any concentrations tested between 10 µM – 10 mM (Supplementary Fig. 7a). As expected, flies overexpressing αSyn-GFP (PD flies) have decreased longevity, however, when reared in fly food containing 1 mM of genipin, a significant increase in the survival rate was observed (Fig. 7a). Motor disabilities are one of the most striking symptoms of PD, and our *Drosophila* PD model mimics this feature. The overexpression of αSyn-GFP in the flies’ nervous system caused motor impairments (Fig. 7b) as evaluated by the climbing index. PD flies suffer from severe motor impairments which can be observed as early as in day 17 (Fig. 7b), as a marked increase in the climbing index that worsens until day 30. Importantly, genipin-treated flies display drastic improvement in motor capabilities (Fig. 7b) demonstrating in vivo that genipin is a protective molecule against αSyn deleterious effects in *Drosophila* brain.

**Fig. 7:**
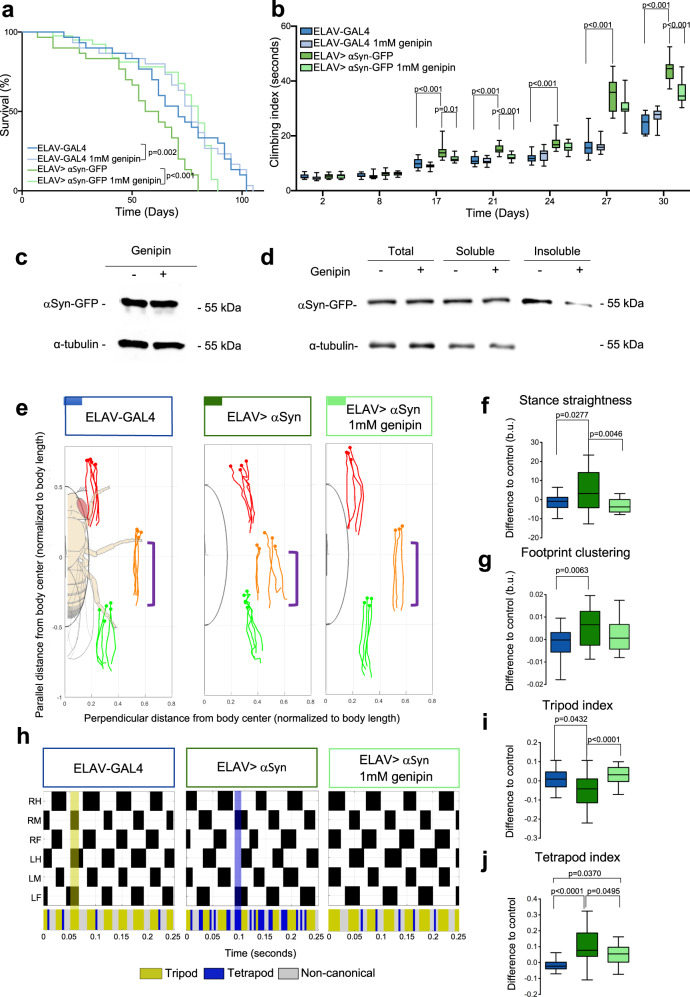
Genipin protects against the severe motor dysfunction and improves the life span of flies expressing αSyn-GFP in the nervous system. **a** Lifespan assessment of flies expressing human WT αSyn-GFP fed or not with 1 mM genipin. Statistical differences accessed by Mantel-Cox test. **b** Climbing assay on flies expressing human WT αSyn-GFP fed or not with 1 mM genipin. All four groups were compared directly and statistics were performed by two-way ANOVA using a matching factor where each row represents a time point. Multiple comparisons were performed using single effects on each row. **c** αSyn-GFP protein levels in the brain of animals **d** and triton-X soluble and insoluble protein fractions assessed by western blot. **e**–**j** Kinematic data from 24 day-old animals expressing WT αSyn and fed with 1 mM genipin. Blue, ELAV-GAL4 control; Dark green, ELAV-GAL4,UAS-αSyn; Light green, ELAV-GAL4,UAS-αSyn + 1 mM genipin. **e** Representative stance traces. Purple brackets show stance traces corresponding to the tarsal contacts during stance phases relative to the body axis. **f** Stance straightness **g** Footprint clustering. **h** Tripod/tetrapod phases of representative animals walking at similar speeds. Upper section, for each leg swing phases are represented in black (from top to bottom: right hind (RH); right middle (RM); right front (RF); left hind (LH); left middle (LM); left front (LF)). Shaded regions in green and blue show a representative leg combination associated with tripod and tetrapod, respectively. Lower section represents the periods associated with tripod (Yellow), tetrapod (Purple), and non-canonical (Grey) configurations. **i** Tripod index **j** Tetrapod index. Boxplots represent the median as the middle line, with the lower and upper edges of the boxes representing the 25 and 75% quartiles, respectively; the whiskers represent the range of the full data set, excluding outliers. Data was residually normalized and expressed as the difference to ELAV-GAL4 control.

In order to better characterize the mechanism of action of genipin in flies, we analysed its ability to modulate the levels of expression and aggregation of αSyn-GFP in the nervous system. We demonstrate, by western blotting protein extracts of 17 days old adult heads, that genipin does not affect the levels of expression of αSyn-GFP in the brain (Fig. 7c). Meanwhile, by performing a Triton-X solubility experiment, we found that genipin affects the solubility status of αSyn-GFP in *Drosophila* brains. The analysis of protein extracts from 17 days old adult heads, demonstrates that genipin promotes a reduction in the levels of αSyn-GFP in the Triton-X insoluble fraction (Fig. 7d). This result indicates that the therapeutic effect of genipin observed in flies might involve a reduction in the formation of insoluble aggregates containing αSyn-GFP.

Finally, we wanted to investigate whether the expression of αSyn (without a GFP tag) in *Drosophila* adult neurons affected particular kinematic features during walking that could explain the climbing results and if genipin could revert these effects. For this, we used the FlyWalker system, which allows the extraction of kinematic parameters from untethered adult flies with a high spatiotemporal resolution^26,27^. Sustained expression of αSyn increased tarsal contact variability during stance phases and during stance onset relative to the body axis, quantitatively defined by the stance straightness (Fig. 7e, f) and footprint clustering (Fig. 7e, g) parameters, respectively. Moreover, the same animals also displayed a decrease in the use of the tripod gait, the favored leg conformation used by *Drosophila*, with three legs contacting the ground and three in a swing phase^26,28^ (Fig. 7h, i), with a corresponding increase in the use of the tetrapod gait, using four legs on the ground (Fig. 7h, j). The same shift was observed in animals exposed to excessive weight bearing^27^, or during ageing^29^.

The aforementioned kinematic effects of αSyn were partially rescued after genipin treatment. In the presence of genipin, stance traces display an appearance similar to control animals (Fig. 7e, purple brackets), with *stance straightness* values also becoming comparable to control animals (Fig. 7f). *Footprint clustering* values were partially rescued after genipin treatment since these flies are no longer different from the control flies (Fig. 7g). Although genipin-treated animals are also not statistically different from animals expressing αSyn alone in *footprint clustering*, the rescue effect is *on par* with the *stance straightness* results, thus indicating that genipin reduces αSyn-induced motor dysfunction.

Also, flies fed with 1 mM genipin displayed a more pronounced rescue of tripod and tetrapod index becoming, in the case of tripod gait, indistinguishable from control animals (Fig. 7h–j). These results indicate that long-term neuronal expression of αSyn reduces motor efficacy by decreasing leg coordination and tripod usage, an effect partially reversed by feeding 1 mM genipin, consistent with the data obtained in the climbing assay.

## Discussion

At the moment, we still lack disease-modifying therapies for PD and other synucleinopathies. In a time when clinical trials keep failing, the search for new sources of small molecules capable of modulating disease hallmarks is imperative. The discovery of several mutations in *SNCA* gene in PD patients as well as the identification of insoluble aggregated αSyn protein forms as the major component of LBs, the main pathological hallmark of PD, opened a new era in PD research^25,30^. Under normal circumstances, αSyn is soluble and it is enriched at presynaptic terminals, where it is described to bind lipids and to regulate synaptic vesicle release^3,31^. However, αSyn has an increased propensity to aggregate and form oligomeric species. Evidence suggests that αSyn intermediate oligomeric species, rather than the higher-order fibrillar aggregates, are pathogenically toxic and the species responsible for neuronal degeneration and death^32–35^. Also, during this process, there are several cellular events that take place such as mitochondrial injury, oxidative stress, and inflammation, turning PD into a multifactorial disease.

In this study, we aimed to identify the bioactive molecule from a complex mixture previously reported as protective against αSyn pathology and to characterize its mechanism of action.

Importantly, we found that genipin, an iridoid which numerous derivatives were present in the original *C. album* L. PEF leaf extract, provides protection against the deleterious effects of pathological αSyn in yeast and *Drosophila* PD models. Indeed, genipin was previously described as a potential bioactive compound with several effects^36^, including neuroprotective^37–41^, anti-inflammatory^42–45^ and anti-depressant actions^46^. Noteworthy, genipin was never tested for its activity against αSyn aggregation. By taking advantage of the well characterized yeast model of αSyn aggregation, we were able to show that genipin modulates αSyn aggregation in vivo, not only by a direct interference with the protein as demonstrated in vitro, but also by modulating cellular pathways affected by the aggregation process. Bioactivity against αSyn pathophysiology is, indeed, reported for several small molecules. In a screening of 115,000 compounds library, four of them were found to reduce αSyn mediated toxicity in yeast by improving ER-to-Golgi trafficking and decreasing mitochondrial damage^47^. Two other libraries, comprising about 10,000 compounds, were also screened using αSyn overexpression in yeast^48^. (Poly)phenols as quercetin and (−)-epigallocatechin-3-gallate (EGCG) were found to increase cell growth in yeast overexpressing αSyn^48^.

In vitro, we showed that genipin strongly impacted on αSyn aggregation process. It was able to decrease the formation of amyloid fibrils and reduce the formation of intermediary oligomeric species. Potent anti-aggregation molecules have been described using in vitro model of αSyn oligomerization, such as 2-nitro-4-(trifluoromethyl)phenyl vinyl sulfone, however, high concentrations were used to see a protective effect (100 µM)^49^. Moreover, eleven synthetic compounds inspired by the structure of known anti-aggregation molecules were also tested for inhibition of αSyn aggregation. Once again, few compounds promoted the decrease in ThT signal and the effect was modest even at high concentrations^50^. Noteworthy, these studies revealed the capacity of non-naturally occurring compounds to modulate αSyn aggregation at high concentrations (10 times higher than genipin used in our study), further reinforcing the potency of genipin.

From a structural point of view, genipin was found to interfere with the first 100 residues of the *N*-terminal, mostly with the first 60, which impacts αSyn oligomerization in a time-dependent manner. The NAC domain (residues 61-95) is then probably found in a more dynamic part of the oligomer while the C-terminal domain remains flexible. Also, genipin was found to interact with regions rich in lysines which can suggest a genipin-mediated cross-linking of αSyn lysines. Actually, it was already described that the ability of small molecules to interact with mutant A53T αSyn lysines (lysine 23 and 33) resulting in a decreased αSyn species’ toxicity^51^.

Direct interaction with αSyn was already described for another synthetic small molecule, SynuClean-D (2-hydroxy-5-nitro-6-(3-nitrophenyl)-4-(trifluoromethyl)nicotinonitrile), considered a strong inhibitor of αSyn aggregation^52^. Moreover, SynuClean-D was found to interfere with αSyn fibrils rather than monomers in a region between residue 53 and 73. EGCG effect on αSyn is well characterized and, as here described for genipin, it blocks in vitro fibril formation^53,54^. It was also found that EGCG pushes αSyn to form off-pathway aggregates that are less toxic^55^. Moreover, EGCG was described to inhibit αSyn aggregation by binding to monomer and inhibiting β-sheet formation^55^. NMR analysis suggests that the central hydrophobic region in αSyn is not an interaction site for EGCG since the resonance remains visible. In fact, the affected resonances were spread through αSyn sequence without any apparent correlation with amino acid type, suggesting that EGCG does not interacts in a specific area of αSyn but rather binds randomly to the backbone groups of the protein^55^. On the contrary, genipin presents clear and localized interactions with regions rich in lysines along the folding-prone N-terminal and in the aggregation-prone NAC domain as discussed. Importantly, N-terminal is described to be the folding-prone region of αSyn and is, as well, described to be responsible for membrane interaction. It is also described that the disruption of the highly hydrophobic sequence between residue 71 and 82 (71-VTGVTAVAQKTV-82) abolishes the capacity of αSyn to form amyloid fibrils^56^. Altogether, we can hypothesise that genipin interacts with αSyn structure in a way that it could decrease membrane interaction and binding as well as it could delay or prevent fibril formation. However further structural studies should investigate whether genipin might also be able to disassemble preformed β-sheet-rich structures as well as earlier intermediates of fibrillogenesis through the same type of interactions.

Despite the fact that the exact function of αSyn is yet to be fully understood, it is known that αSyn interacts directly with lipids and membranes, and that the residues within the *N*-terminal are the ones responsible for this interaction^56^. The fact that genipin promotes a strong reduction of NMR backbone signals within the N-terminal region of αSyn, led us to conclude that genipin may interfere with αSyn capacity to interact with membranes. Importantly, it is reported that monomeric αSyn localizes to the membranes at first and then, as a consequence of an increased protein accumulation, it starts to oligomerize culminating in its further aggregation^19^. Therefore, the possible disruption of αSyn interaction with membranes mediated by genipin may culminate in a decreased accumulation of monomers in the membrane. As a consequence, a decreased seeding activity and overall aggregation is then observed by the decreased percentage of cells displaying membranal inclusions.

Having in mind the multifactorial nature of PD, we investigated the possible impact of genipin protection in several central cellular processes affected in αSyn pathophysiology. Based on clinical and experimental PD models, it has been argued that energy and lipid metabolism are among the most affected pathways in PD^18^. In our working model, upon αSyn-GFP overexpression, we detected energy metabolism alterations which are then reversed by genipin.

Under normal conditions of mitochondrial respiration, the reducing equivalents formed in the TCA cycle feed the Electron Transport Chain (ETC). When citrate, an important acetyl donor for fatty acid biosynthesis^57^, starts to accumulate in mitochondria, it is transported back to the cytosol where it is cleaved by ATP citrate lyase to form acetyl-CoA and oxaloacetate. In this case, cytosolic acetyl-CoA is used as a building block for lipid biosynthesis. Indeed, citrate levels are found to be increased in αSyn-GFP overexpressing cells and in αSyn-GFP overexpressing cells incubated with genipin. Concomitantly, we also observe an increase of neutral lipids content in αSyn-GFP overexpressing cells, that is potentiated in αSyn-GFP overexpressing cells incubated with genipin.

In the ETC, electrons enter at the level of NADH dehydrogenase and follow oxidative phosphorylation until the final acceptor, O_2_. The leakage of electrons from the ETC leads to the formation of superoxide. It is well described that increased ROS production is an important hallmark of αSyn pathophysiology. As expected, αSyn-GFP overexpression led to an increase in superoxide levels, as well as to an increase in the expression of genes of the complex IV. Also, we found that genipin decreased the expression of the complex IV genes *COX4*, *COX13*, and *COX14*, suggesting that oxidative phosphorylation might be diminished in the protective scenario. Furthermore, another evidence that the flux of electrons fed to oxidative phosphorylation is decreased is the fact that the levels of some TCA intermediates (succinate) and other metabolites that could feed TCA (ornithine and glutamate) are increased in the protective scenario of genipin. This could be a possible effect of the TCA flux inhibition as the intermediates are accumulating. *CIT2* encodes the non-mitochondrial isoform of citrate synthase that combines citrate with oxaloacetate to form α-ketoglutarate. *CIT2* is described to be induced when the TCA cycle is not working properly^51,58^. The fact that *CIT2* is found to be significantly up-regulated in genipin protective condition, even though the difference to αSyn-GFP cells is not significant, also suggests that the TCA cycle activity is decreased, as proposed. Furthermore, genipin promoted the upregulation of glycolysis and *CYB2*, an alternative cytochrome, which uses lactate as energy source. In fact, total levels of lactate shown a trend to increase upon genipin protection, suggesting the increased availability of lactate for Cyb2. Also, *CYB2* is described to be transcriptionally induced by lactate^59^. *TCO89* (coding for a TORC1 subunit) was downregulated in the genipin protective scenario. The deletion of *TCO89* is reported to increase cell resistance to heat and H_2_O_2_ and to promote cell survival^60^. Interestingly, *tco89* mutants are long-lived mutants shown to undergo a metabolic shift towards alternative carbon sources. These long-life mutants revealed a consistent downregulation of mitochondrial genes such as *COX4* and *COX13*, upregulation of the glucose transporter *HTX1*, upregulation of glycolytic/fermentative genes among them *PFK2*^60^, an effect that we also observe in the *alias PFK27*. Altogether, these results suggest that genipin interferes with yeast metabolism culminating in the decrease of oxidative stress, which may exert a role in the improvement of cell survival.

The binding of αSyn to lipids has been extensively characterized in a number of in vitro lipid-based systems^61^. Importantly, lipid accumulation and vesicular trafficking defects have been described upon the overexpression of αSyn in yeast cells^19,22^. In our study, we show that genipin prevented αSyn-damaged endocytosis and increased lipid storage suggesting that its protective activity may be related with these mechanisms. We described that cells expressing αSyn-GFP show disrupted endocytosis, as the uptake of FM4-64 is almost abolished. Importantly, genipin treated αSyn-GFP overexpressing cells are found to be able to uptake FM4-64 similarly to control cells, suggesting that endocytosis is restored. Furthermore, transcriptomic analysis revealed that genes involved in endocytosis are affected by genipin’s protection, namely conserved casein kinase, *Hrr25*, and serine/threonine protein kinase, *Ypk1*.

Hrr25 is described to regulate several cellular processes, namely clathrin-mediated endocytosis or ER-to-Golgi vesicle-mediated transport^62^. It has been previously described that the deletion of *HRR25* or the loss of its kinase activity impairs endocytosis, whereas its overexpression increases the number of endocytic sites, suggesting that Hrr25 activity is critical for endocytic site initiation and/or stabilization^62^. Also, Ypk1 is a serine/threonine kinase which is described to be required for endocytosis^63^. On the other hand, Ypt1 is described to be a suppressor of αSyn toxicity by increasing vesicular trafficking^64^.

Importantly, *HRR25* is upregulated in response to αSyn-GFP overexpression and further increased when incubated with genipin, suggesting that Hrr25 potentiation may play a role in alleviating the endocytosis impairment. Noteworthy, *YPK1* is upregulated in cells overexpressing αSyn-GFP and treated with genipin, suggesting that Ypk1 may also play a role, together with Hrr25, in alleviating the endocytosis impairment upon genipin treatment. In fact, it is described that when αSyn-GFP is expressed *in ypk1* mutant, an enhanced αSyn-mediated toxicity is observed, compared with WT^65^. This suggests that Ypk1 enhanced expression by genipin should promote a relief of αSyn-mediated toxicity. However, as observed, genipin incubation does not led to an overexpression of *YPT1* nor to an increase of CPY processing, suggesting that genipin protection is not mediated by an improvement of vesicular trafficking. Fanning and collaborators described that the prevention of lipid droplet formation, either by the deletion of related genes or by a pharmacological approach, could increase αSyn toxicity^22^. Also, they proposed a possible compensatory mechanism where αSyn mediated lipid dis-homeostasis is initially compensated by an increase in lipid storage and therefore protecting cells from αSyn toxicity. Regarding genipin protection, we can infer that this could be a possible mechanism since genipin promoted an increase in neutral lipids and, upon the deletion of *LDB16* (encoding a protein that regulates the formation and size of lipid droplets), it loses its protective capacity. Lipids, such as phosphoinositides, sphingolipids, and sterols, are described to be also central players in endocytosis. Furthermore, ergosterols are the most abundant lipids in yeast membranes. Cells lacking specific proteins in the ergosterol biosynthetic pathway are described to display distinct endocytosis impairments in part due to membrane composition alterations, depending on the gene that is deleted in the pathway and the type of sterols formed^66^. For instance, cells lacking Erg6 accumulates a distinct set of sterols that differ from ergosterol which leads to changes in the membrane composition, however, with little to no effect on endocytosis, contrary to what happens in cells lacking *ERG2*^66^. αSyn-GFP expression in *erg6* cells led to the formation of αSyn-GFP inclusions in a percentage of cells similar to what was verified for WT strain. Importantly, genipin incubation still led to a decrease in the percentage of cells displaying inclusions suggesting that alterations in membrane composition promoted by the deletion of ERG6 are not affecting the protective capacity of genipin, and reinforcing that genipin effect could be related with the improvement of endocytosis.

Importantly, we also verified that genipin can exert its protective activity in vivo, using a previously described *Drosophila* PD model^24^. The overexpression of αSyn-GFP in the entire nervous system was associated with a decrease in the lifespan and motor capabilities of the flies^24,67^. Notably, our study shows that in flies expressing αSyn-GFP fed with genipin there was an increase in lifespan and improved motor capabilities. A comparable effect was observed in flies fed with non-natural chemically synthesized 2-pyridone compounds, an anti αSyn aggregation molecule^67^. Moreover, we were able to demonstrate genipin’s ability to modulate αSyn-GFP aggregation in *Drosophila* nervous system.

In this study, we prove that bioactivity-guided fractionations approaches are effective strategies to identify bioactive molecules present in complex mixtures. Importantly, we identified the iridoid genipin with a protective activity against αSyn aggregation and toxicity. We demonstrated that genipin protects against the deleterious effects of αSyn aggregation and toxicity by impacting directly on αSyn structure and, also, on cellular processes affected by αSyn pathophysiology as energy metabolism, lipid storage, or vesicular trafficking. Furthermore, we showed the efficacy of the iridoid genipin in an animal model of PD. These findings pave the way for the exploitation of genipin in mammalian preclinical models and as a lead molecule for PD therapeutics. Moreover, while we strongly suggest that genipin provides a potential lead molecule for PD therapy, it would be interesting to explore the chemical diversity of this class of compounds or modify its chemistry to search for improved lead molecules.

## Methods

### Plant material and extraction procedure

Leaves of *C. album* L. were collected by random sampling in an extensive area of Comporta (a southern region of Portugal). *C. album* samples (collected in Comporta area in 2007) and representative vouchers (1066/2007) were authenticated by Dalila Espírito-Santo, Instituto Superior de Agronomia and deposited on Herbário “João de Carvalho e Vasconcelos”, Instituto Superior de Agronomia, Lisbon. Plant material was extracted as follows. Briefly, to each 1 g of *C. album* L. lyophilized leaves, 12 mL of hydroethanolic solvent (ethanol 50% (v/v)) was added (materials at Supplementary table 6). After 30 min of shaking, at room temperature in the dark, the mixture was then centrifuged at 12,400 *g* for 10 min at room temperature. The supernatant was filtered through a paper filter and then through 0.20 µm cellulose acetate membrane filters. The resulting extracts were stored frozen at –80 °C until further analysis^7^.

### Total phenolic quantification

Determination of total phenolic compounds was performed by the Folin-Ciocalteau method adapted to a microplate reader. To each well of a microplate, 235 µL water, 5 µL sample (or solvent, in the control), 15 µL Folin-Ciocalteau’s reagent (Fluka®) and 45 µL saturated Na_2_CO_3_ were added. The microplate was incubated for 30 min at 40 °C and the absorbance at 765 nm was measured. Gallic acid was used as standard and the results are expressed in mg of gallic acid equivalents per g of dry weight of plant material (mg GAE.g^-1^ dw)^68^.

### *Corema album* L. leaves PEF Fractionation

Lyophilized PEF extract was resuspended with 30 mL of water (each falcon), vortexed and homogenized. The solution was divided into 10 times 15 mL-falcons. The resuspended extract was filtered using 0.22 μm filters in order to prevent insoluble debris from being injected into the column.

The stainless steel (316 L) column was inhouse custom made^69^, with 2 cm internal diameter and a length of 10 cm with endcaps with a 10 µm frit (Upchurch), giving an internal volume of 31 ml packed with 31 mL of a C18 silica resin (particle size 55–105 μm, pore size 125 Å). 0.1% Formic acid in miliQ water was chosen as solvent A and 100% methanol as solvent B, in a Akta Explorer 10^70^ (Cytiva, Uppsala, Sweden) Sugars were present only in the flow through, which was discarded.

For fractionation, 10 mL of the sample was injected followed by a washing step using 31 mL (1 Column Volume – 31 mL) of solvent A, a gradient elution from 0 to 10% solvent B in 10 mL, a gradient elution from 10 to 68.5% solvent B in 364 mL, a gradient elution plus a regeneration step with 100% solvent B for 50 mL. A flow rate of 3 mL.min^-1^ was used in all the steps.

A total of 16 fractions were collected from the fractionation. Equivalent fractions from different fractionations were combined. A total of 8 fractionations were performed in this manner. Each fractionation included 9.5 mg GAE total phenols concentration, which counts for a total of 76 mg GAE. All fractions were evaporated using a rapidvap with cold trap (Labconcon, USA) for 1 h, at a pressure lower than 5 mbar to ensure the total methanol evaporation. The fractions were stored at −80 °C until further analysis. The fractionation profile in terms of total phenols and solvent % was represented using Microsoft Excel (v 16.69.1).

### Phenolic profile determination by LC–MS

The 16 *C. album* L. fractions were resuspended in 1 mL of 50:50 H_2_O: acetonitrile with 0.1% formic acid, subsequently diluted 5-fold with H_2_O, and filtered using 0.45 µm filter vials (Thomson Instrument). Samples were then analyzed as described by Kallscheuer et al.^71^. In summary, samples were analyzed by LC-MS comprised of an Accela 600 quaternary pump and an Accela PDA detector coupled to a linear trap quadrupole (LTQ) Orbitrap XL mass spectrometer (Thermo Fisher Scientific) with accurate mass capabilities, operated under the Xcalibur software package 2.0. Five microliters of the samples were injected into a Synergi Hydro RP-80Å 150 ×2 mm, particle size 4 µm (Phenomenex) and autosampler, and column temperatures were maintained at 4 °C and 30 °C, respectively. Samples were eluted at a flow rate of 0.3 mL min using two mobile phases (A: 0.1% v/v formic acid in H_2_O; B: 0.1% formic acid in acetonitrile) with the following gradient: 0 min: 2% B; 2 min: 2% B; 5 min: 5% B; 25 min: 45% B; 26 min: 100% B; 29 min: 100% B; 30 min: 2% B; 35 min: 2% B. Mass detection was carried out in both positive and negative ESI modes. Data acquisition was performed in ESI full scan mode within the FT detector operating with a mass resolution of 30.000 (full width at half-maximum defined at m/z 400); the HESI probe temperature was set to 100 °C, the capillary temperature at 275 °C with sheath gas at 60 psi, and auxiliary gas at 30 psi. For the positive polarity, the source voltage was set at +4.5 kV, capillary voltage at 44 V, and tube lens voltage at 100 V. For negative polarity, the source voltage was set at −3.5 kV, capillary voltage at −44 V, and tube lens voltage at −100 V. In addition, the analysis was repeated in full-scan mode within the FT detector and followed by a data-dependent MS/MS of the three most intense ions within the LTQ ion trap detector using Helium as a collision gas, with a normalized collision energy of 45, mass isolation width of ±1 m/z Activation Q of 0.25 and activation time of 30 ms, source voltage (set at 3.4 kV) in wide band activation mode. Full scan FT data are acquired in profile mode, whereas the DDA MS2 fragmentation spectra are acquired in centroid mode. A scan speed of 0.1 s and 0.4 s are applied in the LTQ and the Fourier transform mass spectrometer, respectively. The Automatic Gain Control was set to 1 ×10^5^ and 5 ×10^5^ for the LTQ and the Fourier transform mass spectrometer, respectively. The dataset was analysed using Xcalibur and peaks present in the bioactive fractions were tentatively annotated by utilizing the accurate mass (<3 ppm), MS/MS fragmentation patterns, and reference to retention time for previously analyzed standards when available (Supplemental Table 2). Briefly, accurate mass was used to generate molecular formulas, which were subsequently filtered down according to the likelihood of occurring in nature (i.e. C/H ratios, heteroatom ratio check and element probability check), the ^13^C isotope ratio observed, the type of adducts formed and the polarity of the molecule relative to the chromatographic separation (for example lipids would be unlikely to elute in highly polar sections of the separation). Subsequently the potential molecular formulas were queried in multiple compound databases (Chemspider and METLIN) and our in-house database to identify potential compound matches. These were then filtered down based on the fragmentation pattern observed in our experimental data.

### Yeast plasmids, strains, and transformation

Plasmids and strains used in this study are listed in Table 1.

**Table 1:** Description of strains and plasmids used

Type	Name	Genotype
Strain	Control cells^72^	W303 MAT a; can1-100 his3-11 15 leu2-3 112 pRS304::TRP1 pRS306::URA3 ade2-1
Strain	αSyn-GFP cells^72^	W303 MAT a; can1-100 his3-11 15 leu2-3 112 GAL1pr-SNCA(WT)-GFP::TRP1 GAL1pr-SNCA(WT)-GFP::URA3 ade2-1
Strain	2x FUS^73^	W303 MATα; can1-100, GAL1pr-FUS::HIS,15, leu2-3,112, GAL1pr-FUS::TRP, ura3-1, ade2-1
Strain	BY4741	MAT a; his3Δ1; leu2Δ0; met15Δ0; ura3Δ0
Strain	ldb16	MAT a; his3Δ1; leu2Δ0; met15Δ0; ura3Δ0; Δldb16::KanMX4
Strain	erg6	MAT a; his3Δ1; leu2Δ0; met15Δ0; ura3Δ0; erg6::KanMX4
Plasmid	Htt	p426_GAL-Htt exon 1-GFP
Plasmid	Empty vector^19^	p426_GAL
Plasmid	αSyn -GFP 2μ^19^	p426_GAL-SNCA(WT)-GFP
Plasmid	uGFP^7^	p413_GPD-uGFP

### Yeast growth conditions

Synthetic complete (SC) media [0.67% (w/v) yeast nitrogen base without amino acids (YNB) (Difco) and 0.79 g L^−1^ complete supplement mixture (CSM) (Qbiogene, Montreal, QC, Canada) or lacking specific amino acids, containing 1% (w/v) raffinose, 2% (w/v) galactose, or 2% (w/v) glucose were used.

For all experiments, a pre-inoculum was prepared in raffinose medium and cultures were incubated overnight at 30 °C under orbital shaking. Cells were diluted in fresh medium and incubated under the same conditions until the optical density at 600 nm (OD_600_) reached 0.6 ± 0.05 (log phase). αSyn-GFP expression was performed by incubation with medium containing 2% galactose with an OD_600_ = 0.2 ± 0.002 (early exponential phase).

### PEF fractions and compound testing

For growth curves, yeast cultures were diluted to an OD_600_ of 0.04 ± 0.004 in a medium containing glucose or galactose and supplemented or not with each fraction or with commercially available genipin (Extrasynthese, Genay Cedex, France) in a 96-well microtiter plate. The cultures were then incubated at 30 °C with shaking for 24 h and cellular growth was kinetically monitored hourly by measuring OD_600_. Data was modelled using nonlinear parametric regressions and growth parameters (final biomass, maximum growth rate, lag time, doubling time, and area under the curve) using grofit package as well as % of protection (area under curve relative to the control strain), all with 95% confidence intervals, were estimated from the best-fit model using Rstudio (Rstudio Version 0.99.902, GNU lesser general public license, Boston, MA, USA). Before performing the bioactivity assays, all fractions, and compounds were tested for toxicity in the respective control strains.

To evaluate cell viability by flow cytometry (FCM) with propidium iodide (PI), αSyn-GFP expression was induced during 6 h and cells were incubated or not with 10 μM of genipin.

For αSyn clearance experiments, after 6 h of αSyn-GFP expression induction, the cells were centrifuged at 2500 *g* washed in PBS, resuspended in 2% (w/v) glucose media (αSyn expression OFF), and incubated at 30 °C, with shaking, for 24 h. The levels of αSyn-GFP were determined by western blotting at 6 h of induction (corresponding to 0 h of clearance) and at 24 h of clearance.

### Western blotting

For αSyn quantification, total yeast protein extraction was performed using TBS buffer and glass bead lysis in the presence of protease and phosphatase inhibitor cocktail (Roche, Mannheim, Germany)^7,72^. Protein quantification was performed using Micro BCA^TM^ Protein Assay Kit (Thermo Scientific, Rockford, USA). After extraction, a western blot was performed following standard procedures. Antibodies used: 1:5000 αSyn (Purified Mouse Anti-α-Synuclein, Clone 42/α-Synuclein (RUO), Catalog Number 610787, BD Transduction Laboratories, San Jose, CA, USA), 1:5000 PGK (Clone 22C5D8, Catalog number 459250, Life Technologies, Paisley, UK), 1:2500 GAPDH (Clone GA1R, Catalog number MA5-15738, Thermo Scientific, Rockford, USA), 1:500 CPY (Clone 10A5B5, Catalog number A-6428, Life Technologies, Paisley, UK).

For *Drosophila* samples, proteins were extracted in lysis buffer supplemented with Complete Protease Inhibitor Cocktail tablets from Roche (Basel, Switzerland). The protein extracts were obtained from 17 days old flies. Total protein was quantified using the DC Protein Assay, from Bio-Rad (CA, USA). For the western blot, we used anti-GFP (Clone 3H9, Catalog number 3h9-100), from Chromotek and anti-α-tubulin (Clone AA4.3, Catalog number RRID:AB_579793, Developmental Studies Hybridoma Bank, IA, USA).

### Triton-X solubility

The Triton-X solubility experiment in *Drosophila*, was performed using protein extracts obtained from 17 days old flies. Briefly, 200 µg of total protein extract was incubated with 1% Triton X-100 on the ice during 30 min. Triton soluble and insoluble proteins fractions were separated by a 60-min centrifugation step at 15,000 *g* at 4 °C. The supernatant, containing the soluble proteins fraction (Triton-X soluble), was carefully collected and the pellet, containing the insoluble proteins fraction (Triton-X insoluble), was resuspended in 40 µL of 2% sodium dodecyl sulfate Tris–HCl buffer pH 7.4 by pipetting and sonication for 10 s^73^. For the immunoblotting analysis, equal volumes of each fraction were loaded and the presence of αSyn-GFP in the total, soluble and insoluble fractions was detected using anti-GFP (3H9), from Chromotek. Additionally, anti-α-tubulin (AA4.3) from Developmental Studies Hybridoma Bank (IA, USA) was used as a loading control.

### Flow cytometry

Flow cytometry (FCM) was performed in a CyFlow Cube 6 (Sysmex Partec GmbH, Görlitz, Germany), equipped with the 695/40 BP and the 685 LP. To assess cell viability with PI, yeast cells were incubated with 5 μg.mL^−1^ of PI, for 30 min protected from light, under agitation. For superoxide quantification, cells were incubated with 30 μM DHE (Molecular Probe, Life Technologies), for 15 min at 30 °C, with agitation and protected from light. Data analysis was performed using FlowJo software and a minimum of 100,000 events were collected for each experiment. Results of cell viability and superoxide levels were expressed as frequency of positive cells and median fluorescence intensity, respectively. To assess the proteasome impairment, uGFP construct was used. Results were expressed as median fluorescence intensity, normalized to control cells. Neutral lipids content was assessed using Yeast Control™ - Neutral lipids kit (Sysmex) according to manufacturer instructions. Data analysis was performed using FlowJo software and a minimum of 100,000 events were collected for each experiment.

### Fluorescence microscopy

To determine the percentage of yeast cells with αSyn-GFP inclusions, cells were grown as described above and GFP fluorescence was visualized using a Carl Zeiss LSM 710 confocal microscope after 6 h of αSyn-GFP induction in the presence or absence of 10 μM of genipin. The percentage of cells presenting αSyn-GFP inclusions was then determined by counting at least 800 cells for each treatment using ImageJ software.

To assess the localization of the αSyn-GFP inclusions, cells with inclusions only in the cytoplasm and cells with inclusions in the membrane were counted. At least 300 cells for each treatment were counted using ImageJ software.

Yeast endocytic pathway and vacuole were stained and using FM™ 4-64 Dye^74^ and CellView Blue CMAC, respectively. Briefly, after 6 h of αSyn-GFP overexpression, a pulse of 10 μM of CMAC blue was given to cells for 30 min under agitation, at 30 °C, followed by a chase time in fresh medium of 15 min. Regarding FM4-64, a pulse of 20 μM was given to cells for 15 min under agitation, at 30 °C, followed by a chase time in fresh medium of 120 min, at 30 °C. Fluorescence was then visualized using a Carl Zeiss LSM 710 confocal microscope.

### Aggregation assay

Pure human αSyn was purchased from rPeptide (Watkinsville, USA). Pure αSyn was reconstituted using 50 mM Tris–HCl buffer (pH 7.4). For the aggregation assay, the protein solution (70 μM) was mixed with a final concentration of 10 μM of genipin in 50 mM Tris–HCl buffer (pH 7.4). Protein samples were stirred at 900 rpm, at 37 °C in a thermomixer (Eppendorf, Hamburg, Germany).

### Dynamic light scattering

The aggregation process was performed as described above and monitored by Dynamic Light Scattering using a DLS Zetasizer Nano ZS (Malvern Panalytical, Malver, UK). The samples obtained at t = 25 h were analyzed by SDS–PAGE using standard western blotting procedures as described above.

### Size exclusion chromatography

Size exclusion chromatography (SEC) was performed with pure αSyn aggregated or not in the presence of 10 μM of genipin and total protein lysates from yeast cells expressing αSyn-GFP for 6 h, incubated or not with 10 μM of genipin, extracted as described above and centrifuged at 16,000 *g* for 10 min to remove any insoluble particles. Samples (70 μM of pure αSyn in 200 μL or 2 mg of total protein extract in a final volume of 500 μL) were analyzed using a Superose 6 10/300 GL column (GE Healthcare, Uppsala, Sweden) using a AKTA Purifier UCP 10 (GE Healthcare, Uppsala, Sweden). The samples were eluted with 50 mM ammonium acetate (pH 7.4) at a flow rate of 500 mL.min^-1^ and the UV absorbance was monitored at 280 nm. To estimate the molecular weight of the protein samples, High Molecular Weight gel filtration calibration kit was used (GE Healthcare, Uppsala, Sweden). Fractions of 500 μL were collected, precipitated overnight at 4 °C in 10% trichloroacetic acid (Sigma-Aldrich, St. Louis, USA) washed in acetone three times and resuspended in protein sample buffer (0.5 M Tris-HCl, pH 6.8, Glycerol, 10% SDS, 0.1% Bromophenol Blue), and were resolved by SDS-PAGE.

Aggregated pure αSyn samples were analyzed by SEC as above and the UV absorbance was monitored at 280 nm.

### Transmission electron microscopy

Overall, 5 μL of each sample was incubated on glow-discharged carbon coated copper grids for 2 min before washing 10 times with dH_2_O. 2% uranyl acetate was used to negatively stain the samples for 2 min before imaging on the Tecnai G2 80-200kv TEM.

### Protein NMR spectroscopy

NMR experiments were measured on a Bruker 700 MHz spectrometer equipped with a 5 mm triple-resonance, pulsed-field z-gradient cryoprobe. Two-dimensional ^1^H,^15^N heteronuclear single quantum coherence (HSQC) experiments were acquired at 15 °C every 4 h in HEPES buffer (50 mM HEPES, 100 mM NaCl, pH 7.4, 0.01% NaN_3_) with 5% (v/v) D_2_O and 3 mM genipin. The protein concentration was 30 µM. Spectra were processed with TopSpin 3.6.1 (Bruker) and analyzed using Sparky 3.115 (T. D. Goddard and D. G. Kneller, SPARKY 3, University of California, San Francisco). The combined HN/N chemical shift perturbation was calculated according to (((δHN)^2^ + (δN/10)^2^)/2)^1/2^.

### Metabolite quantification by NMR

For the analysis of the endo-metabolome, cell metabolism quenching was adapted from Lourenço et al*.*, 2012^75^. Briefly, one volume of cell culture was immediately added to three volumes of methanol cold solution (60% v/v; T < −50 °C). Cells were pelleted by centrifugation at 2500 *g* for 6 min at −10 °C. Pellets were washed three times. Eight mL of the methanol cold solution (T < −50 °C) were added to the pellets, vortexed, and pelleted by centrifugation at 2500 *g* for 3 min at −10 °C.

Metabolites were extracted based on the method previously described. Two mL of glass beads and 4 mL of ethanol (75% v/v) were added to the cell pellets, the cells were then lysed in a bead beater for 30 s, heated for 3 min to 80 °C, two times. The supernatant was decanted and the extraction step repeated a second time with 2 mL of ethanol (75% v/v). The supernatants were mixed, cleared by centrifugation at 16,000 *g* for 10 min at −10 °C and dried under vacuum.

Dried samples were dissolved in: 600 µL phosphate buffer in D_2_O (80 mM, pH 7.0) with 2 mM of sodium azide and 0.16 mM of 3-(trimethylsilyl)propionic-2,2,3,3-d4 (TSP), the suspensions were centrifuged at 21,000 *g* for 5 min at 4 °C and transferred to 5 mm NMR tubes.

NMR spectra were acquired on a Bruker Avance II + 800 MHz spectrometer equipped with a 5 mm TCI H&F/C/N/-D cryoprobe. All 1D 1H were acquired at 298.15 K and using a noesygppr1d pulse program (128 scans, relaxation delay of 4 s, mixing time of 10 ms, spectral width of 20.0237 ppm, 128k points of free induction decay (FID). Processing of spectra was performed with Bruker TopSpin 3.6.2. All FID were multiplied by an exponential function, followed by Fourier Transformation. Spectra were manually phased and baseline corrected. Chemical shifts were adjusted according to the TSP chemical shift at 0.00 ppm. To spectral assignment, 2D NMR spectra were acquired for some samples: ^1^H-^1^H TOCSY, ^1^H-^13^C HSQC and ^1^H *J*-resolved.

Metabolite identification and quantification were performed recurring to ChenomxNMRsuite8.12. In some cases, two-dimensional NMR spectra were used to confirm metabolite identification.

### Transcriptomic analysis

Total RNA was extracted using E.Z.N.A.® Yeast RNA Kit according to manufacturer instructions using yeast cells expressing αSyn-GFP or the control vector for 6 h, incubated or not with 10 μM of genipin. The RNA was kept at −80 °C until further analysis.

RNA integrity was verified by gel electrophoresis to verify the presence of two distinct bands corresponding to 18 s and 26 s rRNA subunits and minimal to no smearing was detected. The samples were run on an AATI Fragment Analyzer (Agilent, Santa Clara, USA) using a High Sensitivity Total RNA Analysis Chip (Agilent, Santa Clara, USA) to assess RNA purity and concentration.

RNA quality control, library preparation, and sequencing were conducted by the Genomic Unit at Instituto Gulbenkian da Ciência, Oeiras, Portugal. cDNA and the libraries were obtained using SmartSeq2 protocol as previously described^76^. cDNA and library quality was verified using the DNA 1000 Assay Chip on the AATI Fragment Analyzer (Agilent, Santa Clara, USA). Sequencing was performed using NextSeq 1x75bp single-end sequencing kit (Illumina, San Diego, USA). A minimum of 20 millions reads per sample was recorded.

*Saccharomyces cerevisiae* (S288C) was used as the reference genome (BioProject accession no. PRJNA128). Adapter contamination and low-quality and ambiguous nucleotides were trimmed from the remaining reads. The overall quality assessment of each corrected data set was carried out using FastQC^77^. Single-end reads from the NextSeq500 were mapped against the de novo assemblies with Bowtie2 and SAMtools v.0.1.19 was used for format file conversion^77^. Differential expression analyses were performed with the R package edgeR^78^, after identified features with zero reads in every conditions were removed. All transcripts with a false discovery rate (FDR) correction of the p-value lower than 0.05 were considered as significant. The GO analysis were performed using Panther tool. Cells from three independent experiments were used for RNA extraction and subsequent procedures.

### Quantitative real-time PCR

cDNA Synthesis was performed using Roche Transcriptor First Strand cDNA Synthesis kit according to the manufacturer’s instructions. cDNA was diluted 1:50, and quantification of mRNA levels was performed in the Light Cycler 480 Multiwell Plate 96 (Roche) using the Light-Cycler 480 SYBR Green I Master Kit (Roche) and the oligonucleotide primers listed in Table 2 at a final concentration of 5 μM. Reactions were performed in duplicate in a final volume of 20 μL. Cycle’s threshold (Ct’s) and melting curves were determined using Light Cycler 480 software, version 1.5 (Roche), and results were processed using relative quantification method for relative gene expression analysis^79,80^. Gene expression data were normalized using ALG9 and PDA1 as internal controls.

**Table 2:** Primers’ sequence used for RT-qPCR, at a final concentration of 5 μM

YPK1_F	GTTCCACCGCCACATAAGGA
YPK1_R	GAACTTTGCTGCTGACTCGC
YPT1_F	GGGACACTGCAGGTCAAGAA
YPT1_R	CTTGCAGCCACATCTTCACG
COX13_F	GCCACTGAAAAGCATGCGAA
COX13_R	AATCCCTTGGCCATTCGGAG
HRR25_F	TGACATTTACCACGGCACGA
HRR25_R	ATGAACGGGATTCCCACACC
COX4_F	GGTCCTGGTGCTAAAGAGGG
COX4_R	ATGGTACCCTTCCTGGACGA
LDB16_F	ACCCATGCCTAAGCCCAATC
LDB16_R	GCAAGGGGTGATGTAGCAGT
CYB2_F	ACAACGAGCCGAAACTGGAT
CYB2_R	CCTGCCCACCTGGATGATTT
ALG9_F	CGGGAAGCTTGCTCCTGTAT
ALG9_F	CTAGCACAGGCAGTGGGAAA
PDA1_F	CTGTTGGTCAGGAGGCCATT
PDA1_F	GCATGGAACCACCCTTACCA

### Drosophila stocks

UAS-αSyn-EGFP (αSyn-GFP) was generated as previously described^24^. ELAV-GAL4^C155^ driver (#458) was obtained from the Bloomington Stock Center (Indiana University, Bloomington, IN, USA), which allows the expression of the protein of interest in the entire nervous system, under the control of the elav promoter. *Drosophila* stocks were maintained at 25 °C on standard cornmeal media in an incubator with a 12 h light/dark cycle.

### Climbing assays and survival assays

Flies were maintained in standard conditions until the assay. For survival assays, thirty adult flies (15 males and 15 females) of the same age were placed in three vials (10 flies per vial –5 males, 5 females) containing fresh food or containing fresh food embedded with 1 mM genipin. Each 3 days the flies were transferred into new vials with the same feeding conditions and the number of living flies was registered. In survival curves values on the Y-axis represent the percentage of flies alive at each time point analyzed.

Motor function was analyzed by climbing assays. Briefly, groups of 10 males of the same age that were fed or not with 1 mM of genipin were placed into 18-cm-long vials, at room temperature for environmental acclimatization. After a 30 min habituation period to the test vials, they were gently tapped to the bottom of the vial. The climbing time when five flies crossed the 15-cm finish line was recorded^24,81^. Three independent groups of males were tested and performed five trials for each time point. All four groups were compared directly and statistics were performed by two-way ANOVA using a matching factor where each row represents a time point. Multiple comparisons were performed using single effects on each row.

### Kinematic analysis

Kinematic experiments were carried out as described below. After eclosion, flies with the appropriate genotype were collected and maintained in fly food containing 1 mM of genipin, replaced every 2 days. Individual flies were placed into a walking chamber and filmed with a Photron (Tokyo, Japan) Mini UX-100 camera using a Nikon (Tokyo, Japan) AF 24-85 mm lens at 250 frames per second (fps). For each condition at least 20 videos were generated from 10 animals. Videos were tracked and kinetic parameters extracted, using the FlyWalker software package^26^. Kinematic data was extracted using the FlyWalker Software where each video generates a single data point. Stance linearity is measured by the average difference between the stance traces generated by each leg during stance phase and a 5-point smoothed line. Footprint clustering corresponds to the standard deviation from the average position of tarsal segments during stance onset. Tripod and tetrapod indexes correspond to the fraction of frames the animal display tripod or tetrapod configurations, respectively. Since many of the measured gait parameters are speed-dependent^26,29^, we analysed the data for these parameters by firstly determining the best-fit regression model for the control experiment. Subsequently the residual values for each experimental group in relation to this regression model were determined, using Rstudio 1.1.442^27^. The residual data set was then tested for normality and homoscedasticity using the Shapiro-Wilk and Levene Tests. Statistical significance between the control and each of the experimental groups was determined using Kruskal-Wallis analysis of variance followed by Dunn’s post hoc test (for non-normal distributions) or one-way-Anova followed by Tukey’s post hoc test (for normal distributions). Boxplots represent the median as the middle line, with the lower and upper edges of the boxes representing the 25 and 75% quartiles, respectively. The whiskers represent the range of the full data set, excluding outliers. Outliers are defined as any value that is 1.5 times the interquartile range below or above the 25 and 75% quartiles, respectively. Statistical analysis was performed using custom Python scripts and GraphPad Prism.

### Statistics and reproductibility

Box and whiskers plots represent the following parameters. Boxes represent 10 to 90 percentiles and the limit of the whiskers are delimited in the minimum and maximum values. The Median is represented in the horizontal line. Box plots represent the minimum and maximum values, being the horizontal line the average representation. The performed statistical test was a two-tailed unpaired *t*-test, unless otherwise specified.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNAseq data generated and used was deposited and publicly available under accession code GSE226744. The individual GEO entries can be accessed at the following links: Control A [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7083017] Control B [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7083018] Control C [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7083019] Control CALXA [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7083020] Control CALXB [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7083021] Control CALXC [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7083022] Disease A [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7083023] Disease B [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7083024] Disease C [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7083025] Disease CALXA [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7083026] Disease CALXB [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7083027] Disease CALXC [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7083028]. The NMR data of yeast metabolites is available at https://github.com/lgafeira/Genipin-alphaSynuclein. The LC-MS data of genipin was deposited in MassIVE under the accession code MSV000091485 (doi: 10.25345/C5NS0M75B). The reporting summary for this article is available in the Supplementary Information section. All the other data supporting this study are available within this Article, Supplementary Information, and Source Data file. Yeast Growth Curves – R and R Studio plugin is fully described in 10.3390/antiox9090789 (https://www.mdpi.com/2076-3921/9/9/789). FlyWalker software package described in doi:10.7554/eLife.00231 (https://elifesciences.org/articles/00231). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Genipin prevents alpha-synuclein aggregation and toxicity by affecting endocytosis, metabolism and lipid storage
**Source:** Nat Commun. 2023 Apr 6;14:1918. doi: 10.1038/s41467-023-37561-2
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

The small iridoid compound genipin prevents alpha-synuclein aggregation and toxicity by affecting endocytosis, metabolism and lipid storage

Rita Rosado-Ramos^{1,2,3*}, Gonalo M. Poas^{2*}, Daniela Marques³, Alexandre Foito⁴, David M. Sevillano⁵, Mafalda Lopes-da-Silva³, Lu s G. Gonalves², Regina Menezes^{1,3,6}, Marcel Ottens⁵, Derek Stewart⁴, Alain Ib   ez de Opakua⁷, Markus Zweckstetter^{7,8}, Miguel C. Seabra³, C  sar S. Mendes³, Tiago Fleming Outeiro^{7,9,10,11}, Pedro M. Domingos², Cl  udia Nunes dos Santos^{1,2,3}

¹¹Scientific employee with an honorary contract at German Center for Neurodegenerative Diseases (DZNE), 37075 G  ttingen, Germany

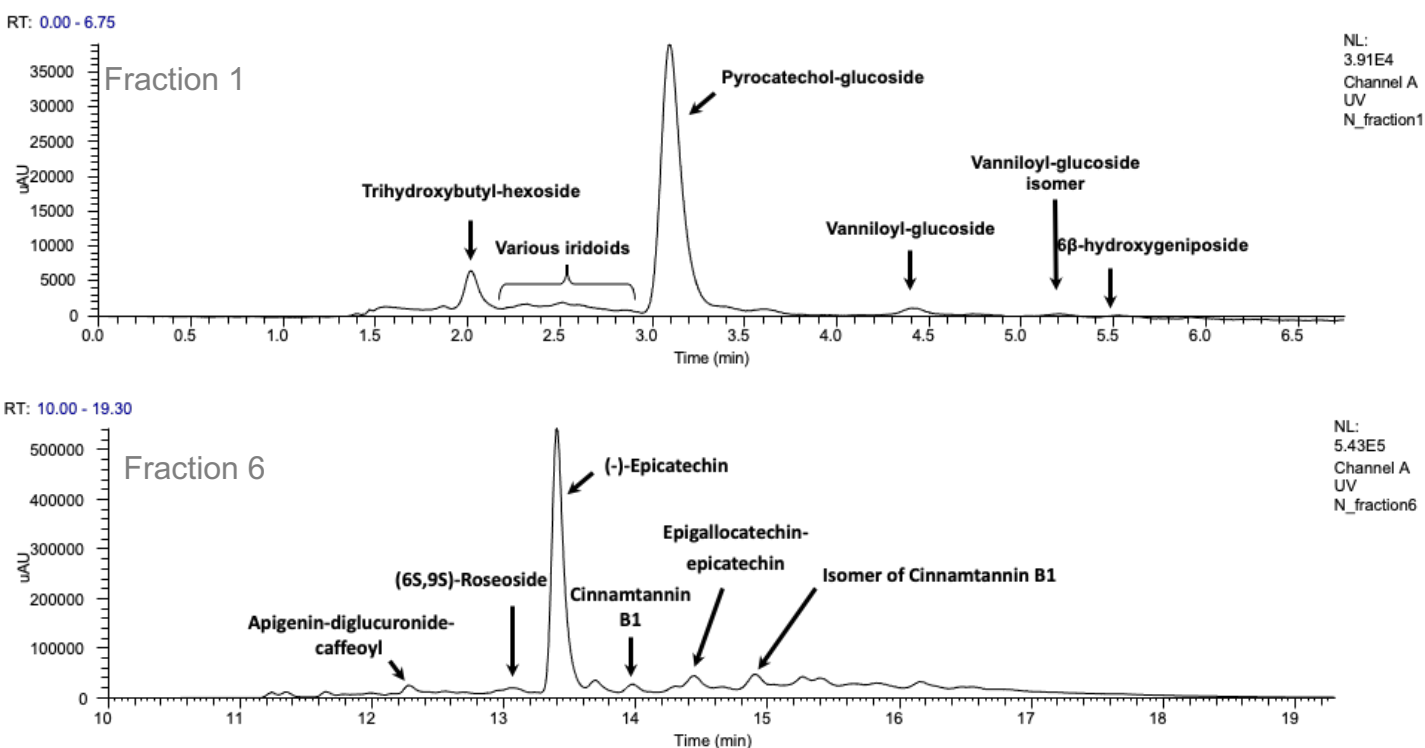

Supplementary Figure 1. Chromatographic profile of fractions 1 and 6 that retain bioactivity after the bioguided fractionation of *Corema album* L. leaf PEF extract. Fractions 1 and 6 were found to retain bioactivity (Figure 1A) and were analyzed by LC-PDA-MS (Thermo Orbitrap XL). The UV chromatograms of fractions 1 and 6 highlight the chemical diversity of both fractions. Annotations were done based on the mass spectral data collected from both positive and negative modes in full scan mode and data dependent MS2. Peaks present in these fractions were tentatively annotated by utilizing accurate mass (<3ppm), MS/MS fragmentation patterns and reference to retention time for previously analyzed standards (Supplementary table 1).

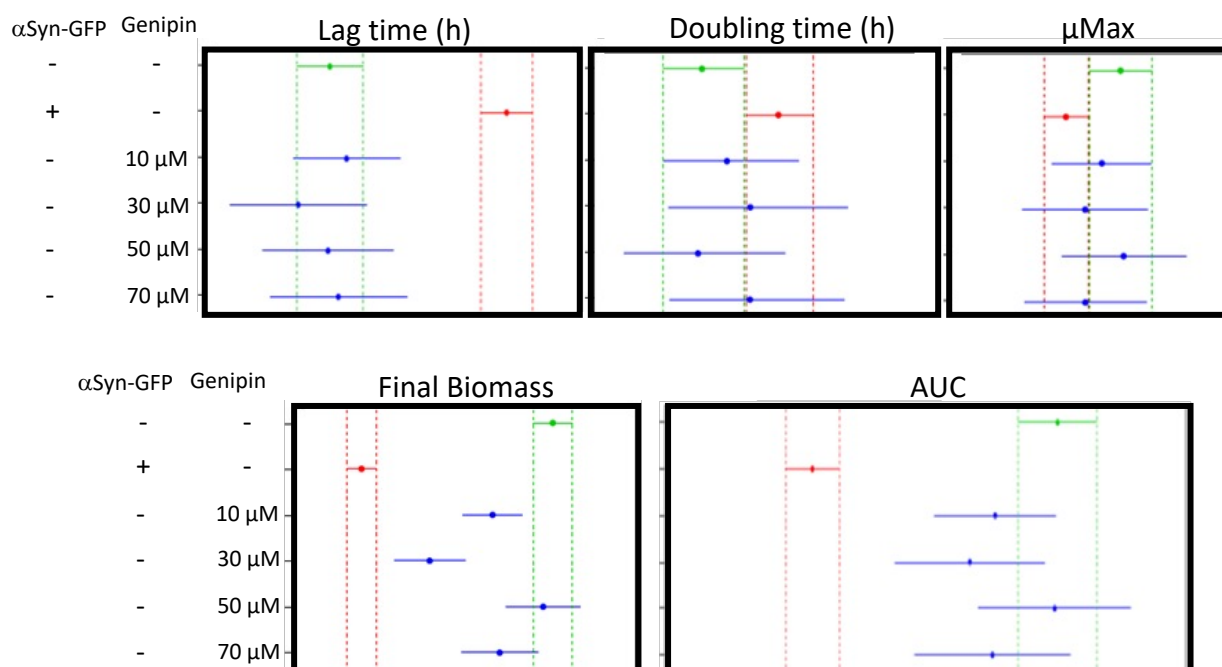

Supplementary Figure 2. Genipin toxicity characterized by growth curve parameters analysis. Control cells and cells expressing two copies of αSyn-GFP were pre-grown in raffinose medium until mid-log phase. The medium was discarded and cells were incubated in galactose medium. Control cells were supplemented or not with 10, 30, 50 or 70 μM of genipin for 24 h at 30°C. OD_{600nm} was monitored every hour. Growth curves were treated using R package grofit to adjust a nonlinear parametric regression (model-based) and the growth parameters were estimated from the best model fit and the 95% confidence intervals were calculated.

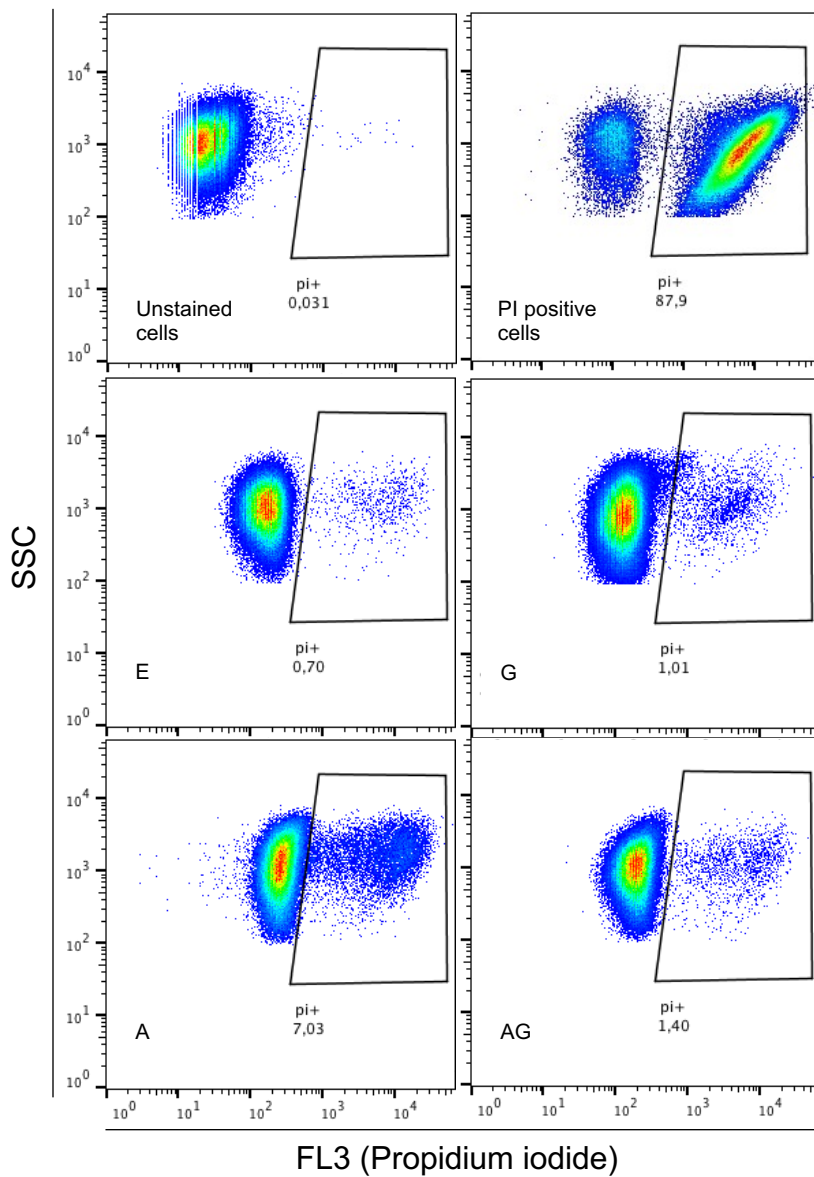

Supplementary Figure 3. Illustration of gating strategy of FCM data. Data analysis was performed using FlowJo software and a minimum of 100,000 events were collected for each experiment represented using Side Scatter (SSC) versus FL3 (Propidium Iodide). The represented gating strategy was based on both negative and positive controls for Propidium Iodide and it was used for all the dyes used, namely Dihydroethidium (DHE) and Neutral Lipids Sysmex Kit.

a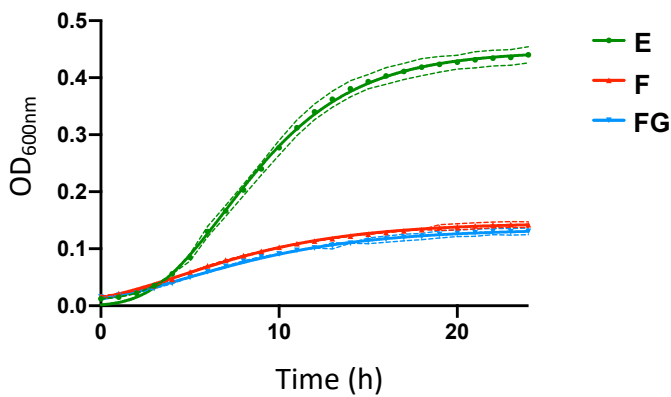**b**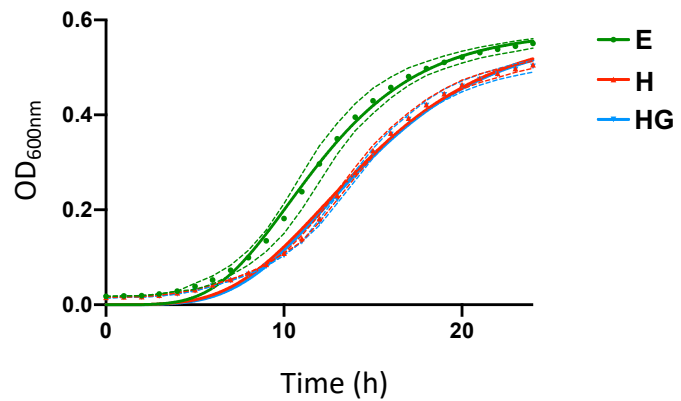

Supplementary Figure 4. Genipin bioactivity specificity for α Syn. Control cells and cells expressing Fused in sarcoma protein (FUS) (a) or huntingtin exon 1 (Htt) (b) were pre-grown in raffinose medium until mid-log phase. The medium was discarded and cells were incubated in galactose medium supplemented or not with 10 μ M of genipin for 24 h at 30°C. OD_{600nm} was monitored every hour. n=3. Control cells with empty vector – E, 2xFUS cells – F, 2xFUS cells + 10 μ M genipin – FG, Htt exon 1-GFP cells – H, Htt exon 1-GFP cells + 10 μ M genipin – HG.

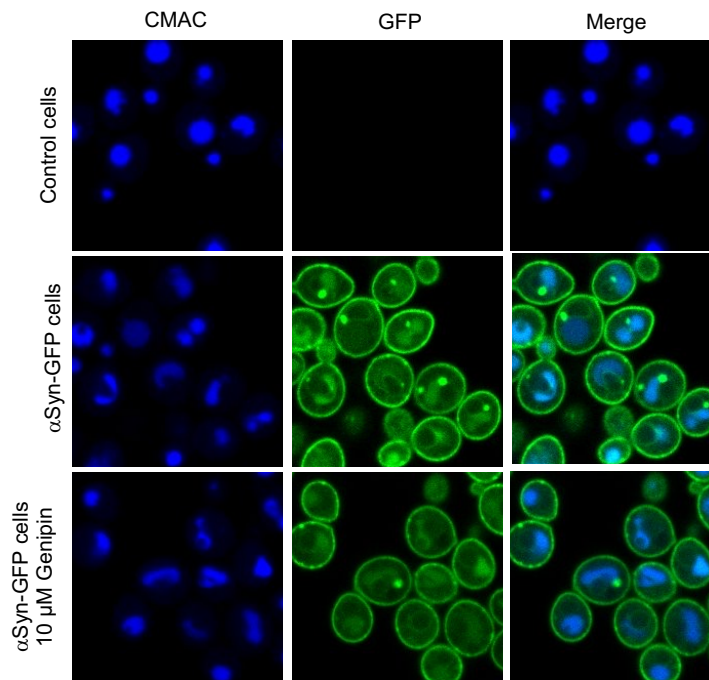

Supplementary Figure 5. Endocytosis independent blue-fluorescent chloromethyl derivative of aminocoumarin dye CMAC blue (CMAC) enters yeast cells and accumulate in the vacuole. Control cells and cells expressing two copies of α Syn-GFP were pre-grown in raffinose medium until mid-log phase. The medium was discarded and cells were incubated in galactose medium supplemented or not with 10 μ M of genipin for 6 h at 30°C. CMAC blue staining was performed according manufactures' instructions and visualized by confocal microscopy.

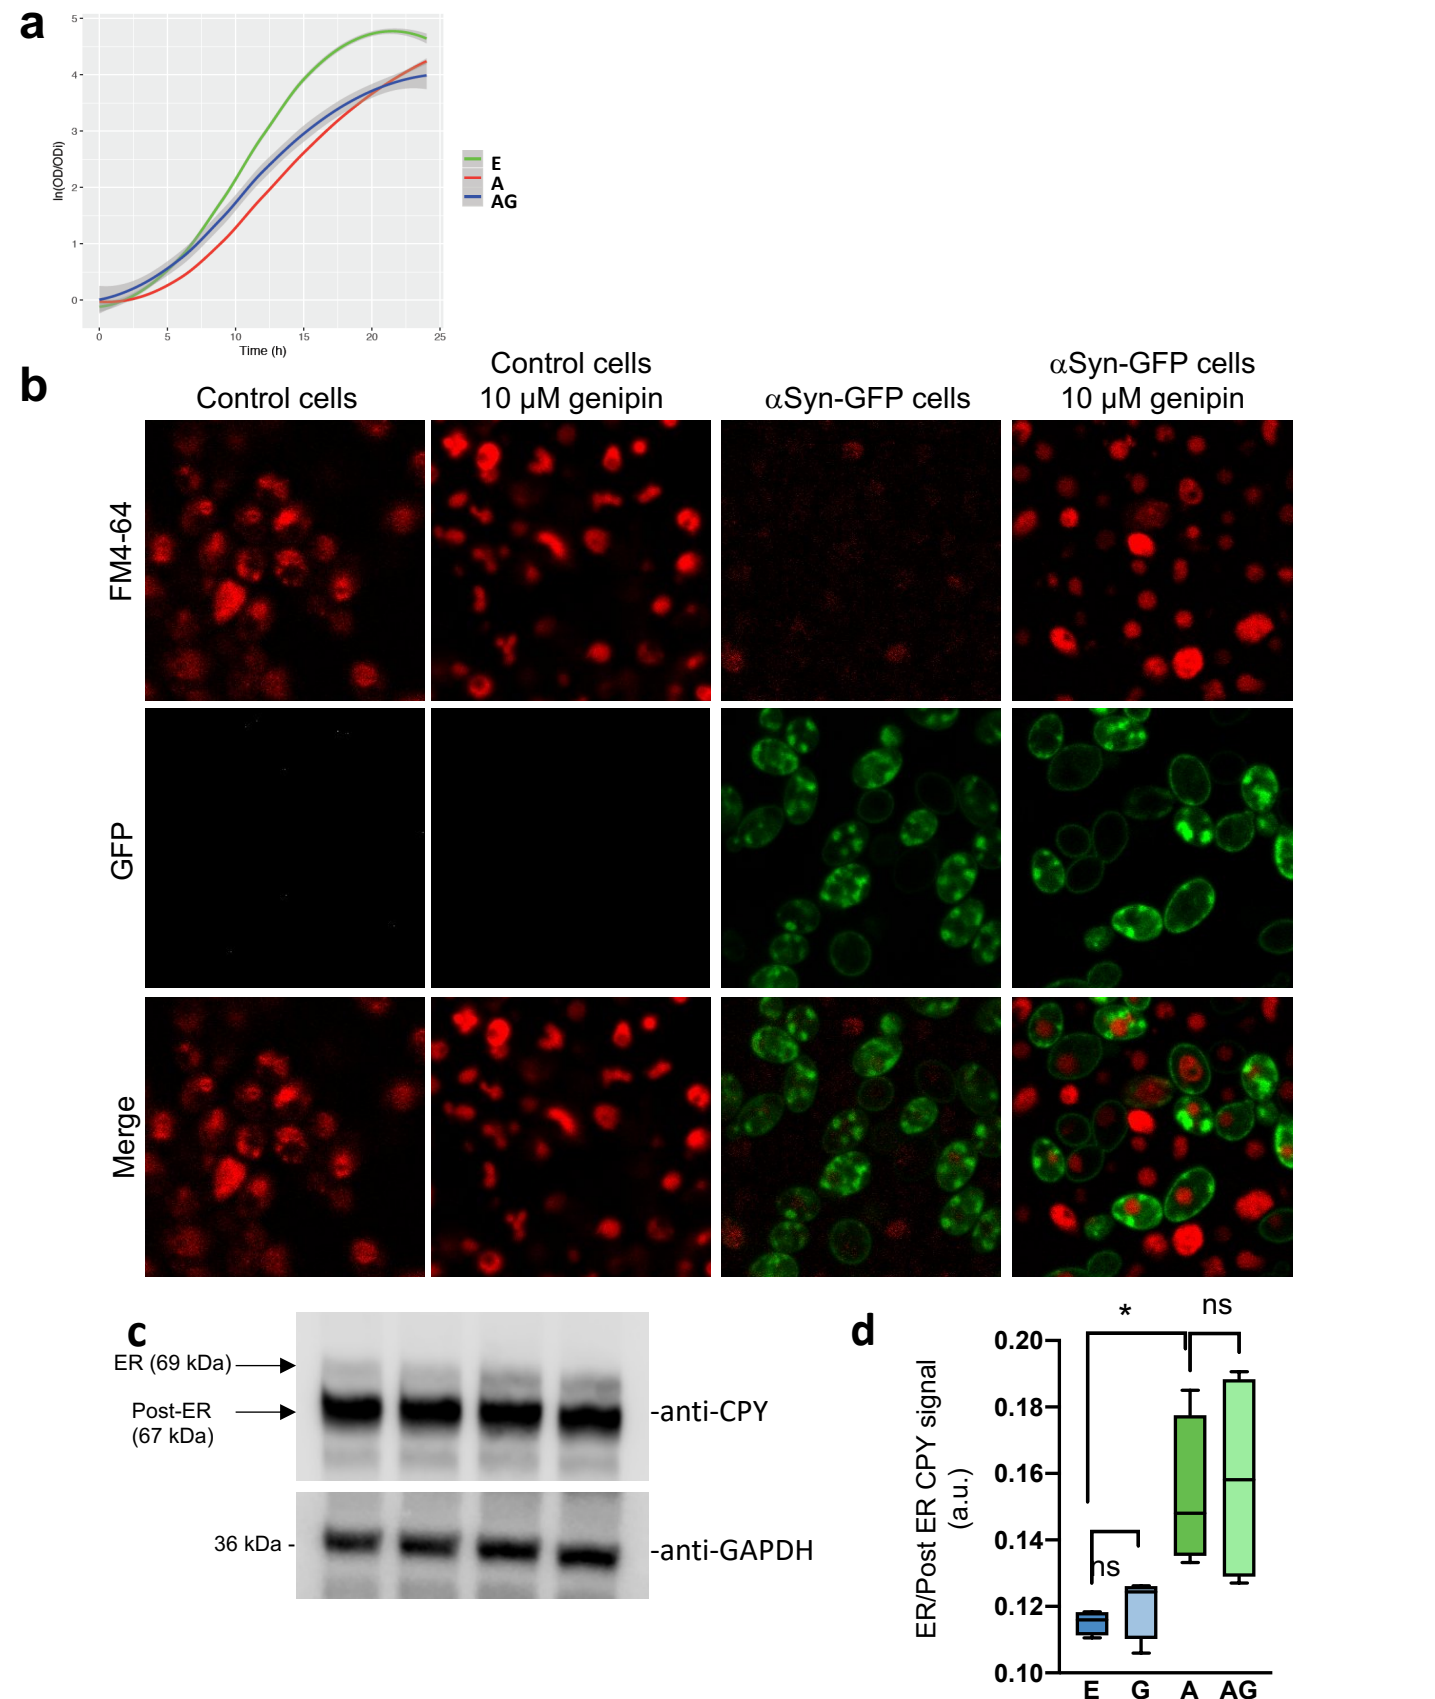

Supplementary Figure 6. Effect of genipin treatment in cellular trafficking of BY4741 WT strain. (a) Growth curves of α Syn-GFP yeast in the presence or not of genipin. OD_{600nm} was monitored every hour. Growth curves were treated using R package grofit to adjust a nonlinear parametric regression (model-based) and the growth parameters were estimated from the best model fit. 95 % confidence intervals were used to assess statistical differences between conditions. (b) Endocytosis evaluation by FM4-64 incubation by confocal microscopy. (c) ER accumulation of CPY assessed by western blot. (d) ER/Post ER ratio CPY was assessed by densitometry. (n=4, E vs A, *p=0.0228). Control cells with empty vector – E, Control cells + 10 μ M genipin – G, α Syn-GFP cells – A, α Syn-GFP cells + 10 μ M genipin – AG.

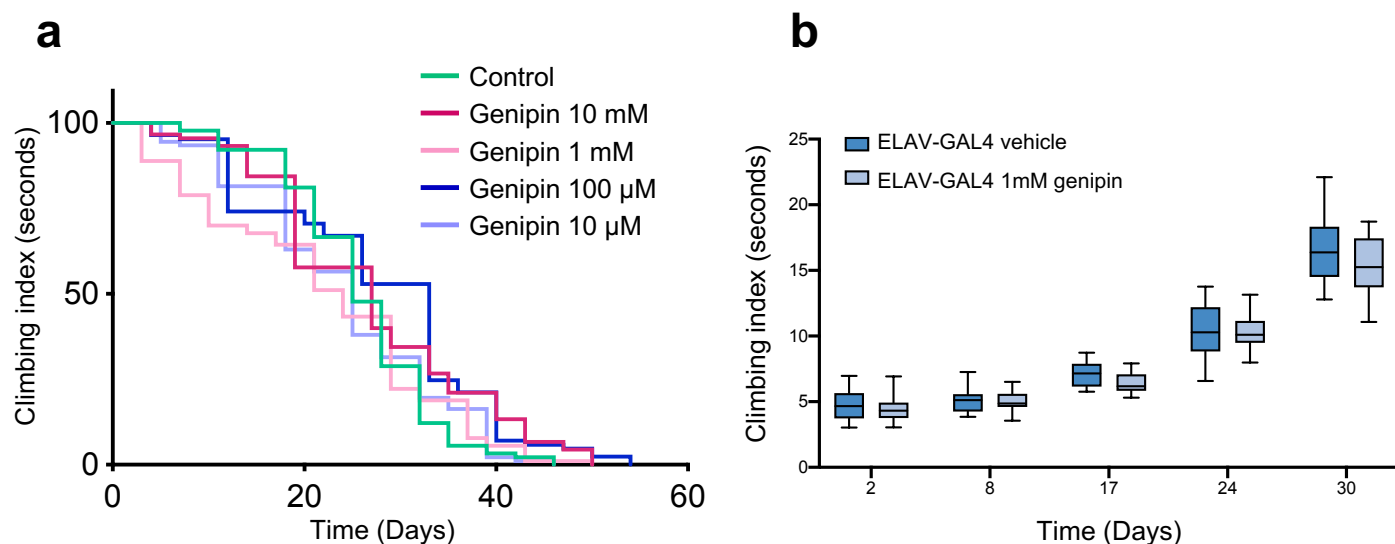

Supplementary Figure 7. Genipin presents no toxicity or effects in control flies. **(a)** Lifespan assessment of WT flies fed or not with genipin. Values on the Y-axis represent the percentage of flies alive at each time point analyzed. **(b)** Flies expressing control vector ELAV-GAL4 fed or not with 1 mM genipin. Climbing index represents the time (in seconds), it took for five males to climb 15 cm (mean $\pm$ SEM).

Supplementary table 1a. List of annotated peaks found in the bioactive *C. album* L. leaf extract fractions 1. Fractions were analyzed on a Thermo Orbitrap XL LC-MS in positive and negative modes in full scan mode and data dependent MS2. Peaks present in these fractions were tentatively annotated by utilizing accurate mass (<1ppm), MS/MS fragmentation patterns and reference to retention time for previously analyzed standards. Tentatively identified iridoids are highlighted in blue.

RT ^a	m/z		Molecular formula	Tentative id	ID Level ^b
	Pos	Neg			
2.13	-	191.0198[M-H] ⁻	C ₆ H ₈ O ₇	Likely organic acid	4
2.09	-	283.1031[M-H] ⁻	C ₁₀ H ₂₀ O ₉	Trihydroxybutyl-hexoside	3
2.19	-	253.0929 [M-H] ⁻ / [M+FA] ⁻	C ₉ H ₁₈ O ₈ / C ₈ H ₁₆ O ₆	Dihydroxupropanoyl-glucoside / Ethyl-glucoside	3
2.15	-	295.1032 [M-H] ⁻ / [M+FA] ⁻	C ₁₁ H ₂₀ O ₉ / C ₁₀ H ₁₈ O ₇	Methyl xylopyranosyl-xylopyranoside / Potential PEG derivative	3/4
2.21	-	421.1348 [M-H] ⁻	C ₁₇ H ₂₆ O ₁₂	Potential iridoid	4
2.39	-	611.1442 [M-H] ⁻	C ₃₆ H ₂₄ N ₂ O ₈	5,5'-[1,4-Phenylenebis(oxy)]bis[2-(4-methoxyphenyl)-1H-isoindole-1,3(2H)-dione] / 4,8-Bis(4-methoxyphenoxy)-2,6-diphenylpyrrolo[3,4-f]isoindole-1,3,5,7(2H,6H)-tetrone	3
2.49	-	451.1457 [M+FA] ⁻	C ₁₇ H ₂₆ O ₁₁	Potential iridoid	3
2.56	289.0917 [M+H] ⁺	333.0825 [M+FA] ⁻	C ₁₂ H ₁₆ O ₈	Pyrogallolyl-glucoside	2
2.76	-	265.0928 [M-H] ⁻	C ₁₀ H ₁₈ O ₈	Unknown	4
2.94	-	451.1456	C ₁₇ H ₂₆ O ₁₁	Potential isomer of 2.49	3
2.91	-	441.1165 [M-H] ⁻	C ₁₈ H ₂₂ N ₂ O ₁₁	1-(2,3,4,6-Tetra-O-acetylhexopyranosyl)-2,4(1H,3H)-pyrimidinedione	3
3.14 (3.11)	290.1233 [M+NH ₄] ⁺	317.0872 [M+FA] ⁻	C ₁₂ H ₁₆ O ₇	Pyrocatechol-glucoside	2
3.43	-	341.1085 [M+FA] ⁻	C ₁₁ H ₂₀ O ₉	Dimethyl (6S)-3-deoxy-6-[(1R,2R)-1,2,3-trihydroxypropyl]-α-L-threo-hex-2-ulopyranosidonate	3
3.48	-	685.1824 [M-H] ⁻	C ₂₆ H ₃₈ O ₂₁	Unknown	4
3.54	-	645.1874 [M-H] ⁻	C ₂₄ H ₃₈ O ₂₀	4-Deoxy-α-L-threo-hex-4-enopyranuronosyl-(1->4)-β-D-glucopyranosyl-(1->4)-6-deoxy-α-L-mannopyranosyl-(1->3)-β-D-glucopyranose	3
3.48	-	297.1190 [M+FA] ⁻	C ₁₀ H ₂₀ O ₇	4-Hydroxybutyl β-D-glucopyranoside	3
3.43	-	553.1768 [M-H] ⁻	C ₃₅ H ₂₆ N ₂ O ₅	2'-(1,3-Benzodioxol-5-ylcarbonyl)-1'-benzoyl-5'-methyl-1',2'-dihydro-3a'H-spiro[indole-3,3'-pyrrolo[1,2-a]quinolin]-2(1H)-one	3
3.64	-	421.1346 [M+FA] ⁻	C ₁₆ H ₂₄ O ₁₀	Loganate (an iridoid)	3
3.79	-	265.0926 [M-H] ⁻	C ₁₀ H ₁₈ O ₈	Ethyl glucopyranosyloxy acetate	3

3.90	-	297.1188<br>[M+FA] ⁻	C ₁₀ H ₂₀ O ₇	Potential isomer of 4-Hydroxybutyl β-D-glucopyranoside	3
3.90	-	777.2296<br>[M-H] ⁻	C ₂₉ H ₄₆ O ₂₄	Unknown	4
4.05	-	309.1187<br>[M-H] ⁻ /<br>[M+FA] ⁻	C ₁₂ H ₂₂ O ₉ /<br>C ₁₁ H ₂₀ O ₇	1,6-Dideoxy-β-D-fructofuranosyl α-D-glucopyranoside / (2E)-4-Hydroxy-3-methyl-2-buten-1-yl β-D-glucopyranoside	3
4.05	-	647.2030<br>[M-H] ⁻	C ₂₄ H ₄₀ O ₂₀	Unknown	4
4.31	-	331.0667<br>[M-H] ⁻	C ₁₃ H ₁₆ O ₁₀	Gallic acid-hexoside	2
4.47	-	329.0874<br>[M-H] ⁻	C ₁₄ H ₁₈ O ₉	Vanniloyl-glucoside	2
4.55	-	309.1188<br>[M-H] ⁻	C ₁₂ H ₂₂ O ₉ /<br>C ₁₁ H ₂₀ O ₇	Potential isomer from 4.05	3
5.27	-	329.0873<br>[M-H] ⁻	C ₁₄ H ₁₈ O ₉	Potential isomer of Vanniloyl-glucoside	2
5.27	-	779.2448<br>[M-H] ⁻	C ₂₄ H ₄₈ N ₂ O ₂₆	Unknown	4
5.60	-	449.1296<br>[M+FA] ⁻	C ₁₇ H ₂₄ O ₁₁	6β-hydroxygeniposide	3
5.75	-	645.1874<br>[M-H] ⁻	C ₂₄ H ₃₈ O ₂₀	Potential isomer of peak at 3.40	3
5.90	314.1446<br>[M+H] ⁺	295.1031<br>[M-H] ⁻	C ₁₁ H ₂₀ O ₉	1,5-Anhydro-2-O-β-L-arabinopyranosyl-D-mannitol	2
5.93	-	385.0983<br>[M-H] ⁻	C ₂₆ H ₁₄ N ₂ O ₂	8,16-Dihydrobenzo[mn]phenanthridino[6,7-bc]acridine-1,9-dione	3
6.86	-	345.0824<br>[M-H] ⁻	C ₁₄ H ₁₈ O ₁₀	2-Acetyl-3,5,6-trihydroxyphenyl β-D-glucopyranoside	3
2.07	332.1340<br>[M+H] ⁺	-	C ₁₄ H ₂₁ NO ₈	1,3-Dioxooctahydro-1H-isoindol-4-yl β-D-glucopyranoside	3
2.07	202.1800<br>[M+H] ⁺	-	C ₁₁ H ₂₃ NO ₂	Unknown	4
2.16	284.1703<br>[M+H] ⁺	-	C ₁₁ H ₂₅ NO ₇	Unknown	4
2.41	307.0831<br>[M+H] ⁺	-	C ₁₈ H ₁₂ NO ₄	Unknown	4
2.46	227.0913<br>[M+H] ⁺	-	C ₁₁ H ₁₄ O ₅	Genipin (potential in-source fragment of an iridoid derivate)	3
2.46	424.1813<br>[M+H] ⁺	-	C ₁₇ H ₂₉ NO ₁₁	Potential iridoid derivative of Genipin	4
2.46	452.2125<br>[M+H] ⁺	-	C ₁₉ H ₃₃ NO ₁₁	Derivative of 424 compound (C ₂ H ₄)	4
2.70	117.0544<br>[M+H] ⁺	-	C ₅ H ₈ O ₃	1-Acetoxyacetone	3
2.75	284.1339<br>[M+NH ₄] ⁺	-	C ₁₀ H ₁₈ O ₈	Hydroxybutyl-glucoside (isomer of peak at 3.45)	2
2.79	312.1652<br>[M+NH ₄] ⁺	-	C ₁₂ H ₂₂ O ₈	Bis-PEG4-acid / 6-O-(2-Hydroxyhexanoyl)-D-glucopyranose	2
2.89	227.0913<br>[M+H] ⁺	-	C ₁₁ H ₁₄ O ₅	Isomer of Genipin derivative (potential in-source fragment of an iridoid derivate)	3
3.38	342.1759<br>[M+H] ⁺	-	C ₁₃ H ₂₄ O ₉	Methyl 3-(β-D-glucopyranosyloxy)-5-hydroxyhexanoate	3
3.43	268.1039<br>[M+H] ⁺	-	C ₉ H ₁₇ NO ₈	Neuraminic acid	3

3.48	298.1859<br>[M+H] ⁺	-	C ₁₂ H ₂₇ NO ₇	2-Amino-3-[(2-methoxyethoxy)methoxy]-2-[[[(2-methoxyethoxy)methoxy]methyl]-1-propanol	3
3.79	312.1652<br>[M+H] ⁺	-	C ₁₂ H ₂₂ O ₈	Bis-PEG4-acid isomer / 6-O-(2-Hydroxyhexanoyl)-D-glucopyranose isomer	2
3.94	298.1859<br>[M+H] ⁺	-	C ₁₂ H ₂₇ NO ₇	Isomer of 3.48 peak	3
4.44	348.1290<br>[M+H] ⁺	-	C ₁₄ H ₂₁ NO ₉	(2E)-[(2S,3S,4S,6S)-6-(β-D-Glucopyranosyloxy)-2,3,4-trihydroxycyclohexylidene]acetonitrile	3
4.54	310.1860<br>[M+NH ₄] ⁺	-	C ₁₃ H ₂₄ O ₇	1-O-heptanoyl- β-D-glucopyranoside	3
5.19	310.1860<br>[M+NH ₄] ⁺	-	C ₁₃ H ₂₄ O ₇	Isomer of heptanoyl-glucopyranoside	3
2.13	-	191.0198[M-H] ⁻	C ₆ H ₈ O ₇	Likely organic acid	4
2.09	-	283.1031[M-H] ⁻	C ₁₀ H ₂₀ O ₉	Trihydroxybutyl-hexoside	3
2.19	-	253.0929<br>[M-H] ⁻ /<br>[M+FA] ⁻	C ₉ H ₁₈ O ₈ /<br>C ₈ H ₁₆ O ₆	Dihydroxupropanoyl-glucoside /<br>Ethyl-glucoside	3
2.15	-	295.1032<br>[M-H] ⁻ /<br>[M+FA] ⁻	C ₁₁ H ₂₀ O ₉ /<br>C ₁₀ H ₁₈ O ₇	Methyl xylopyranosyl-xylopyranoside<br>/ Potential PEG derivative	3/4
2.21	-	421.1348<br>[M-H] ⁻	C ₁₇ H ₂₆ O ₁₂	Potential iridoid	4
2.39	-	611.1442<br>[M-H] ⁻	C ₃₆ H ₂₄ N ₂ O ₈	5,5'-[1,4-Phenylenebis(oxy)]bis[2-(4-methoxyphenyl)-1H-isoindole-1,3(2H)-dione] / 4,8-Bis(4-methoxyphenoxy)-2,6-diphenylpyrrolo[3,4-f]isoindole-1,3,5,7(2H,6H)-tetrone	3
2.49	-	451.1457<br>[M+FA] ⁻	C ₁₇ H ₂₆ O ₁₁	Potential iridoid	3
2.56	289.0917<br>[M+H] ⁺	333.0825<br>[M+FA] ⁻	C ₁₂ H ₁₆ O ₈	Pyrogallol-glucoside	2
2.76	-	265.0928<br>[M-H] ⁻	C ₁₀ H ₁₈ O ₈	Unknown	4
2.94	-	451.1456	C ₁₇ H ₂₆ O ₁₁	Potential isomer of 2.49	3
2.91	-	441.1165<br>[M-H] ⁻	C ₁₈ H ₂₂ N ₂ O ₁₁	1-(2,3,4,6-Tetra-O-acetylhexopyranosyl)-2,4(1H,3H)-pyrimidinedione	3
3.14<br>(3.11)	290.1233<br>[M+NH ₄] ⁺	317.0872<br>[M+FA] ⁻	C ₁₂ H ₁₆ O ₇	Pyrocatechol-glucoside	2
3.43	-	341.1085<br>[M+FA] ⁻	C ₁₁ H ₂₀ O ₉	Dimethyl (6S)-3-deoxy-6-[(1R,2R)-1,2,3-trihydroxypropyl]-α-L-threo-hex-2-ulopyranosidonate	3
3.48	-	685.1824<br>[M-H] ⁻	C ₂₆ H ₃₈ O ₂₁	Unknown	4
3.54	-	645.1874<br>[M-H] ⁻	C ₂₄ H ₃₈ O ₂₀	4-Deoxy-α-L-threo-hex-4-enopyranuronosyl-(1->4)-β-D-glucopyranosyl-(1->4)-6-deoxy-α-L-mannopyranosyl-(1->3)-β-D-glucopyranose	3
3.48	-	297.1190<br>[M+FA] ⁻	C ₁₀ H ₂₀ O ₇	4-Hydroxybutyl β-D-glucopyranoside	3

^aRT – Retention time; ^bID Level - The Metabolomics Standards Initiative defined four levels of metabolite identification confidence to which the manuscript has adhered to. Confidently identified compounds are classified as a level 1 and require evidence based on two or more orthogonal properties with an authentic chemical standard analysed under identical analytical conditions. Putatively annotated compounds are classified as level 2, and are based upon physicochemical properties and/or spectral similarity with public commercial spectral libraries, without reference to authentic chemical standards. Putatively annotated compound classes are categorized as level 3, and are based upon characteristic physicochemical properties of a chemical class of compounds, or by spectral similarity to known compounds of a chemical class. Unknown compounds are classified as level 4 and although they remain unidentified and unclassified, these metabolites can still be differentiated and quantified based upon spectral data⁸.

Supplementary table 1b. List of annotated peaks found in the bioactive *C. album* L. leaf extract fractions 6. Fractions were analyzed on a Thermo Orbitrap XL LC-MS in positive and negative modes in full scan mode and data dependent MS2. Peaks present in these fractions were tentatively annotated by utilizing accurate mass (<1ppm), MS/MS fragmentation patterns and reference to retention time for previously analyzed standards. Tentatively identified iridoids are highlighted in blue.

RT ^a	m/z		Molecular formula	Tentative id	ID Level ^b
	Pos	Neg			
10.07	-	513.1606<br>[M-H] ⁻	C ₂₃ H ₃₀ O ₁₃	(1S,4aR,5S,7aS)-7-(Hydroxymethyl)-1-[(2,3,4-tri-O-acetyl-β-D-glucopyranosyl)oxy]-1,4a,5,7a-tetrahydrocyclopenta[c]pyran-5-yl acetate (potential iridoid)	3
10.62	-	497.1657<br>[M-H] ⁻	C ₂₃ H ₃₀ O ₂	Nishindaside (potential iridoid)	3
10.86	-	767.1450<br>[M-H] ⁻	-	Unknown	4
10.72	-	625.1035<br>[M-H] ⁻	C ₂₆ H ₂₆ O ₁₈	Ellagic acid-glucoside-xyloside	2
10.94	-	335.1131<br>[M-H] ⁻	C ₁₇ H ₂₀ O ₇	Methyl (3R,4S,5R)-3,5-dihydroxy-4-[[3-(4-hydroxyphenyl)propanoyl]oxy]-1-cyclohexene-1-carboxylate	3
11.15	-	785.1556<br>[M-H] ⁻	C ₃₆ H ₃₄ O ₂₀	Unknown	4
11.15	-	879.1760<br>[M-H] ⁻	C ₄₅ H ₃₆ O ₁₉	Unknown	4
11.73	473.1289<br>[M+H] ⁺	-	C ₂₀ H ₂₄ O ₁₃	7-Hydroxy-1-benzofuran-2-carboxylic acid- Hexoside- Pentoside	3
11.65	643.1508<br>[M+H] ⁺	-	C ₂₇ H ₃₀ O ₁₈	Myricetin di-glucoside	2
11.83	643.1507<br>[M+H] ⁺	-	C ₂₇ H ₃₀ O ₁₈	Myricetin di-glucoside isomer	2
11.63	195.0651<br>[M+H] ⁺	-	C ₁₀ H ₁₀ O ₄	Ferulic acid	1/2
11.47	503.1871<br>[M+H] ⁺	-	-	Unknown	4
11.32	655.1143<br>[M+H] ⁺	-	C ₂₇ H ₂₆ O ₁₉	Myricetin Hexoside-citrate	3
11.63	374.1447<br>[M+H] ⁺	-	C ₁₆ H ₂₃ NO ₉	2-Amino-3-(4-hydroxy-3-[[[(2R,3R,4S,5S,6R)-3,4,5-	3

				trihydroxy-6-(hydroxymethyl)tetrahydro-2H-pyran-2-yl]oxy}phenyl)-2-methylpropanoic acid	
11.93	341.0867<br>[M+H] ⁺	-	C ₁₅ H ₁₆ O ₉	Esculetin 6-O-glucoside	3
12.03	213.1119<br>[M+H] ⁺<br>392.1913<br>[M+H] ⁺<br>420.2223<br>[M+H] ⁺	-	C ₁₁ H ₁₆ O ₄<br>C ₁₇ H ₂₉ NO ₉<br>C ₁₉ H ₃₃ NO ₉	Trimethoxyphenyl ethanol<br>(2S)-2-Hydroxy-2-[(2R,5R,6R)-2-methoxy-5,6-dimethyl-4-methylenetetrahydro-2H-pyran-2-yl]-N-[(2S,3S,4R,5R,6S)-3,4,5-trihydroxy-6-(hydroxymethyl)tetrahydro-2H-pyran-2-yl]acetamide<br><br>Unknown	3
12.11	372.2592<br>[M+2Na-H] ⁺	-	C ₂₀ H ₃₉ O ₃	Unknown	3
12.30	257.1382<br>[M+H] ⁺	-	C ₁₃ H ₂₀ O ₅	2-[4-(3-Hydroxypropyl)-2-methoxyphenoxy]-1,3-propanediol	2
12.40	769.1611<br>[M+H] ⁺	-	C ₃₆ H ₃₂ O ₁₉	Apigenin-diglucuronide-caffeoyl	3
12.59	420.1863<br>[M+H] ⁺ /<br>[M+NH ₄] ⁺	-	C ₁₈ H ₂₉ NO ₁₀<br>C ₁₈ H ₂₆ O ₁₀	Unknown<br>Benzyl 6-O-β-D-xylopyranosyl-β-D-glucopyranoside	3
12.59	448.2174<br>[M+H] ⁺ /<br>[M+2Na-H] ⁺	-	C ₂₀ H ₃₃ NO ₁₀	(2S)-2-Hydroxy-N-[(4R,4aS,6R,7R,8S)-7-hydroxy-6-(hydroxymethyl)-8-methoxyhexahydropyrano[3,2-d][1,3]dioxin-4-yl]-2-[(2R,5R,6R)-2-methoxy-5,6-dimethyl-4-methylenetetrahydro-2H-pyran-2-yl]acetamide (non - preferred name)	4
12.55	769.1611<br>[M+H] ⁺	-	C ₃₆ H ₃₂ O ₁₉	Isomer of Apigenin-diglucuronide-caffeoyl	3
12.79	464.2125<br>[M+H] ⁺	-	C ₂₀ H ₃₃ NO ₁₁	N-[(2R,3R,4R,5S,6R)-4,5-Dihydroxy-6-(hydroxymethyl)-2-[[[(3aR,5R,5aS,8aS,8bR)-2,2,7,7-tetramethyltetrahydro-3aH-bis[1,3]dioxolo[4,5-b:4',5'-d]pyran-5-yl]methoxy}tetrahydro-2H-pyran-3-yl]acetamide	3
12.87	416.2855<br>[M+2Na-H] ⁺<br>388.2543<br>[M+NH ₄] ⁺	-	C ₁₆ H ₃₄ O ₉	Octanethyl glycol (plasticizer)	2
13.09	387.2019<br>[M+H] ⁺	-	C ₁₉ H ₃₀ O ₈	(6S,9S)-Roseoside	2
13.36	291.0864<br>[M+H] ⁺<br>581.1656<br>[2M+H] ⁺	-	C ₁₅ H ₁₄ O ₆	(-)-Epicatechin	1

13.54	460.3112<br>[M+2Na-H] ⁺<br>432.2802<br>[M+NH ₄] ⁺<br>415.2537<br>[M+H] ⁺	-	C ₁₈ H ₃₈ O ₁₀	Octaoxahexacosane (PEG derivative)	2
13.82	462.2331<br>[M+2Na-H] ⁺<br>434.2020<br>[M+NH ₄] ⁺	-	C ₁₉ H ₂₈ O ₁₀	2-Phenylethyl 6-O-β-D-xylopyranosyl-β-D-glucopyranoside	2
13.92	865.1976<br>[M+H] ⁺	-	C ₄₅ H ₃₆ O ₁₈	Cinnamtannin B1 (trimer)	2
14.16	459.2797<br>[M+H] ⁺<br>476.3064<br>[M+NH ₄] ⁺<br>504.3376<br>[M+2Na-H] ⁺	-	C ₂₀ H ₄₂ O ₁₁	Decaethylene glycol (PEG derivative)	2
13.63	853.1978<br>[M+H] ⁺	-	C ₄₄ H ₃₆ O ₁₈	Potential tannin (trimer)	4
13.73	593.1291<br>[M+H] ⁺	-	C ₃₀ H ₂₄ O ₁₃	Epigallocatechin-epicatechin (dimer)	2
14.42	1153.2609<br>[M+H] ⁺	-	C ₆₀ H ₄₈ O ₂₄	Cinnamtannin B2 (tetramer)	2
14.42	593.1289<br>[M+H] ⁺	-	C ₃₀ H ₂₄ O ₁₃	Isomer of Epigallocatechin-epicatechin (dimer)	2
14.61	1441.3241<br>[M+H] ⁺	-	C ₇₅ H ₆₀ O ₃₀	Polymer derived from Cinnamtannin-type compound (tetramer)	3
14.66	849.2025<br>[M+H] ⁺	-	C ₄₅ H ₃₆ O ₁₇	Similar to Cinnamtannin B1 (one less oxygen) (trimer)	3
14.86	865.1976<br>[M+H] ⁺	-	C ₄₅ H ₃₆ O ₁₈	Isomer of Cinnamtannin B1 (trimer)	2
15.26	577.1341<br>[M+H] ⁺	-	C ₃₀ H ₂₄ O ₁₂	Epicatechin-Epicatechin (dimer)	2
15.55	577.1341<br>[M+H] ⁺	-	C ₃₀ H ₂₄ O ₁₂	Isomer of Epicatechin-Epicatechin (dimer)	2
15.86	720.1582	-	-	Unknown	4
15.65	1151.2446<br>[M+H] ⁺	-	C ₆₀ H ₄₆ O ₂₄	Monounsaturated form of Cinnamtannin B2 (tetramer)	3
16.15	720.1582<br>[M+2H] ²⁺	-	C ₇₅ H ₅₈ O ₃₀	Monounsaturated form of Cinnamtannin-type (pentamer)	3
16.54	864.1891<br>[M+2H] ²⁺	-	C ₉₀ H ₇₀ O ₃₆	Cinnamtannin-type compound (hexamer)	3

^aRT – Retention time; ^bID Level - The Metabolomics Standards Initiative defined four levels of metabolite identification confidence to which the manuscript has adhered to. Confidently identified compounds are classified as a level 1 and require evidence based on two or more orthogonal properties with an authentic chemical standard analysed under identical analytical conditions. Putatively annotated compounds are classified as level 2, and are based upon physicochemical properties and/or spectral similarity with public commercial spectral libraries, without reference to authentic chemical standards. Putatively annotated compound classes are categorized as level 3, and are based upon characteristic physicochemical properties of a chemical class of compounds, or by spectral similarity to known compounds of a chemical class. Unknown compounds are classified as level 4 and although they remain unidentified and

unclassified, these metabolites can still be differentiated and quantified based upon spectral data⁸.

Supplementary table 2. Effect of α Syn-GFP overexpression on yeast transcriptome. 63 genes differentially expressed (FDR<0.05) in cells overexpressing α Syn-GFP incubated with 10 μ M of genipin comparing with cells carrying the empty vector.

ORF	ID	logFC	logCPM	PValue	FDR
YFL068W	YFL068W	-1.5031877	2.42741067	1.06E-05	2.00E-03
YIL165C	YIL165C	-1.3521125	5.82885977	2.15E-05	2.00E-03
YFL067W	YFL067W	-1.3457829	1.74017426	0.00123961	3.50E-02
YBL108C-A	PAU9	-1.3117746	1.994861	0.00082138	2.66E-02
YAL061W	BDH2	-1.2561854	7.97884125	0.00051015	1.93E-02
YDL235C	YPD1	-1.23162	6.50521637	5.18E-05	3.50E-03
YNL322C	KRE1	-1.2058142	7.34264712	8.96E-05	5.00E-03
RME3	RME3	-1.1760336	8.49493081	0.00079142	2.64E-02
YPL269W	KAR9	-1.1729818	8.48156272	0.00058885	2.09E-02
YHL034C	SBP1	-1.160961	7.17159379	3.24E-05	2.58E-03
YGL249W	ZIP2	-1.1187061	8.63843968	0.00076595	2.62E-02
YAR023C	YAR023C	-1.0473373	3.85226441	0.00022092	9.65E-03
YLL054C	YLL054C	-1.0449635	8.83480873	0.00120442	3.48E-02
YCL052C	PBN1	-0.967683	8.36256734	0.00128354	3.58E-02
YFL050C	ALR2	-0.9280723	9.57667146	0.00013554	7.04E-03
YKL117W	SBA1	-0.8591759	3.95715988	0.00081085	2.66E-02
YJL212C	OPT1	-0.8525683	9.93579755	7.12E-05	4.40E-03
YEL017C-A	PMP2	-0.84406	3.7404141	0.00055046	1.98E-02
YOL154W	ZPS1	-0.8281397	7.77047649	0.00086255	2.75E-02
YDL234C	GYP7	-0.8161198	10.0031478	7.30E-05	4.40E-03
YEL062W	NPR2	-0.8054442	9.77351633	9.48E-05	5.16E-03
YKL212W	SAC1	-0.7790162	9.88764411	0.0001073	5.70E-03
YAL060W	BDH1	-0.7471766	9.53094248	0.00018282	8.83E-03
YHL033C	RPL8A	-0.7410919	8.92485635	0.00015456	7.67E-03
YLL052C	AQY2	-0.7387157	8.31377405	0.00034378	1.37E-02
YLL053C	YLL053C	-0.7278973	8.31500789	0.00018595	8.83E-03
YDL134C	PPH21	-0.7248458	4.55778799	0.00102377	3.13E-02
YML117W	NAB6	-0.7236058	10.0819914	0.00036355	1.42E-02
YGL248W	PDE1	-0.7205834	9.11558113	0.00022912	9.65E-03
YNL321W	VNX1	-0.6782443	9.91710771	0.00053829	1.97E-02
YPL268W	PLC1	-0.6325021	9.72338212	0.0012051	3.48E-02
YEL017W	GTT3	-0.5987355	6.73550981	0.00153605	4.18E-02
YAR008W	SEN34	0.62358577	5.50941357	0.00186083	4.94E-02
YKL170W	MRPL38	0.62774499	7.44748656	0.0006917	2.41E-02
YKL207W	EMC3	0.63216102	5.9657022	0.00176845	4.76E-02
YPL232W	SSO1	0.63891451	7.4153447	0.00099864	3.10E-02
YBL033C	RIB1	0.66008967	5.43475397	0.00094736	2.98E-02
YJL206C	YJL206C	0.66365771	8.42873278	0.00053343	1.97E-02
YNL282W	POP3	0.68102126	6.64824487	0.0003752	1.44E-02
YAL059W	ECM1	0.7122457	5.36006543	0.00077619	2.62E-02
YKL181W	PRS1	0.71380843	7.77008717	0.00022842	9.65E-03
YML111W	BUL2	0.75021645	9.18155012	8.33E-05	4.77E-03
YIL158W	AIM20	0.77058015	7.06572788	0.00015201	7.67E-03

YOL148C	SPT20	0.79857739	8.93340455	2.97E-05	2.45E-03
YLL046C	RNP1	0.80467118	7.90104163	4.67E-05	3.32E-03
YOL147C	PEX11	0.80665244	7.1662519	4.06E-05	3.02E-03
YFL042C	LAM5	0.80738629	9.12416147	2.08E-05	2.00E-03
YNL313C	EMW1	0.80804871	9.39440944	2.15E-05	2.00E-03
YGL241W	KAP114	0.80919847	9.62490835	1.94E-05	2.00E-03
YPL262W	FUM1	0.8141403	8.59910189	2.02E-05	2.00E-03
YAL053W	FLC2	0.8183398	9.50862782	1.53E-05	2.00E-03
YIL157C	COA1	0.81860003	7.64837392	4.05E-05	3.02E-03
YDL227C	HO	0.8220826	9.1359544	1.87E-05	2.00E-03
YHL029C	OCA5	0.82554052	9.26239763	1.46E-05	2.00E-03
YEL056W	HAT2	0.82597891	8.79378705	1.53E-05	2.00E-03
YLL045C	RPL8B	0.82750012	7.43089854	1.99E-05	2.00E-03
YCL044C	MGR1	0.82800375	8.84002577	1.40E-05	2.00E-03
YBL091C	MAP2	0.82832852	8.52566491	1.44E-05	2.00E-03
YKL208W	CBT1	0.82945289	8.28348178	1.57E-05	2.00E-03
YOL111C	MDY2	0.83484137	5.58018707	5.80E-05	3.75E-03
YCL005W	LDB16	0.84733698	6.36279392	2.82E-05	2.42E-03
YBL092W	RPL32	0.84826842	6.40109556	1.17E-05	2.00E-03
YOL077C	BRX1	0.85921944	3.67543432	0.00117967	3.48E-02

Supplementary table 3. Effect of simultaneous α Syn-GFP overexpression and genipin treatment on yeast transcriptome. 437 genes differentially expressed (FDR<0.05) in cells overexpressing α Syn-GFP incubated with 10 μ M of genipin comparing with cells carrying the empty vector. Common genes also found differentially expressed in cells overexpressing α Syn-GFP comparing with cells carrying the empty vector are identified by grey shadowing.

ORF	ID	logFC	logCPM	PValue	FDR
YBL014C	RRN6	-7.8007269	1.56230126	3.20E-09	1.33E-07
YFR023W	PES4	-7.8007269	1.56230126	3.20E-09	1.33E-07
YPL183C	RTT10	-7.8007269	1.56230126	3.20E-09	1.33E-07
YCR039C	MATALPHA2	-7.6944813	1.45366362	1.08E-08	3.77E-07
YGL161C	YIP5	-7.6944813	1.45366362	1.08E-08	3.77E-07
YIL087C	AIM19	-7.6944813	1.45366362	1.08E-08	3.77E-07
YLR028C	ADE16	-7.6944813	1.45366362	1.08E-08	3.77E-07
YOL069W	NUF2	-7.6944813	1.45366362	1.08E-08	3.77E-07
YHR062C	RPP1	-6.7121903	13.300162	8.38E-18	9.89E-16
YNL225C	CNM67	-6.6417552	13.3017394	6.49E-19	8.69E-17
YDL133W	SRF1	-6.636548	13.3014541	6.55E-19	8.69E-17
YJL106W	IME2	-6.5602552	13.3032876	1.35E-22	2.39E-20
YCR057C	PWP2	-6.4506474	13.3054	4.25E-25	9.03E-23
YGL150C	INO80	-6.1480073	13.3109891	2.73E-28	7.24E-26
YBL005W-B	YBL005W-B	-6.0583545	13.3124275	4.37E-30	1.33E-27
YNL222W	SSU72	-5.9599268	0.14262222	0.00013144	0.00119397
YCL058W-A	ADF1	-5.8980187	6.46388847	6.06E-47	3.22E-44
YER022W	SRB4	-5.5463169	1.56359541	1.78E-09	8.40E-08
YDL130W-A	STF1	-5.316648	-0.2842315	0.00305255	0.01628281

YJL170C	ASG7	-4.8994657	7.82791022	1.92E-54	1.36E-51
YGL226W	MTC3	-4.5047436	7.70865718	8.62E-96	1.83E-92
YCL058C	FYV5	-4.0226055	6.55312856	6.12E-33	2.60E-30
YPL252C	YAH1	-3.8230933	7.26179163	1.48E-75	1.57E-72
YHR047C	AAP1	-3.3988556	1.90221063	2.12E-07	5.85E-06
YFL065C	YFL065C	-2.6779762	0.766189	0.00098981	0.00636776
YBL108C-A	PAU9	-2.4802212	1.87988346	7.59E-07	1.81E-05
YNL284C-A	YNL284C-A	-2.3820132	8.10130355	1.32E-20	2.16E-18
YFL067W	YFL067W	-2.3415628	1.65940434	1.89E-06	3.94E-05
YNL240C	NAR1	-2.3311961	2.19090964	1.71E-05	0.00023922
YKL217W	JEN1	-2.2218308	7.04436761	4.09E-20	6.21E-18
YOL157C	IMA2	-2.0138326	7.04665186	1.56E-16	1.75E-14
YIL131C	FKH1	-1.7946241	8.23234566	1.97E-13	1.82E-11
YLL021W	SPA2	-1.7713695	8.36757183	1.04E-13	1.05E-11
YEL017C-A	PMP2	-1.6805759	3.58327907	6.61E-06	0.00010799
YGL259W	YPS5	-1.6692256	4.37495575	0.00137899	0.0083407
YPL282C	PAU22	-1.661296	3.9282983	0.00072559	0.00490579
YCL073C	GEX1	-1.6208447	5.79720365	2.00E-05	0.0002647
YHR007C-A	YHR007C-A	-1.5712386	4.01771251	2.62E-09	1.18E-07
YHL048W	COS8	-1.5685005	4.85130421	1.50E-05	0.00021336
YFL062W	COS4	-1.5684521	4.88204913	1.95E-05	0.00026332
YPL274W	SAM3	-1.5544931	7.15373718	7.97E-12	5.98E-10
YHL003C	LAG1	-1.547919	8.2881577	1.50E-10	9.38E-09
YAL067C	SEO1	-1.5373728	6.19606938	0.0002347	0.00189322
YML132W	COS3	-1.5241988	5.46818802	0.00014535	0.00130016
YPL237W	SUI3	-1.4750747	8.29798281	1.32E-09	6.50E-08
YKL183C-A	YKL183C-A	-1.4254412	2.4547566	5.05E-05	0.00056394
YOL164W	BDS1	-1.4204628	5.77295794	5.53E-05	0.00060573
YAL063C-A	YAL063C-A	-1.4029881	3.08537243	4.92E-05	0.00055521
YBL021C	HAP3	-1.4016134	2.4371139	6.06E-05	0.00064351
YGL261C	PAU11	-1.3654694	2.31782473	0.0011346	0.00708457
YNL336W	COS1	-1.3480547	5.21575336	0.0017627	0.01019676
YEL073C	YEL073C	-1.3280246	3.95208115	0.00146038	0.00875815
YHL048C-A	YHL048C-A	-1.2998758	1.32164472	0.00882685	0.03703437
YJL146W	IDS2	-1.2692776	8.05310133	1.15E-13	1.11E-11
YCL074W	YCL074W	-1.2602379	2.34489504	0.00285284	0.01529438
YBL107C	MIX23	-1.2512424	2.21385395	0.0096795	0.04005194
YLL058W	YLL058W	-1.1925655	7.303668	2.71E-07	7.28E-06
YLL066W-B	YLL066W-B	-1.190689	1.7334511	0.0075079	0.03272952
YHL038C	CBP2	-1.181061	7.32686299	3.48E-07	8.75E-06
YDL247W	MPH2	-1.1752029	5.63347211	6.20E-05	0.0006534
YGL263W	COS12	-1.1608812	2.6757599	0.00184646	0.01062343

YML131W	YML131W	-1.1586006	2.68109195	0.00943665	0.03928239
YKL221W	MCH2	-1.1430875	5.17981029	0.0001547	0.00137051
YPL169C	MEX67	-1.1164987	2.24954636	0.00519592	0.02445884
YER038W-A	FMP49	-1.0948932	3.40478129	0.00047006	0.00341759
YFL038C	YPT1	-1.0891513	3.81837215	1.45E-05	0.00021077
YEL076C	YEL076C	-1.0846956	2.1704396	0.01230505	0.047758
YCR063W	BUD31	-1.0715187	3.2752848	0.00064318	0.00441898
YPL170W	DAP1	-1.0715187	3.2752848	0.00064318	0.00441898
YGL235W	YGL235W	-1.0580344	3.55293215	8.70E-05	0.00085886
YFL053W	DAK2	-1.0559641	7.38394641	1.50E-06	3.33E-05
YHL006C	SHU1	-1.0534391	3.67248831	0.00016866	0.00146147
YCL055W	KAR4	-1.0354446	4.09720581	5.94E-05	0.00063732
YEL034W	HYP2	-1.03036	4.13822656	0.00033559	0.00253546
YGL207W	SPT16	-1.0215597	8.62485834	4.85E-06	8.51E-05
YIL134C-A	YIL134C-A	-1.0085505	3.60580783	0.00012327	0.00113294
YCL069W	VBA3	-0.9922784	3.59333382	0.00258387	0.01404897
YIL169C	CSS1	-0.9911277	7.53786241	3.21E-06	6.31E-05
YPL179W	PPQ1	-0.9875555	3.76669747	0.00024652	0.00196019
YDL240W	LRG1	-0.9798301	7.57796661	3.70E-06	7.07E-05
YCL028W	RNQ1	-0.9791539	5.66131879	1.78E-05	0.0002469
YIL098C	FMC1	-0.9591803	3.46795905	0.00221921	0.01233344
YFR028C	CDC14	-0.9583762	3.81912477	0.00026296	0.00206766
YLL023C	POM33	-0.9565328	4.66664471	0.0001155	0.00107572
YHL047C	ARN2	-0.9514667	5.731186	0.00466737	0.02278847
YCR045C	RRT12	-0.9418748	3.6454452	0.00062439	0.00434615
YHR063C	PAN5	-0.9341073	3.16592755	0.00061208	0.00431145
YCR006C	YCR006C	-0.9303643	5.47611046	1.56E-06	3.36E-05
YNL284C-B	YNL284C-B	-0.9261842	8.91608417	5.54E-06	9.49E-05
YGL254W	FZF1	-0.9089848	4.40130999	0.00015669	0.00138031
YJL158C	CIS3	-0.9028415	5.98770201	1.27E-06	2.91E-05
YGL157W	ARI1	-0.8464787	3.14773059	0.00476891	0.02298863
YDL246C	SOR2	-0.8393341	5.15857333	0.0114095	0.04502301
YLR033W	RSC58	-0.8358683	3.51030818	0.00198968	0.01132462
YBL038W	MRPL16	-0.8339512	4.67498304	0.00020767	0.00172058
YCL059C	KRR1	-0.8269073	4.463151	0.00087478	0.00567936
YOL133W	HRT1	-0.8127061	3.91184837	0.01041048	0.04230028
YKL125W	RRN3	-0.8073259	4.03624326	0.00201394	0.01137124
YEL033W	MTC7	-0.8001159	3.90638479	0.00121423	0.00751551
YER027C	GAL83	-0.7980774	3.33476253	0.00521223	0.02448136
YJL113W	YJL113W	-0.7869257	3.41093725	0.00563926	0.0261614
YKL142W	MRP8	-0.7721591	4.09226787	0.00615902	0.02799401
YGL189C	RPS26A	-0.7697884	4.07145694	0.00201182	0.01137124

YLL053C	YLL053C	-0.7648657	8.32507884	9.91E-06	0.00015033
YGL200C	EMP24	-0.7567387	6.03391033	3.68E-05	0.00043433
YJL144W	ROQ1	-0.7486934	3.46416223	0.00892435	0.03736959
YDL189W	RBS1	-0.7338195	7.26395679	8.79E-06	0.00013618
YLL014W	EMC6	-0.7198877	4.00040237	0.00828748	0.03525917
YCR018C	SRD1	-0.7013371	5.0058663	0.00153951	0.00910414
YLR018C	POM34	-0.6944818	4.55939148	0.00928921	0.03882085
YCL020W	YCL020W	-0.6924734	5.91633689	0.00122927	0.00758643
YHR008C	SOD2	-0.6913619	6.47083137	4.64E-05	0.00053226
YOL054W	PSH1	-0.6877514	4.02795224	0.007555	0.03286733
YEL035C	UTR5	-0.682668	4.81416899	0.00413455	0.02075093
YLL013C	PUF3	-0.6758932	8.17576981	1.90E-05	0.00025896
YOL118C	YOL118C	-0.6709024	4.0872637	0.01002222	0.0412138
YBL082C	ALG3	-0.6591982	6.18599413	0.00112547	0.00704827
YEL017W	GTT3	-0.6589618	6.73863356	8.07E-05	0.00080814
YBL051C	PIN4	-0.656551	7.85117826	3.95E-05	0.00046359
YGL208W	SIP2	-0.656359	5.64063019	0.00077578	0.00516296
YHL033C	RPL8A	-0.6453521	8.97332327	0.00023543	0.00189322
YLL028W	TPO1	-0.6438463	6.41734352	0.00205687	0.01155222
YGL248W	PDE1	-0.6427933	9.15878518	0.00019052	0.00161149
YOL124C	TRM11	-0.6414239	5.68920896	0.00257066	0.0140296
YEL069C	HXT13	-0.6376184	4.99566398	0.00566151	0.02618605
YGL191W	COX13	-0.6356762	4.91457852	0.00421671	0.02106371
YNL300W	TOS6	-0.6292579	6.63794611	0.00706716	0.03095538
YGL225W	VRG4	-0.6288409	7.32143099	0.01003652	0.0412138
YLL052C	AQY2	-0.6250749	8.36790074	0.00056353	0.00400126
YDL173W	PAR32	-0.6242446	5.50742531	0.00180966	0.01043996
YNL274C	GOR1	-0.6212238	6.00247369	0.00174332	0.01011223
YHL025W	SNF6	-0.6193526	4.78873236	0.00942143	0.03928239
YIL134W	FLX1	-0.6171082	5.26234319	0.00501653	0.02387914
YJL161W	FMP33	-0.6146726	4.5980355	0.00564006	0.0261614
YER039C	HVG1	-0.6124634	4.41704025	0.01065171	0.04291001
YEL006W	YEA6	-0.6101679	6.36196244	0.00112319	0.00704827
YDL234C	GYP7	-0.6096381	10.0835254	0.00225272	0.01244785
YKL212W	SAC1	-0.6092767	9.95761689	0.00155307	0.0091334
YJL203W	PRP21	-0.6089625	4.19235121	0.00823614	0.03518173
YJL111W	CCT7	-0.60715	4.10584108	0.00852046	0.03603373
YFL050C	ALR2	-0.6060013	9.68913035	0.00952541	0.03957427
YJL212C	OPT1	-0.6036555	10.0282189	0.00363424	0.01859153
YBL075C	SSA3	-0.599397	6.48582014	0.00348543	0.0181362
YEL062W	NPR2	-0.5946747	9.85555888	0.00250424	0.01373771
YAL060W	BDH1	-0.5928396	9.59671597	0.00140806	0.00848616

YPL240C	HSP82	-0.5872838	6.70627452	0.00132467	0.00808127
YML079W	YML079W	-0.5806879	5.24388502	0.00701116	0.03088111
YGL193C	YGL193C	-0.5795432	8.49091872	0.00027213	0.00212404
YEL064C	AVT2	-0.5772734	5.31915579	0.0111074	0.04420317
YML092C	PRE8	-0.5750998	4.82045453	0.00564386	0.0261614
YNL270C	ALP1	-0.5749989	7.92356862	0.00225738	0.01244785
YFL002W-B	YFL002W-B	-0.5716851	11.030851	0.00700081	0.03088111
YFL056C	AAD6	-0.5714189	4.72965042	0.00804075	0.03455569
YJL128C	PBS2	-0.5700351	5.75126313	0.01030853	0.04208654
YKL163W	PIR3	-0.5664221	6.30095694	0.00235654	0.01296097
YAL017W	PSK1	-0.5656135	8.52352258	0.0004291	0.00317414
YCR005C	CIT2	-0.5646524	6.40015804	0.00346933	0.01809676
YGL209W	MIG2	-0.5630408	6.81373815	0.00079264	0.00520981
YDL175C	AIR2	-0.5607631	6.46709103	0.00117838	0.00733634
YGL198W	YIP4	-0.559726	6.53163589	0.00079617	0.00521686
YML086C	ALO1	-0.5499071	7.17517668	0.00107415	0.00682763
YHR037W	PUT2	-0.5474913	6.90994571	0.00466407	0.02278847
YNL321W	VNX1	-0.5462775	9.97753958	0.00380137	0.01921503
YML117W	NAB6	-0.5423851	10.1571292	0.00618426	0.02799401
YCL051W	LRE1	-0.5365105	8.83685235	0.00171745	0.00998941
YPL268W	PLC1	-0.5341124	9.77382423	0.00358877	0.01849264
YFL021W	GAT1	-0.5284302	6.9917143	0.00224791	0.01244785
YML052W	SUR7	-0.5199712	6.11458494	0.00550932	0.02576276
YNL269W	BSC4	-0.5134098	7.42785235	0.00368299	0.01870572
YML063W	RPS1B	-0.51121	5.10518471	0.01059278	0.04275374
YOL097C	WRS1	-0.5030867	8.11298318	0.00487835	0.02337863
YFL008W	SMC1	-0.4975295	7.82881317	0.00508809	0.02416557
YLL024C	SSA2	-0.4975021	7.51908817	0.00356092	0.01839373
YIL114C	POR2	-0.4829651	5.54550414	0.01140057	0.04502301
YEL002C	WBP1	-0.4812485	6.22778197	0.00665428	0.02972178
YDL203C	ACK1	-0.480514	7.01056552	0.00658734	0.02950404
YIL119C	RPI1	-0.4717208	8.22579842	0.00760897	0.03303446
YLL006W	MMM1	-0.4646635	8.23667262	0.00843379	0.03573841
YLL001W	DNM1	-0.4645982	7.09123479	0.00513312	0.02427085
YNL286W	CUS2	-0.4628773	6.56816851	0.00608142	0.02780867
YAL026C	DRS2	-0.4575289	7.96916494	0.00707177	0.03095538
YOL103W-B	YOL103W-B	-0.4506722	8.11840769	0.00644143	0.02897278
YPL214C	THI6	-0.4395302	6.68899183	0.0102534	0.04194214
YDL160C	DHH1	-0.4371668	6.71046367	0.01044058	0.04230028
YHL007C	STE20	-0.4276654	7.90559445	0.00969698	0.04005194
YJL141C	YAK1	-0.4063578	7.36138676	0.01162261	0.04569408
YOL138C	RTC1	0.40609674	9.2064191	0.01032893	0.04208889

YAL039C	CYC3	0.41354104	8.83598099	0.01245339	0.04815764
YML104C	MDM1	0.42825284	8.77916471	0.00481556	0.02312995
YKL171W	NNK1	0.42933008	8.8128299	0.00518701	0.02445884
YML045W-A	YML045W-A	0.43635716	6.87257429	0.00684182	0.0302608
YIL152W	YIL152W	0.43643397	6.07161922	0.01183072	0.04608555
YBL019W	APN2	0.43700515	7.18640312	0.00658044	0.02950404
YPL247C	YPL247C	0.43862012	7.09655452	0.01043641	0.04230028
YJL176C	SWI3	0.44254915	7.36882082	0.00674249	0.03000901
YML123C	PHO84	0.44895754	6.24431261	0.01279566	0.04930161
YAL055W	PEX22	0.44965671	6.41126172	0.01071697	0.04300969
YFL037W	TUB2	0.45550728	7.15529382	0.00490164	0.02343736
YFL004W	VTC2	0.4557994	8.41739981	0.0047222	0.02294102
YIL123W	SIM1	0.45674242	8.15904531	0.00258745	0.01404897
YBL084C	CDC27	0.46076671	10.2214491	0.01295918	0.04975107
YDL149W	ATG9	0.46706966	7.05497123	0.00346606	0.01809676
YFL036W	RPO41	0.46755661	9.28317519	0.00361798	0.01855307
YER016W	BIM1	0.47761397	6.14526085	0.00681025	0.03024719
YNL307C	MCK1	0.47832429	6.65293659	0.00451805	0.02230655
YHL032C	GUT1	0.47846509	6.55533598	0.01243019	0.04815563
YHL023C	NPR3	0.48666341	9.0333552	0.00193348	0.01109398
YGL228W	SHE10	0.4871154	9.38449168	0.00471912	0.02294102
YGL219C	MDM34	0.48756356	6.9361616	0.00458063	0.02251083
YBL017C	PEP1	0.48829841	8.16736358	0.0012472	0.00767483
YML106W	URA5	0.48991147	6.27475524	0.00476877	0.02298863
YEL061C	CIN8	0.49064027	7.29358091	0.00617776	0.02799401
YNL287W	SEC21	0.49376196	7.50794382	0.00203596	0.0114651
YDL179W	PCL9	0.49647836	6.16202817	0.00343666	0.01801487
YHR026W	VMA16	0.49818185	9.05928235	0.01148656	0.04524297
YIL162W	SUC2	0.49867337	6.11083372	0.01070364	0.04300969
YAL058W	CNE1	0.49966137	6.05731889	0.01113105	0.04420317
YDL161W	ENT1	0.50221407	6.72082187	0.00799051	0.03440942
YEL022W	GEA2	0.50342607	8.39623571	0.00261846	0.01418112
YLL008W	DRS1	0.50389804	8.66212752	0.00255658	0.01398871
YLR024C	UBR2	0.50434988	8.43059585	0.00078146	0.00516379
YFL011W	HXT10	0.50603371	7.39541207	0.00284977	0.01529438
YPL242C	IQG1	0.51022022	8.16224958	0.00160831	0.00943214
YDL165W	CDC36	0.51076226	9.71697991	0.00666395	0.02972178
YJL134W	LCB3	0.51275258	6.41203409	0.00220755	0.01230085
YAL042W	ERV46	0.51302548	8.43659868	0.0027809	0.01498442
YJL130C	URA2	0.51650303	10.1933694	0.00340686	0.01790287
YIL150C	MCM10	0.51678194	8.7052935	0.00339618	0.01789106
YAL046C	BOL3	0.52447294	5.75080387	0.00633921	0.02857355

YNL267W	PIK1	0.52663568	13.2576619	0.00864615	0.0364926
YJL198W	PHO90	0.52885464	8.90483909	0.00126247	0.00774631
YOL096C	COQ3	0.55145834	7.46431054	0.00063029	0.00437292
YFR019W	FAB1	0.55640007	8.64756451	0.00020764	0.00172058
YCL048W	SPS22	0.55663602	8.06242464	0.0036647	0.01870229
YDL132W	CDC53	0.55684336	5.02140237	0.0049136	0.02344173
YFL014W	HSP12	0.55751347	6.06818997	0.00141103	0.00848616
YGL167C	PMR1	0.5589598	7.78170893	0.0002217	0.00181728
YML114C	TAF8	0.56013154	8.09250722	0.0035109	0.01822406
YGL233W	SEC15	0.56186277	8.16160941	0.00021089	0.00173538
YBL086C	YBL086C	0.56352064	8.61298186	0.00153787	0.00910414
YFL015C	YFL015C	0.56429789	7.2194768	0.00196462	0.01124229
YGL253W	HXK2	0.57278648	6.10885952	0.00151533	0.00903666
YJL117W	PHO86	0.57399393	4.8961694	0.00586491	0.02695064
YHR018C	ARG4	0.57648437	13.7220527	0.01112931	0.04420317
YNL282W	POP3	0.58250397	6.61478567	0.00074993	0.00503831
YBL055C	YBL055C	0.58431463	5.92181439	0.01049556	0.04244204
YBL069W	AST1	0.58754337	6.14854292	0.01285595	0.04944419
YKL138C	MRPL31	0.58936652	4.5762154	0.00512018	0.02426372
YEL036C	ANP1	0.59164532	6.85566268	0.00025272	0.00200193
YOL112W	MSB4	0.59238973	8.26170366	0.00063862	0.00441623
YJL165C	HAL5	0.59461512	8.5994986	0.00080593	0.0052646
YHR014W	SPO13	0.59748797	6.11632573	0.00048392	0.00349502
YCR008W	SAT4	0.59793309	8.27494658	0.00017543	0.00150179
YBL057C	PTH2	0.59992733	6.35677439	0.00296863	0.01587505
YGL203C	KEX1	0.60017337	7.7322168	0.00023413	0.00189322
YJL126W	NIT2	0.60971144	6.37456461	0.00066815	0.00454644
YLR007W	NSE1	0.61241019	10.7725524	0.00682931	0.0302608
YGL206C	CHC1	0.61413865	8.87731484	0.00055666	0.00396574
YJL166W	QCR8	0.61485631	6.67938149	0.00069911	0.00474189
YJL131C	AIM23	0.61645191	10.8027523	0.00582722	0.02683556
YOL055C	THI20	0.61689831	4.32373311	0.00775673	0.03353876
YER037W	PHM8	0.63212705	4.14841853	0.00360501	0.01853134
YML076C	WAR1	0.63293438	7.87452625	0.00010499	0.00099506
YML066C	SMA2	0.63305907	13.2992487	0.0045746	0.02251083
YNL243W	SLA2	0.63657197	7.7240801	2.44E-05	0.00030608
YKL168C	KKQ8	0.63703981	9.61658201	0.00031164	0.00237117
YGL194C	HOS2	0.63791028	13.3717034	0.00437964	0.02172423
YCL033C	MXR2	0.63955317	4.98998118	0.00338719	0.01788806
YLL010C	PSR1	0.63999279	7.74884981	0.00018121	0.00154497
YGL148W	ARO2	0.6405609	3.24010228	0.01178713	0.04608555
YEL031W	SPF1	0.64536972	7.84016841	0.00018783	0.00159507

YDL148C	NOP14	0.64773468	7.60276867	2.10E-05	0.00027382
YJL155C	FBP26	0.65207664	7.81607458	0.00012231	0.00113294
YEL024W	RIP1	0.65700015	7.13434753	8.85E-05	0.00086964
YEL046C	GLY1	0.65794696	8.20454104	0.00053657	0.00384845
YIL142W	CCT2	0.65890818	6.55246411	7.25E-05	0.00073699
YHL030W	ECM29	0.66051546	9.89144037	0.00041577	0.00308628
YDL230W	PTP1	0.66087687	7.61869001	0.00310625	0.01652772
YIL128W	MET18	0.6649263	7.44534427	0.00046467	0.00340639
YKL178C	STE3	0.6663361	7.10868585	7.05E-05	0.00072691
YNL271C	BNI1	0.66677008	10.4783718	0.00019676	0.00164461
YHR001W	OSH7	0.66767322	8.54253104	0.00026637	0.00208674
YAL044W-A	BOL1	0.67034872	6.24707408	4.45E-05	0.00051677
YAL013W	DEP1	0.67048752	7.71324253	7.29E-05	0.00073699
YBL061C	SKT5	0.67125122	8.60620008	0.00019563	0.00164162
YNL254C	RTC4	0.67284049	6.41580755	0.00031273	0.00237117
YHR064C	SSZ1	0.67735617	4.57549917	0.00075734	0.0050561
YPL232W	SSO1	0.68016893	7.45543607	4.87E-05	0.00055258
YCL001W-A	YCL001W-A	0.68028479	5.62792022	0.00082825	0.00539379
YJL154C	VPS35	0.68103829	9.85694917	0.00010239	0.00098358
YEL013W	VAC8	0.68234801	8.04022845	2.73E-05	0.00033655
YAR071W	PHO11	0.68367452	4.62474767	0.0007288	0.00491185
YER015W	FAA2	0.68567647	6.77296854	5.52E-05	0.00060573
YAL059W	ECM1	0.68815011	5.36612103	0.00352922	0.01827445
YOL136C	PFK27	0.68821939	8.47644453	0.00014575	0.00130016
YDL197C	ASF2	0.68961159	7.16494509	0.0001316	0.00119397
YLR023C	IZH3	0.68983684	5.09914838	0.00219571	0.01226708
YML081W	TDA9	0.69136607	9.24251851	7.60E-05	0.00076454
YFL046W	FMP32	0.69212155	7.11368916	0.00166771	0.00972678
YHR005C	GPA1	0.6952547	6.925134	6.77E-05	0.00070405
YLL019C	KNS1	0.69674336	8.95517075	7.28E-05	0.00073699
YCR061W	YCR061W	0.69914617	4.53148391	0.00056731	0.00401468
YPL202C	AFT2	0.69969324	6.4462313	9.49E-05	0.00092405
YOL139C	CDC33	0.70005726	5.75614391	8.96E-05	0.00087614
YNL278W	CAF120	0.70254951	7.78883119	0.00011477	0.00107572
YIL137C	TMA108	0.70301973	7.50857668	0.00030057	0.00230363
YPL230W	USV1	0.70428079	6.06539856	0.0070406	0.03094656
YLL016W	SDC25	0.70465784	8.04732608	4.57E-05	0.00052712
YDL206W	YDL206W	0.70608603	7.30440825	0.00065537	0.00447377
YLL004W	ORC3	0.70721231	12.6628647	0.00029772	0.00229004
YJL125C	GCD14	0.70962366	4.7039603	0.00631522	0.028526
YIL117C	PRM5	0.71577041	13.0277457	0.00108221	0.00685828
YBL047C	EDE1	0.71584148	10.5560523	5.04E-05	0.00056394

YLL046C	RNP1	0.71595888	7.87401068	6.00E-06	0.00010176
YAR008W	SEN34	0.7173776	5.57294122	8.34E-05	0.00083169
YNL283C	WSC2	0.71801411	7.81106773	6.04E-05	0.00064351
YOL075C	YOL075C	0.72024989	7.76944399	4.27E-06	7.61E-05
YKL208W	CBT1	0.72045368	8.24531271	6.69E-06	0.00010836
YAL023C	PMT2	0.72773969	9.10694913	3.62E-05	0.00042927
YML058W	SML1	0.72888947	4.26419017	0.00150031	0.00897228
YNL224C	SQS1	0.72979393	4.9998569	0.00016164	0.00141223
YFL023W	BUD27	0.73739539	7.26188455	2.27E-05	0.00028877
YFL005W	SEC4	0.74222654	7.49850264	2.23E-05	0.00028561
YJL162C	JJJ2	0.74303901	6.71949438	0.00012326	0.00113294
YIL107C	PFK26	0.74722296	12.1832722	0.00112432	0.00704827
YCL008C	STP22	0.74812645	8.03573317	3.53E-05	0.00042126
YHR005C-A	TIM10	0.74926929	4.15244813	0.00880302	0.03700753
YJL206C	YJL206C	0.75145034	8.49520026	1.60E-06	3.40E-05
YBL056W	PTC3	0.75285836	6.5434168	6.22E-05	0.0006534
YKL134C	Oct-01	0.75425297	7.10686634	3.91E-06	7.22E-05
YPL233W	NSL1	0.75543208	7.96297073	3.01E-05	0.00036264
YKL113C	RAD27	0.75608622	3.78686381	0.00430111	0.0213847
YPL222W	FMP40	0.75720008	10.1830037	2.19E-05	0.00028202
YGL196W	DSD1	0.75754488	8.65231168	7.44E-06	0.00011869
YFL010C	WWM1	0.76110534	5.12142856	0.00338068	0.01788806
YGL169W	SUA5	0.76465395	4.20738824	0.00061658	0.00431352
YOL100W	PKH2	0.76497088	10.4070185	1.96E-05	0.00026332
YKL181W	PRS1	0.76701628	7.81710305	3.83E-06	7.13E-05
YAL032C	PRP45	0.7689794	6.30280389	5.02E-06	8.73E-05
YIL157C	COA1	0.77001966	7.64258111	2.11E-06	4.30E-05
YAL020C	ATS1	0.77642482	6.6250985	6.14E-06	0.00010176
YGL212W	VAM7	0.78336275	5.97072215	0.00106357	0.0068011
RUF20	RUF20	0.78495861	8.30199923	3.83E-06	7.13E-05
YPL189W	GUP2	0.79055005	6.94753285	2.03E-06	4.18E-05
YHR039C	MSC7	0.79375631	6.45643672	6.88E-06	0.00011068
YDL183C	YDL183C	0.79953314	9.54835347	4.17E-06	7.54E-05
YCR001W	YCR001W	0.80052545	4.27391745	0.01021153	0.04185151
YFL010W-A	AUA1	0.80594806	3.33124951	0.00197504	0.01127156
YML111W	BUL2	0.81672311	9.23793305	2.75E-07	7.29E-06
YIL092W	YIL092W	0.81691385	6.99569192	7.78E-07	1.84E-05
YML071C	COG8	0.82047595	9.53300609	2.72E-06	5.46E-05
YLL009C	COX17	0.82545991	6.9784044	3.37E-06	6.50E-05
YCL018W	LEU2	0.82726301	6.28417895	0.00016386	0.00142573
YJL121C	RPE1	0.83195865	4.80467651	0.00024612	0.00196019
YJL171C	TOH1	0.8320192	6.53087079	0.00822537	0.03518173

YAL012W	CYS3	0.83608887	9.85372247	1.33E-06	3.01E-05
YOL077C	BRX1	0.83946068	3.66859496	0.0007832	0.00516379
YLL048C	YBT1	0.83949757	9.86432672	1.44E-05	0.00021077
YNL304W	YPT11	0.84240252	6.77479514	8.73E-08	2.65E-06
YDL193W	NUS1	0.84451008	5.76018489	0.000484	0.00349502
YOL105C	WSC3	0.85001311	6.49858643	1.29E-05	0.00019031
YAR028W	YAR028W	0.85182191	5.85437148	1.57E-06	3.36E-05
YDL222C	FMP45	0.85480861	6.86557662	3.36E-06	6.50E-05
YBL033C	RIB1	0.86196916	5.55755106	2.31E-06	4.67E-05
YCR009C	RVS161	0.87847049	9.17325805	1.17E-07	3.45E-06
YIL122W	POG1	0.87866781	9.41338418	2.30E-07	6.26E-06
YDL227C	HO	0.88215682	9.18959991	3.09E-08	1.01E-06
YCR015C	CTO1	0.88449139	11.6932073	1.57E-05	0.00022218
YDL177C	YDL177C	0.88454811	11.7299347	1.47E-05	0.0002128
YJL207C	LAA1	0.89392475	10.3100981	2.82E-06	5.59E-05
YHR013C	ARD1	0.8953999	8.94727821	4.69E-08	1.46E-06
YOL149W	DCP1	0.89637775	5.10343883	0.0004692	0.00341759
YEL056W	HAT2	0.8977287	8.85360716	8.44E-09	3.32E-07
YBL041W	PRE7	0.90597651	11.5314053	1.29E-05	0.00019031
YPL204W	HRR25	0.90863962	11.7907934	0.00012957	0.00118571
YPL262W	FUM1	0.91092171	8.67255879	4.76E-09	1.94E-07
YJL105W	SET4	0.91235715	4.71204003	1.13E-05	0.00016956
YER017C	AFG3	0.91394138	7.05960063	6.46E-08	1.99E-06
YOL116W	MSN1	0.91638491	6.72457207	0.0042305	0.02108296
YIL159W	BNR1	0.91789127	9.50978096	2.87E-05	0.00034854
YCR026C	NPP1	0.92320265	12.1311355	0.00010424	0.00099504
YNL313C	EMW1	0.9238707	9.4788967	1.42E-08	4.77E-07
YBL091C	MAP2	0.93049128	8.60229475	2.19E-09	1.01E-07
YCL044C	MGR1	0.930782	8.91720762	1.65E-09	7.96E-08
YHL029C	OCA5	0.93125531	9.34151008	8.65E-09	3.34E-07
YOL083W	ATG34	0.93147751	9.50137936	4.01E-06	7.34E-05
YCL005W	LDB16	0.93179387	6.42490651	5.53E-07	1.33E-05
YAR035W	YAT1	0.93966379	7.10709328	1.33E-08	4.56E-07
YFL042C	LAM5	0.94198534	9.21909687	5.23E-09	2.10E-07
YKL170W	MRPL38	0.94382318	7.63726992	8.86E-09	3.36E-07
YNL281W	HCH1	0.9539673	4.80986052	0.00061331	0.00431145
YOL148C	SPT20	0.97032125	9.04908979	1.25E-09	6.33E-08
YGL241W	KAP114	0.97627741	9.73838255	2.77E-09	1.23E-07
YML083C	YML083C	0.99388232	6.96047979	0.00135409	0.00823705
YAL053W	FLC2	1.00082542	9.63111298	8.29E-10	4.54E-08
YGL149W	YGL149W	1.00291697	2.06084361	0.00477531	0.02298863
YNL256W	FOL1	1.00853653	11.8801246	2.86E-05	0.00034854

YCL035C	GRX1	1.01619828	3.90407907	8.16E-06	0.00012739
YER007W	PAC2	1.0218774	11.886708	2.39E-05	0.00030191
YAR010C	YAR010C	1.03284841	11.7910128	2.00E-05	0.0002647
YKL209C	STE6	1.05724473	9.53673227	1.57E-06	3.36E-05
YHR028C	DAP2	1.0583161	11.6216399	8.99E-06	0.00013827
YDL164C	CDC9	1.06926629	11.6041	7.99E-06	0.00012562
YOL111C	MDY2	1.08977046	5.73904488	3.61E-08	1.16E-06
YAL025C	MAK16	1.10983125	6.87164778	0.0002874	0.00222679
YFR034C	PHO4	1.11122571	3.67170982	7.12E-05	0.00072995
YFR010W	UBP6	1.1133622	11.5128188	4.63E-06	8.18E-05
YLL045C	RPL8B	1.11951108	7.61554859	2.42E-12	1.90E-10
YBL092W	RPL32	1.12803834	6.57874596	9.32E-10	4.95E-08
YKL151C	NNR2	1.13099977	11.5694456	4.19E-06	7.54E-05
YOL147C	PEX11	1.15380449	7.38234366	1.65E-12	1.35E-10
YBL064C	PRX1	1.15926717	6.7481292	9.68E-05	0.00093865
YIL158W	AIM20	1.16184822	7.30766625	5.74E-11	3.81E-09
YML043C	RRN11	1.1642101	6.33559174	9.64E-10	4.99E-08
YAR029W	YAR029W	1.17766708	1.59829085	0.00954646	0.03958423
YPL264C	YPL264C	1.18817183	7.51764029	3.24E-05	0.00038804
YCL047C	POF1	1.19380919	7.16346883	0.00019493	0.00164162
YML054C	CYB2	1.19682765	10.8084466	3.50E-07	8.75E-06
YBL095W	MRX3	1.20372676	7.03618748	2.01E-05	0.0002647
YAL054C	ACS1	1.20770268	9.01881864	5.06E-06	8.73E-05
YDL200C	MGT1	1.20954196	6.39291523	5.82E-05	0.00063007
YGL243W	TAD1	1.2133971	7.81837828	4.69E-05	0.00053501
YFL045C	SEC53	1.21695911	7.06142158	0.00010452	0.00099504
YCL045C	EMC1	1.21733555	8.79528306	8.17E-12	5.98E-10
YNL315C	ATP11	1.2275764	7.31065677	2.06E-05	0.00026983
YPL263C	KEL3	1.23769495	8.45163213	7.93E-11	5.10E-09
YML113W	DAT1	1.24762311	7.73490221	1.85E-05	0.00025548
YDL229W	SSB1	1.25206227	8.35268704	1.42E-06	3.18E-05
YOL151W	GRE2	1.2672964	7.99819935	1.89E-05	0.00025851
YEL058W	PCM1	1.27533733	8.63875607	6.06E-06	0.00010176
YBL093C	ROX3	1.28179568	7.76954691	6.58E-06	0.00010799
YLR008C	PAM18	1.32491306	10.5054427	1.28E-07	3.62E-06
YFL044C	OTU1	1.32905184	7.01909383	1.22E-07	3.54E-06
YNL314W	DAL82	1.37659727	7.72533746	3.17E-07	8.22E-06
YGL242C	YGL242C	1.37943032	6.98211686	1.24E-07	3.55E-06
YEL027W	VMA3	1.40161187	6.03957032	9.97E-07	2.30E-05
YML058W-A	HUG1	1.64635145	1.81421755	8.60E-05	0.00085339

Supplementary table 4. Effect of genipin protection in yeast transcriptome. 235 genes were found differentially expressed (FDR<0.05) in cells overexpressing α Syn-GFP incubated with 10 μ M of genipin comparing with cells overexpressing α Syn-GFP.

ORF	ID	logFC	logCPM	PValue	FDR
YBL014C	RRN6	-8.892796	2.26672279	4.56E-23	6.91E-21
YFR023W	PES4	-8.892796	2.26672279	4.56E-23	6.91E-21
YPL183C	RTT10	-8.892796	2.26672279	4.56E-23	6.91E-21
YCR039C	MATALPHA2	-8.8388896	2.21645615	9.63E-22	1.08E-19
YGL161C	YIP5	-8.8388896	2.21645615	9.63E-22	1.08E-19
YIL087C	AIM19	-8.8388896	2.21645615	9.63E-22	1.08E-19
YLR028C	ADE16	-8.8388896	2.21645615	9.63E-22	1.08E-19
YOL069W	NUF2	-8.8388896	2.21645615	9.63E-22	1.08E-19
YNL222W	SSU72	-7.2491367	0.81042776	8.64E-10	3.99E-08
YDL130W-A	STF1	-6.8136361	0.45624609	1.16E-07	4.34E-06
YCL058W-A	ADF1	-6.739753	7.01787076	1.18E-54	8.37E-52
YHR062C	RPP1	-6.5449997	12.8223687	7.76E-14	4.71E-12
YNL225C	CNM67	-6.47409	12.823813	8.16E-15	5.26E-13
YDL133W	SRF1	-6.4691763	12.8238429	8.15E-15	5.26E-13
YJL106W	IME2	-6.3921126	12.8253275	3.50E-18	2.98E-16
YER022W	SRB4	-6.3850078	2.23669602	6.33E-21	6.72E-19
YCR057C	PWP2	-6.2819496	12.8274903	1.51E-20	1.53E-18
YGL150C	INO80	-5.9795898	12.8351881	7.74E-24	1.64E-21
YBL005W-B	YBL005W-B	-5.8908592	12.8381652	6.95E-26	1.64E-23
YHR050W-A	YHR050W-A	-5.5723591	-0.4304251	0.00078361	0.00931632
YJL170C	ASG7	-5.3568841	7.99362672	7.88E-78	1.67E-74
YCL058C	FYV5	-4.838599	7.07319289	1.11E-39	4.72E-37
YGL226W	MTC3	-4.5421655	7.4652347	1.13E-65	1.20E-62
YHR047C	AAP1	-3.9920022	2.42695381	6.56E-18	5.36E-16
YPL252C	YAH1	-3.8436593	7.01795875	1.65E-49	8.78E-47
YOL164W-A	YOL164W-A	-3.4668585	-0.1239227	0.0042807	0.03264044
YKL217W	JEN1	-2.8693191	7.3840816	4.26E-23	6.91E-21
YNL284C-A	YNL284C-A	-2.864488	8.29183776	2.19E-30	7.77E-28
YNL240C	NAR1	-2.8113168	2.57885381	1.29E-12	6.71E-11
YOL157C	IMA2	-2.6830856	7.40288104	2.44E-20	2.35E-18
YIL131C	FKH1	-2.300885	8.44490667	5.81E-20	5.14E-18
YLL021W	SPA2	-2.2362733	8.54493325	5.04E-20	4.66E-18
YPL274W	SAM3	-2.2206252	7.50100383	1.92E-15	1.36E-13
YHL003C	LAG1	-2.0890423	8.52964804	3.89E-16	2.85E-14
YPL237W	SUI3	-2.0381474	8.55727839	2.00E-15	1.37E-13
YLL058W	YLL058W	-1.8323715	7.62476985	1.09E-10	5.28E-09
YHL038C	CBP2	-1.8084721	7.63816075	2.81E-10	1.32E-08
YKL183C-A	YKL183C-A	-1.7897304	2.61020028	3.91E-07	1.34E-05

YFL053W	DAK2	-1.6715928	7.68430928	1.19E-09	5.36E-08
YHL048C-A	YHL048C-A	-1.5875777	1.41429469	0.00078476	0.00931632
YGL207W	SPT16	-1.5869964	8.88359755	1.94E-11	9.81E-10
YJL146W	IDS2	-1.5812738	8.11839541	3.38E-17	2.57E-15
YER038W-A	FMP49	-1.5634997	3.61631217	1.59E-05	0.00034841
YIL169C	CSS1	-1.5508951	7.79495446	7.71E-09	3.21E-07
YDL240W	LRG1	-1.5242787	7.82337973	7.57E-09	3.21E-07
YPL169C	MEX67	-1.5191562	2.44164332	0.00121925	0.01257722
YPL170W	DAP1	-1.5122255	3.46264134	3.08E-05	0.00062657
YCR063W	BUD31	-1.4938267	3.44943882	4.26E-05	0.00081637
YNL284C-B	YNL284C-B	-1.4230727	9.12323293	1.30E-09	5.77E-08
YLL066W-B	YLL066W-B	-1.325336	1.75051665	0.00131837	0.01315278
YFL038C	YPT1	-1.3179478	3.87288295	7.88E-06	0.00019946
YHL006C	SHU1	-1.2631136	3.71558029	4.25E-05	0.00081637
YJL113W	YJL113W	-1.2445875	3.62804687	5.34E-07	1.72E-05
YOL054W	PSH1	-1.2394169	4.29985769	9.58E-06	0.00023134
YHR007C-A	YHR007C-A	-1.2085983	3.62752805	7.05E-06	0.00018737
YBL039W-B	MIN6	-1.1884219	3.9214898	5.25E-07	1.71E-05
YCL005W-A	VMA9	-1.18473	2.97289056	0.0019535	0.01804864
YLL023C	POM33	-1.1599077	4.69201063	3.96E-06	0.00011233
YGL235W	YGL235W	-1.1100457	3.4791607	0.0008915	0.01002352
YEL076C	YEL076C	-1.1046988	2.08645453	0.00492197	0.03613671
YER039C	HVG1	-1.0980124	4.6382498	2.39E-05	0.00049919
YPL179W	PPQ1	-1.0917728	3.73463819	3.96E-05	0.00078581
YCR045C	RRT12	-1.0885345	3.64211043	0.00010066	0.00176783
YAL063C-A	YAL063C-A	-1.0879044	2.75411826	0.00281701	0.02384916
YIL071C	PCI8	-1.0746677	4.15226812	0.00011683	0.00200208
YGL146C	RRT6	-1.0595794	4.04327631	0.00011806	0.00200534
YJL103C	GSM1	-1.0563413	2.8437638	0.00554277	0.0386374
YBL021C	HAP3	-1.0304082	2.07727142	0.00646287	0.04351585
YEL020W-A	TIM9	-1.0260412	3.57198403	0.00010048	0.00176783
YML129C	COX14	-0.965136	2.52166089	0.00445929	0.03384285
YFR028C	CDC14	-0.9570029	3.71750677	0.00021633	0.00343059
YPL229W	YPL229W	-0.9469107	4.87895257	6.80E-06	0.00018288
YJL161W	FMP33	-0.9445684	4.71492833	2.99E-05	0.00061617
YIL127C	RRT14	-0.9352162	4.85566161	8.53E-06	0.0002107
YLR040C	AFB1	-0.9276222	3.37292779	0.00211733	0.0193104
YHL048W	COS8	-0.8905543	4.23063324	0.00085625	0.00983534
YFL062W	COS4	-0.8799681	4.25507693	0.00140979	0.01393401
YGL193C	YGL193C	-0.8787838	8.569843	2.06E-05	0.00044147
YCL026C-B	HBN1	-0.8718383	4.64203197	1.28E-05	0.00029476
YKL125W	RRN3	-0.8496941	3.96601145	0.00124714	0.01273553

YBL071W-A	KTI11	-0.847705	3.12848377	0.00466982	0.03471052
YHR065C	RRP3	-0.8445982	5.0033953	0.00098641	0.01069448
YBL004W	UTP20	-0.8240721	5.32212483	0.0010101	0.01084073
YML039W	YML039W	-0.8168801	4.78617846	4.15E-05	0.00081637
RPR1	RPR1	-0.8139803	4.5682578	0.00155724	0.01517948
YCL028W	RNQ1	-0.8085764	5.42607014	0.00017679	0.0028898
YFL016C	MDJ1	-0.8075566	5.07197543	0.00023416	0.00365876
YIL134C-A	YIL134C-A	-0.8050263	3.37158381	0.00254242	0.02210198
YFR037C	RSC8	-0.7757189	5.29676277	0.00189638	0.01759744
YEL034W	HYP2	-0.7722921	3.85422997	0.00232544	0.02076286
YKL182W	FAS1	-0.771222	9.51340751	0.00045272	0.00632915
YBL038W	MRPL16	-0.7682211	4.52867662	0.00092114	0.01030219
YJL111W	CCT7	-0.7659254	4.1164463	0.00089007	0.01002352
YLL003W	SFI1	-0.7599094	9.37724916	0.00055557	0.00742503
YNL223W	ATG4	-0.7499974	4.78217443	0.0051098	0.03687391
YDL202W	MRPL11	-0.74015	4.4877736	0.00709722	0.04698313
YGL208W	SIP2	-0.7258128	5.58117871	0.00012463	0.00208532
YJL172W	CPS1	-0.7210683	5.79531187	0.00155584	0.01517948
YFL002W-B	YFL002W-B	-0.7084555	11.0058015	0.0018261	0.01724648
YCL073C	GEX1	-0.7077043	4.99183413	0.00074459	0.00909337
YOL104C	NDJ1	-0.6976874	5.46583196	0.00043527	0.00616639
YIL134W	FLX1	-0.6887222	5.20876177	0.00157209	0.01525428
YJL179W	PFD1	-0.6835322	4.49692193	0.00125258	0.01273553
YOL117W	RRI2	-0.6762273	5.99385488	0.00274318	0.02341068
YNL269W	BSC4	-0.6712011	7.42473332	0.00119199	0.01235604
YCR002C	CDC10	-0.6702843	5.98422906	0.00234769	0.0207868
YGL191W	COX13	-0.6651655	4.83680822	0.00056788	0.00754213
YOL164W	BDS1	-0.6536571	5.09627747	0.00388547	0.03046723
YKL129C	MYO3	-0.6535652	5.10428149	0.00085497	0.00983534
YOL113W	SKM1	-0.6464082	5.76051891	0.00550945	0.0386374
YCL032W	STE50	-0.636127	6.25456404	0.00481111	0.03562234
YNL277W	MET2	-0.6313979	6.14353046	0.00169801	0.01625345
YNL300W	TOS6	-0.6302286	6.53793798	0.0026963	0.02310335
YFL009W	CDC4	-0.6171454	6.83445889	0.00366889	0.02919993
YPL240C	HSP82	-0.6073055	6.61551443	0.00110596	0.01163444
YEL006W	YEA6	-0.5954138	6.25021397	0.00060089	0.00773872
YIL161W	YIL161W	-0.5921046	5.81810061	0.00096952	0.01061969
YDL175C	AIR2	-0.5915185	6.38607028	0.00061325	0.00780328
YCR022C	YCR022C	-0.5906162	5.27234219	0.00224595	0.02013774
YML063W	RPS1B	-0.5793682	5.05476546	0.00520779	0.03726113
YKL163W	PIR3	-0.5782992	6.2095391	0.00074232	0.00909337
YPL257W	YPL257W	-0.5691391	5.5928115	0.004535	0.03429492

YBL072C	RPS8A	-0.5676218	5.49855876	0.00342751	0.02779949
YGL187C	COX4	-0.5613429	5.04440815	0.00587832	0.04055659
YBL066C	SEF1	-0.5495324	6.9393763	0.00467163	0.03471052
YEL064C	AVT2	-0.5450972	5.20509736	0.00285236	0.02405265
YHR006W	STP2	-0.5257087	5.6682942	0.00513632	0.03687391
YBL054W	TOD6	-0.5208489	5.96832296	0.00617653	0.04193334
YPL188W	POS5	0.4770298	6.14766835	0.00550033	0.0386374
YCR035C	RRP43	0.4910092	6.00807669	0.00378398	0.02981314
YKL133C	RCI50	0.49110415	6.22000899	0.00406115	0.03126793
YKL171W	NNK1	0.49570789	8.77221756	0.00647106	0.04351585
YIL091C	UTP25	0.49577281	6.65443661	0.00461974	0.03468889
YKL116C	PRR1	0.49669378	5.40732839	0.00659191	0.04418866
YIL074C	SER33	0.50685781	5.36595997	0.00638857	0.04323478
YML027W	YOX1	0.5077152	5.14991918	0.00700788	0.04653672
YKL126W	YPK1	0.51288743	5.35043746	0.00595907	0.04098064
YGL233W	SEC15	0.514023	8.18015305	0.00580595	0.04018776
YPL180W	TCO89	0.52021632	5.32671807	0.00501012	0.03647416
YBL086C	YBL086C	0.53331119	8.62505944	0.0049316	0.03613671
YEL063C	CAN1	0.55173389	7.84900842	0.00713252	0.04707023
YNL323W	LEM3	0.56698516	7.45825371	0.00689292	0.04591681
YAR028W	YAR028W	0.56914621	5.97823795	0.00088477	0.01002352
YIL123W	SIM1	0.5698579	8.10187758	0.00163104	0.0156831
YNL327W	EGT2	0.57292801	6.2586786	0.00395754	0.03073247
YHR061C	GIC1	0.57644706	4.94617425	0.00303625	0.02510516
YOL105C	WSC3	0.57769491	6.61611571	0.00601666	0.04111065
YBL074C	AAR2	0.57803819	7.77417004	0.00236704	0.02087121
YML123C	PHO84	0.57892632	6.17370401	0.00356333	0.02857387
YJL216C	IMA5	0.58522529	5.8983673	0.00501198	0.03647416
YBL017C	PEP1	0.58838075	8.11927857	0.00464867	0.03471052
YEL022W	GEA2	0.58982382	8.35452261	0.00391549	0.03058975
YGL250W	RMR1	0.60302727	6.74778649	0.00482792	0.03562267
YLR019W	PSR2	0.60333389	5.30868985	0.00662623	0.04427906
YAL046C	BOL3	0.60602151	5.70373111	0.00094526	0.01046182
YEL039C	CYC7	0.60808248	3.87812258	0.00752947	0.04923114
YOL139C	CDC33	0.61202356	5.79340305	0.0042855	0.03264044
YBL084C	CDC27	0.61360499	10.1510117	0.00512862	0.03687391
YOL135C	MED7	0.61486549	6.47714433	0.00238198	0.02091613
YJL118W	YJL118W	0.61656743	5.5633903	0.00071907	0.00893585
YLL010C	PSR1	0.61800856	7.7618937	0.00077477	0.00930157
YDL194W	SNF3	0.62120893	7.80044702	0.00175918	0.0166887
YDL216C	RRI1	0.6225493	8.24333818	0.00113472	0.01186645
YLR024C	UBR2	0.62721682	8.37498647	0.00093118	0.01036

YFR032C	RRT5	0.62759434	4.33197737	0.00531848	0.03767259
YJL155C	FBP26	0.64753646	7.82356324	0.00042691	0.00608852
YGL253W	HXK2	0.64862276	6.07242664	0.00053368	0.00722339
YNL278W	CAF120	0.65811801	7.8157986	0.00185416	0.01735724
YEL013W	VAC8	0.66970468	8.05471469	0.00022719	0.00357608
YGL167C	PMR1	0.67001783	7.7366025	0.00054877	0.00738065
YJL162C	JJJ2	0.67321312	6.75266954	0.00088881	0.01002352
YCR008W	SAT4	0.67500752	8.24685481	0.00020171	0.00327196
YAL013W	DEP1	0.68260202	7.71540993	0.00020729	0.00333707
YBL102W	SFT2	0.68277947	4.73979066	0.00316278	0.02601816
YLL035W	GRC3	0.68432392	9.03536405	0.00059044	0.0076974
YDL222C	FMP45	0.68589124	6.94647916	0.00038408	0.00562879
YIL083C	CAB2	0.68636261	3.43923957	0.00528463	0.03767094
YNL304W	YPT11	0.68888264	6.85258081	0.0005745	0.00754783
YPL263C	KEL3	0.68934881	8.7008953	0.00317115	0.02601816
YKL198C	PTK1	0.70009334	9.02400845	0.0005036	0.00690424
YPL255W	BBP1	0.71128056	7.82676584	0.00073853	0.00909337
YHL019C	APM2	0.71129052	9.10729239	0.00047606	0.00656905
YCL029C	BIK1	0.72352535	8.94847464	0.0003428	0.00509406
YCR044C	PER1	0.72411789	4.4513562	0.00241948	0.02115801
YNL229C	URE2	0.72710368	3.57539834	0.00265052	0.02289577
YML102W	CAC2	0.73011932	8.94984482	0.00029416	0.00446496
YJL121C	RPE1	0.73048393	4.8393722	0.00350287	0.02830266
YAL039C	CYC3	0.73888367	8.6908152	0.0002558	0.00393891
YNL243W	SLA2	0.75471881	7.6841601	0.00010057	0.00176783
YAL044W-A	BOL1	0.75589093	6.21660425	3.21E-05	0.00064278
YGL228W	SHE10	0.76093316	9.27021493	0.0001405	0.00233248
YLL016W	SDC25	0.76148467	8.03728629	0.00035783	0.00528043
YFL011W	HXT10	0.77586756	7.28042776	0.00016277	0.00268126
YDL148C	NOP14	0.77641164	7.56050496	4.19E-05	0.00081637
YML076C	WAR1	0.79526706	7.81697342	8.32E-05	0.00152413
YFR025C	HIS2	0.81447213	3.13994237	0.00279029	0.0237175
YER034W	YER034W	0.81671127	4.22321979	0.00010542	0.00182127
YAL055W	PEX22	0.82389071	6.24649624	1.37E-05	0.00030985
YPL204W	HRR25	0.83268138	11.8544915	0.00736144	0.0484305
YOL136C	PFK27	0.83987089	8.4311123	8.06E-06	0.00020161
YEL046C	GLY1	0.85328791	8.13912609	7.67E-06	0.00019642
YBL057C	PTH2	0.85725558	6.25454295	8.14E-05	0.00150484
YOL083W	ATG34	0.85979695	9.56405517	0.00047201	0.00655574
YCR026C	NPP1	0.86079361	12.1913253	0.00530052	0.03767094
YOL075C	YOL075C	0.86479174	7.72786837	2.60E-06	7.57E-05
YGL203C	KEX1	0.87355633	7.63014841	1.36E-05	0.00030979

YBL056W	PTC3	0.88814983	6.49979774	1.06E-05	0.00024973
YNL256W	FOL1	0.89403316	11.965568	0.00378802	0.02981314
YAR010C	YAR010C	0.90525032	11.8828381	0.00372433	0.02953062
YER007W	PAC2	0.90774583	11.9730482	0.00355305	0.02857387
YKL134C	OCT1	0.91370153	7.06262368	1.39E-05	0.00031118
YHR028C	DAP2	0.91400117	11.7210782	0.00234282	0.0207868
YDL164C	CDC9	0.92252131	11.7051508	0.00215277	0.0194665
YDL229W	SSB1	0.9439178	8.51429037	0.00298408	0.02477021
YPL189W	GUP2	0.95186584	6.90660997	2.81E-06	8.06E-05
YFR010W	UBP6	0.9531402	11.6215219	0.00160377	0.01549099
YML113W	DAT1	0.95521956	7.88790069	0.00562962	0.03909458
YKL151C	NNR2	0.9600562	11.6830084	0.00187308	0.01745742
YKL178C	STE3	0.97130262	7.00015205	9.60E-07	3.00E-05
YIL092W	YIL092W	0.98046922	6.95706131	1.57E-06	4.71E-05
YHR005C	GPA1	0.98696352	6.82336922	3.12E-07	1.09E-05
YCL001W-B	YCL001W-B	0.99762503	4.48649061	8.04E-05	0.00149791
YCL001W-A	YCL001W-A	1.01370204	5.50229303	1.74E-05	0.00037647
YBL093C	ROX3	1.02932211	7.9106926	0.00254823	0.02210198
YOL149W	DCP1	1.04659213	5.05548575	5.45E-05	0.00103328
YML054C	CYB2	1.04718401	10.9189563	0.000212	0.00338728
YER017C	AFG3	1.06485822	7.03335287	5.08E-07	1.69E-05
YAR035W	YAT1	1.07988474	7.0870982	1.19E-07	4.37E-06
YAL020C	ATS1	1.0809253	6.52896115	5.42E-08	2.05E-06
YFL044C	OTU1	1.09014622	7.15283875	0.00083983	0.00975218
YGL242C	YGL242C	1.12479315	7.12255672	0.00070398	0.00885177
YNL314W	DAL82	1.12987554	7.86881234	0.00096418	0.01061595
YLR008C	PAM18	1.13548911	10.6366373	0.00010198	0.00177631
YML043C	RRN11	1.20016284	6.36182902	3.75E-08	1.47E-06
YFL068W	YFL068W	1.44107905	2.26136647	0.0001189	0.00200534

Supplementary table 5. Metabolites determined by NMR.

	Concentrations (μM)															
Compound*	1	2	3	4	5	6	7	8	9	10	11	12	13	14	15	16
Compound ID	284	1713	1714	1716	9	272	240	22	101423	117	205	32	2410	286	258	229
A1	0.8	4.8	3.6	10	7.9	2.4	11.5	7.4	3.1	2.7	6.3	28	0.9	2.8	55.6	5.7
A2	0.9	3.6	2.9	6.3	15.5	2.1	4.5	6.7	3.4	2.1	5.1	33.2	0.6	1	15.1	7.5
A3	0.8	4.6	8	8.2	26.9	1.7	10.6	8	5	4.2	8.6	42.6	2.2	3.6	21	6
E1	0.7	6.4	5.9	11.4	11.8	4.6	14.5	7.4	3.3	5	11	30.6	2	3.6	38.6	9.5
E2	0.8	5.6	5.3	6.9	15	4.2	15.2	2.9	4	1.9	7.4	34.3	1.1	4.2	52.6	10
E3	0.9	8.2	7.6	9.1	9.3	3.7	15	4.5	6.2	3.3	13.3	25.6	1.4	5.6	123	16.5
G1	0.7	6.7	5.3	5.5	11.1	4.3	12.6	3.3	5.9	5.3	8.4	29.9	0.8	4.8	5.9	13.8
G2	0.7	8.2	5.9	14.6	14.5	5.7	11	8.5	9.4	7.5	6.4	32.8	1.7	4.4	15.6	15.6
G3	0.9	6.2	7.7	6.2	31	3.6	14.7	2.9	4.2	5.9	9.9	41.1	2.5	3.6	7.9	11.6
AG1	0.7	8.9	6.6	11.7	11.1	2.1	7.6	9.4	4.8	7.8	11.3	30.6	1.7	3.4	13.5	7.2
AG2	0.7	6.5	7.6	11.9	10.1	1.6	13	8.1	5.7	7.6	9.5	29.7	2.2	3.4	6.4	12.4
AG3	0.9	6.3	13.7	9.6	26.9	1	15.9	12	6.5	8.2	9.6	44.3	2.9	2.6	11.8	10.8

*Compound: 1- 3-Hydroxyisovalerate; 2- ADP; 3- AMP; 4- ATP; 5- Acetate; 6- Adenine; 7- Arginine; 8- Citrate; 9- Coenzyme A;10- Ornithine;11- Ethanol;12- Formate;13- GTP;14- Galactitol;15- Galactose; 16- Glutamate;17- Glycerol; 18- Histidine;19- Lactate;20- Lysine;21- NAD⁺;22- Nicotinurate;23- O-Phosphocholine;24- Succinate;25- Threonine;26- Trehalose;27- UDP-N-Acetylglucosamine;28- UDP-galactose;29- UDP-glucose;30- UMP;31- Valine; 32- sn-Glycero-3-phosphocholine. Compound ID: Control cells with empty vector– E, Control cells with empty vector + 10 μM genipin – EG, $\alpha\text{Syn-GFP}$ cells – A, $\alpha\text{Syn-GFP}$ cells + 10 μM genipin – AG.

	Concentrations (μM)															
Compound*	17	18	19	20	21	22	23	24	25	26	27	28	29	30	31	32
Compound ID	36	217	42	291	499	2781	321	60	219	1776	4553	1255	1287	3341	215	333
A1	4.6	1.9	3.3	17.5	0.7	5.3	0.8	1.4	2.6	5.7	4.9	2.4	5	1.5	0.8	0.6
A2	3.9	1.2	2	14.4	0.5	3.4	0.5	1	1.2	5.8	4.3	2.8	4.8	4.5	0.3	1.3
A3	3.4	0.9	2.8	25.7	0.8	6.3	0.7	1.4	2.5	6.5	2.8	1.6	4	5	0.6	0.5
E1	4.9	5.6	4.1	33.1	0.7	8.1	1	1.7	5.7	4.6	1.3	3.4	7	4	1	0.7
E2	9.3	4.4	4.3	16.6	0.7	6.9	0.9	1.6	3.5	2.5	3.2	3.9	7.5	3.6	0.9	0.7
E3	8.5	7.3	3.1	25	1.1	8.9	0.9	2.8	5.1	5.9	3.6	3	7.2	5.1	1.6	0.9

G1	5.6	5.5	3.3	36.2	1	6.9	0.8	1.7	3.2	3.7	5.3	2.6	6.9	3.4	0.6	0.5
G2	4.6	8.2	3	50.7	1.5	11	1	1.6	3.6	1.3	4	5.3	8.5	6.1	0.6	0.6
G3	3.6	4.9	2	41.7	-	3.8	0.8	1.7	2.8	2.7	2.1	1.3	2.4	6.7	0.7	0.4
AG1	5.2	2	5.2	24.4	-	7.2	0.4	1.4	2.9	0.7	4.8	2.6	5.8	3.6	-	0.5
AG2	4.9	2.2	3.4	40.1	1.5	8.9	0.7	1.6	3.8	6.8	6.1	3.8	5.5	2.5	-	0.4
AG3	4.1	2.4	4	43	1.2	12.5	1	1.9	2.8	6.3	5.7	1.8	4.7	7.6	0.7	0.6

*Compound: 1- 3-Hydroxyisovalerate; 2- ADP; 3- AMP; 4- ATP; 5- Acetate; 6- Adenine; 7- Arginine; 8- Citrate; 9- Coenzyme A;10- Ornithine;11- Ethanol;12- Formate;13- GTP;14- Galactitol;15- Galactose; 16- Glutamate;17- Glycerol; 18- Histidine;19- Lactate;20- Lysine;21- NAD⁺;22- Nicotinurate;23- O-Phosphocholine;24- Succinate;25- Threonine;26- Trehalose;27- UDP-N-Acetylglucosamine;28- UDP-galactose;29- UDP-glucose;30- UMP;31- Valine; 32- sn-Glycero-3-phosphocholine. Compound ID: Control cells with empty vector– E, Control cells with empty vector + 10 μ M genipin – EG, α Syn-GFP cells – A, α Syn-GFP cells + 10 μ M genipin – AG.

Supplementary table 6. List of reagents.

Item Name	Brand	Catalog #
Reagents		
Acetone, 99.6%, ACS reagent	Acros Organics	423240025
Acetonitrile, HPLC for gradient analysis	Fisher Chemical	A/0627/17
Acrylamide, suitable for electrophoresis, $\geq 99\%$	Sigma-Aldrich	A8887-500G
Agarose	Fisher BioReagents	BP160-500
CSM (powder)	MP Biomedicals	4500022
CSM-Ura (powder)	MP Biomedicals	4511212
D-(+)-Galactose, suitable for microbiology, $\geq 99.0\%$	Merck Millipore	48260-500G-F
D-(+)-Glucose, powder, BioReagent	Sigma-Aldrich	G7021-1KG
D-(+)-Raffinose pentahydrate, suitable for microbiology, $\geq 99.0\%$	Sigma-Aldrich	83400-100G
Yeast Nitrogen Base without Amino Acids	BD	291920
Dimethyl sulfoxide (DMSO)	Merck	1.02952.1000
Ethanol absolute for analysis	Merk	1.00983.2511
Glass beads, acid-washed, 425-600 μ m (30-40 U.S. sieve)	Sigma-Aldrich	G8772-100g
Glycine, 1 kg	Carl Roth	3908.2
Methanol	Carlo Erba	414816

SDS (Dodecyl sulfate sodium salt)	Sigma-Aldrich	8220501000
Thioflavin T	Sigma	T3516
Trichloroacetic acid (TCA)	Sigma-Aldrich	T6399-250g
TRITON X-100 for analysis	Merck	1.08603.1000
Bovine Serum Albumin, heat shock fraction, pH 7, >=98%	Sigma-Aldrich	A7906-100G
Gallic acid	Sigma-Aldrich	G7384
Genipin	Carbosynth	FG30976
cOmplete Tablets, Mini EDTA-free EASYpack - Protease Inhibitor Cocktail Tablets	Roche	4693159001
PhosSTOP EASYpack	Roche	4906837001
Protein Marker VI	Panreac Applichem	P100502
FM™ 4-64 Dye	Invitrogen	T13320
CellView Blue CMAC	Tebu-bio	C037
Dihydroethidium (DHE)	Life technologies	D11347
Alfa-synuclein	rPEPTIDE	S-1001-2
Antibodies		
Purified Mouse Anti- α -Synuclein Clone 42/ α -Synuclein (RUO)	BD Pharmingen	610787
PGK1 monoclonal antibody	Invitrogen	459250
GAPDH Loading control Antibody (GA1R)	Invitrogen	MA5-15738
Carboxypeptidase Y Monoclonal Antibody (anti-CPY)	Invitrogen	A-6428
Anti-GFP (anti-GFP (3H9)	Chromotek	3H9
Anti-alpha-tubulin (AA4.3)	Developmental Studies	AB_579793

# Supplementary material for: Genipin prevents alpha-synuclein aggregation and toxicity by affecting endocytosis, metabolism and lipid storage
**Source:** Nat Commun. 2023 Apr 6;14:1918. doi: 10.1038/s41467-023-37561-2
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Confocal microscopy – ZEN black version 2011
Flow Cytometry - Cube (Partec) version 6
Yeast Optical Density – Gen5 version 2.0
Western Blot – ImageStudio version 5.2.5

Data analysis

Data treatment and organization – Microsoft Excel version 16.69.1
Image treatment and cell counting – ImageJ, Cell Counting Plug in version 2.3.0/1.53q
Data treatment, statistics and graphs – GraphPad version 6
Flow Cytometry – FlowJo 10
NMR – Metabolite identification and quantification were performed recurring to ChenomxNMRsuite8.12.
RNAseq – FastQC, Bowtie2 and SAMtools v.0.1.19 packages were used.
Yeast Growth Curves – R and R Studio version 0.99.902. Plugin described in doi:10.3390/antiox9090789
Fly walker – FlyWalker software package described in doi: 10.7554/eLife.00231
Control and process data from Thermo Scientific™ LC-MS systems-Xcalibur software package 2.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq data generated and used was deposited and publicly available under accession code GSE226744 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE226744>]. The NMR data of yeast metabolites is available at <https://github.com/lgafeira/Genipin-alphaSynuclein>. The LC-MS data of genipin was deposited in MassIVE under the accession code MSV000091485 (doi: 10.25345/C5NS0M75B). The reporting summary for this article is available in the Supplementary Information section. All the other data supporting this study are available within this Article, Supplementary Information, and Source Data file. Source data are provided with this paper. Yeast Growth Curves – R and R Studio plugin is fully described in doi:10.3390/antiox9090789 (<https://www.mdpi.com/2076-3921/9/9/789>). FlyWalker software package described in doi:10.7554/eLife.00231 (<https://elifesciences.org/articles/00231>).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample-size calculation was performed in this study. The sample size used for each study was based on the sample size described in the literature for the type of assay regarding the number of cells counted (https://doi.org/10.1371/journal.pgen.1004302) and the number of flies used (Doi:10.7554/eLife.00231 and doi: 10.1093/hmg/ddu606).
Data exclusions	For Fly walker experiments using <i>Drosophila melanogaster</i> , outliers are defined as any value that is 1.5 times the interquartile range below or above the 25% and 75% quartiles, respectively. Statistical analysis was performed using custom Python scripts and GraphPad Prism.
Replication	The replication of the results was verified by performing as least three independent biological experiments.
Randomization	For biochemical or cell-based experiments no randomization of samples were required. Only samples of leaves of <i>C. album</i> L. collecting was done randomly
Blinding	Blinding was applied during data analysis. In cell counting the files' names were randomized prior to cell counting by a person not involved in the counting. Files' names were given upon cell counting.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

The following antibodies were used in this study:

- Anti-alpha synuclein (Purified Mouse Anti- α -Synuclein, Clone 42/ α -Synuclein (RUO), BD Biosciences, Catalog Number 610787);
- Anti-Pgk1 (Invitrogen, Clone 22C5D8, Catalog number 459250, Lot UD2749418);

- Anti-GAPDH (GAPDH Loading control Antibody, Clone GA1R, Thermo Fisher Scientific, Catalog number MA5-15738, Lot TH270579);
 - Anti-CPY (Carboxypeptidase Y Monoclonal Antibody, Clone 10A5B5, Invitrogen, Catalog number A-6428, Lot 2286908);
 - Anti-GFP (anti-GFP (3H9), Chromotek, Catalog number: 3H9)
 - Anti-alpha-tubulin (AA4.3, Developmental Studies Hybridoma Bank)

For further information, please check Methods section of the manuscript.

Validation

The following information is provided by the indicated suppliers regarding the antibodies used in this study:

- Anti-alpha synuclein - The 140 amino acid protein (α -Synuclein) is the human homologue of rat Synuclein-1 and is identical to the non-amyloid- β component precursor (NACP), a presynaptic protein involved in amyloidogenesis in Alzheimer's disease (AD). Although the exact function of the Synucleins has not been determined, they have been linked to the prominent neurodegenerative disorders AD and Parkinson's disease. This antibody is routinely tested by western blot analysis.

- Anti-Pgk1 – Also known as ATP:3-phosphoglycerate 1-phosphotransferase showed that the plasmin reductase isolated from conditioned medium of fibrosarcoma cells is the glycolytic enzyme phosphoglycerate kinase. They concluded that phosphoglycerate kinase not only functions in glycolysis but is secreted by tumor cells and participates in the angiogenic process as a disulfide reductase. This product reacts with *Saccharomyces cerevisiae* PGK1 - predicted molecular weight: 45 kDa. Purity >95% by SDS-PAGE.

- Anti-GAPDH – This antibody detects GAPDH from BL-21 bacteria, Sf9 insect, *Saccharomyces cerevisiae* (yeast), human, mouse, rat, rabbit, hamster, and chicken samples. MA5-15738 has been successfully used in Western blot, ICC, IF, IHC (P), FACS and ELISA.

- Anti-CPY – Antibody binding specificity was determined by Particle Concentration Fluorescence Immunoassay (PCFIA) using the yeast carboxypeptidase, by Western blot immunoassay using protein extracts from yeast, and by indirect immunofluorescence of fixed yeast cells. The antibody can be used to detect the yeast carboxypeptidase on Western blots or to immunolocalize the carboxypeptidase in fixed yeast cells. The antibody is ideal for screening for carboxypeptidase secretion (Vps-phenotype) in yeast using the colony immunoblot overlay assay. The antibody has been extensively used in screens for new vps mutations, as well as in complementation analysis with the vps mutant collection.

- Anti-GFP – Rat monoclonal antibody [3H9] to Green Fluorescent Proteins. The antibody recognizes green fluorescent proteins derived from *Aequorea victoria* GFP, such as eGFP, wtGFP, YFP, or CFP.

- Anti-alpha-tubulin – Initial characterization [PMID 6363422] performed on *Naegleria gruberi* tubulins suggested that this antibody target was beta-tubulin. Further characterization [PMID 3654753] demonstrated that the target was alpha-tubulin.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Drosophila melanogaster, w1118 strain was used as background, sex and age described in methods section

Wild animals

No wild animals were used in this study.

Field-collected samples

Leaves of *C. album* L. were collected by random sampling in an extensive area of Comporta (southern region of Portugal).

Ethics oversight

This study did not required ethical approval.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

For the determination of cell death, yeast cells were incubated with 5 $\mu\text{g.mL}^{-1}$ of propidium iodide, for 30 min protected from light, under agitation. For superoxide quantification, cells were incubated with 30 μM of Dihydroethidium, for 15 min at 30°C, with agitation and protected from light. Results of cell viability and superoxide levels were expressed as frequency of positive cells and median fluorescence intensity, respectively.

Instrument

The cytometer used was Partec Cube6.

Software

The software used was Cube6 for acquisition and FlowJo for data treatment.

Cell population abundance

Data analysis was performed using FlowJo software and a minimum of 100,000 events were collected for each experiment.

Gating strategy

Gating strategy was based on both negative and positive controls for both of stainings used.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

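Gene expression was measured by RNA sequencing in yeast of 4 groups with 3 libraries each, 12 in all: control cells carrying the empty vector, control cells with 10 μM genipin, αSyn-GFP cells, and αSyn-GFP cells with 10 μM genipin, after 6 h of expression. Per the paper, libraries were made from total RNA by SmartSeq2 and read for 75 bases from 1 end, at least 20 M reads per sample. Reads were trimmed, checked with FastQC, mapped with Bowtie2 and handled with SAMtools 0.1.19, and features with no read in every condition were removed. The tool that counted reads per gene, its treatment of strands and the versions of Bowtie2 and FastQC are not given in the sources used here.

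The authors deposited 3 tables of edgeR comparisons, and no value per library. The log2 fold changes and the mean log2 CPM are as deposited by the authors, from edgeR. The p-values and the FDR are also as deposited by the authors, from edgeR's test over all features of a table. The depth of each library, the values of each replicate and the reproducibility of a gene over replicates can therefore not be given. The features of the tables are genes, and regions such as telomeres and repeats, which were counted apart.

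From the authors' p-values, adjusted p-values were computed by the Benjamini-Hochberg method over the genes of each table, with a threshold of 0.05. The standard error of a log2 fold change was its size divided by the normal quantile of its two-sided p-value. The difference between the genipin effects in αSyn-GFP cells and in control cells was tested by a z test with these standard errors, which treats the 2 comparisons as independent. They share no libraries. A gene with a p-value close to 1 in either comparison gets a very large standard error and cannot pass this test. αSyn-GFP cells with genipin were compared with control cells through the sum of 2 deposited log2 fold changes and the paper's Supplementary Table 3. Chance in the overlap of 2 comparisons was taken from the product of the counts over the pool and from 1000 simulations with shared libraries (seed 1). Shares of genes are given without intervals, since genes at like coordinates are not independent.

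The named genes are those the paper names, the 10 of lowest adjusted p in each direction of each comparison (ties by the size of the log2 fold change), and the 4 members of lowest p of each gene list, besides every list member past the threshold. The 23 lists were fixed before the data were examined: glycolysis and gluconeogenesis; sugar, glycerol and lactate transporters; the citric acid and glyoxylate cycles; complex IV and its assembly; complex III, cytochrome c and ATP synthase; oxidative stress defence; transport from the endoplasmic reticulum to the Golgi; endocytosis; lipid droplets and neutral lipids; fatty acid, phospholipid and sphingolipid synthesis; ergosterol synthesis; ubiquitin and proteasome; autophagy; TORC1 signalling; chaperones; the unfolded protein response; galactose use; a-cell genes; α-cell genes; meiosis; ribosomal proteins; mitochondrial ribosomal proteins; and COS and PAU genes. Lists of at least 5 tested genes, 21 in number, were also tested as groups with limma's cameraPR at a preset correlation between genes of 0.01. Genes of the paper's GO terms were taken from direct annotations. Genes of chromosome I, genes at like coordinates, the genes at 73340 and 73363 bases and genes that span runs were chosen after values were seen.

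Genes were placed on the S288C reference. Pairs on different chromosomes whose coordinates overlap by at least 0.5 of the shorter gene were compared by Spearman correlation against 1000 permutations of the coordinates. Runs of at least 20 A or T were searched on chromosome I, words of 25 bases were searched in the whole genome, and low-complexity sequence was marked with dustmasker 1.0.0. Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and Matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1. The calls, the z test and the coordinate test were tested on simulated data. Of genes given a log2 change of 2, 97%, 91% and 98% were called in the 3 tables, and of those given 1, 86%, 77% and 79%. The simulated noise of the calls was normal and independent between genes, with the same implied standard errors that the test used. Genes at like coordinates are not independent in the data, so these shares check the code and do not measure power.

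Alternatives were the deposited FDR, Bonferroni, an adjusted p under 0.01, an absolute log2 fold change of at least 1, a mean log2 CPM of at least 3, identical values counted once, 1 gene kept among those of overlapping coordinates, other overlaps, standard errors multiplied by 1.5, a preset correlation of 0.05 and ranks. Nuclear reading frames alone, every feature of the table, chromosome I alone, genes that span a run left out and genes with no read left out were added after the data were seen. Count-based choices could not be tried without counts.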

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

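The tests of A or T runs and of transcripts of annotated chromosome I genes, both in the second pattern below, were chosen after the result was seen.

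The effect of genipin differed between αSyn-GFP cells and control cells in 134 genes by the test of the difference itself, among them the lactate transporter gene JEN1 (−2.37), the Rab GTPase gene YPT1 (−1.35), the glycerol uptake gene GUP2 (0.99) and the cytochrome oxidase assembly gene COX14 (−1.46). With standard errors multiplied by 1.5 the count was 20 and none of these 4 passed (adjusted p = 0.141, 0.275, 0.639 and 0.650), and JEN1 spans a run of A at its coordinates on chromosome I.

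Signal also appeared in features the paper does not discuss. In αSyn-GFP cells against control cells, 17 of 299 regions such as telomeres and repeats passed an adjusted p of 0.05. With genipin against αSyn-GFP cells, 60 of 298 regions passed, as did 26 of 81 tRNA genes, all lower, and 9 of 46 genes of the mitochondrial genome, 2 higher and 7 lower, of which 6 are tRNA genes counted among the 26. In that comparison, features under 76 bases, near the read length of 75, had a median log2 fold change of −1.35 in the authors' deposited table, against −0.02 for longer ones. In control cells with genipin, 0 of each passed by the authors' edgeR p-values, with 12, 1 and 3 at an unadjusted p under 0.05.

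A first pattern is that genes at the same coordinates on different chromosomes had like log2 fold changes. Joint regulation of neighbours on a chromosome is argued against: next neighbours correlated at 0.186 with genipin in αSyn-GFP cells, below the 0.59 of genes at the same coordinates. Pooling of reads from all chromosomes by position is argued against too, since genes lying inside genes of chromosome I had a mean log2 CPM 2.32 above those in its gaps. An assignment of reads by position without the chromosome goes with a correlation of 0.509 over pairs that hold no gene of the supplementary tables. Reads of chromosome I alone go with the 100% of tested genes that start within its length. With genipin in αSyn-GFP cells, genes lying inside a gene of chromosome I had log2 fold changes that correlated with those of that gene at 0.74. Neither explanation alone predicts all of these values. Reads of all chromosomes assigned by position would also fall on genes that start beyond 230218 bases. Of the tested genes with coordinates, 0 start there. Reads of chromosome I assigned with their chromosome would leave genes of other chromosomes without reads. The values go with both explanations together, which could not be tested directly without counts per library. A value listed for a gene of another chromosome may then be that of chromosome I at its coordinates, and cannot be read as that gene's expression alone. By the paper's RT-qPCR, YPT1, COX4 and COX13 were lower and HRR25, YPK1 and CYB2 higher with genipin, and LDB16 higher with αSyn-GFP, the directions the gene labels give. Genes of chromosome I at the coordinates of all but COX4 have the same sign. Some of these signs carry little weight by the authors' edgeR p-values, as for SPC72 at YPT1 (−0.07, adjusted p = 0.873) and VPS8 at COX13 (−0.18, adjusted p = 0.544). YPT1 itself had −1.32, far from SPC72. These directions as a set do not decide.

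A second pattern is that 52 features, 36 of them genes, had a log2 fold change under −2 with genipin in αSyn-GFP cells. Reads that match several places were not decided on. The median share of repeated words was 6.85e-04 in falling features and 0 in others. This share is taken over whole features, so it can stay low even where lost reads come from a short repeated stretch within one. A fall of annotated chromosome I genes, the lowest of which had −1.09, is argued against. Low-complexity sequence stays open, with a median share 3.86 times that of other features, a measure that includes the runs themselves. Reads of A or T runs, counted in αSyn-GFP libraries and not in those of αSyn-GFP with genipin, are a candidate explanation. Features that span a run on chromosome I had a median of −2.22, against 0.45 for αSyn-GFP cells and −0.04 for genipin in control cells, both against control cells. Those at 70907 to 70928 had −0.03, however. Of the 52 falling features, 33 span a run, and the explanation does not cover the others. At a mean log2 CPM of at least 5, 21 of 23 span a run, MTC3 and YAH1 being the exceptions. Overlap with a chromosome I gene was looked at first, and held for 21.2% of the 52 against 70.0% of other features.

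A further pattern is the lack of changed genes with genipin in control cells. A larger spread, as edgeR took it into the p-values, is argued against: the median implied standard error was 0.962 times that of genipin in αSyn-GFP cells. The tables appear to come from separate fits, since 97.9% of genes differ in mean log2 CPM between them, but how dispersion was shared is not known and the spread of single libraries stays open. The dependence on αSyn-GFP that the design names stays open, as a hypothesis, beside the assignment of reads above.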

How the results depend on the processing

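Alternatives using nuclear reading frames alone, every feature, chromosome I alone, genes that span a run left out and genes with no read left out were chosen after the data were seen.

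Of the summary results under all alternatives, 49 stayed within their limits and 20 moved. Of the results for single genes and lists, 3315 kept their side of the threshold, 6 came to pass, 153 no longer passed and 0 past the threshold reversed. For single genes the log2 fold changes are the same under every alternative, so none could reverse. Many did not pass at first and stayed so, such as every named gene with genipin in control cells. The 3315 are therefore no measure of robustness. In αSyn-GFP cells against control cells, the changed genes numbered 15 with Bonferroni, 33 at an adjusted p under 0.01 and 14 at an absolute log2 fold change of at least 1, all 3 stricter by construction. With genes that overlap a kept gene of another chromosome left out they numbered 2 of 80, and on chromosome I alone 8 of 95, where fewer genes are tested. For genipin in αSyn-GFP cells the same alternatives gave 85, 149, 104, 11 of 80 and 10 of 92. Genipin in control cells gave 0 under each alternative by the authors' edgeR p-values, against 80 at an unadjusted p under 0.05.

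The shared genes numbered 23 at an adjusted p under 0.01 in both, with 21.7% toward the control, 2 with overlapping genes left out, and 3 on chromosome I alone, with 66.7% toward it. The genes whose genipin effect differs numbered 20 with standard errors multiplied by 1.5 and 5 of 92 on chromosome I alone. For gene lists with genipin in αSyn-GFP cells, 1 list passed without genes that span a run, and the cause was not tested. For genipin in control cells, 0 passed at a correlation of 0.05 and 0 with ranks in cameraPR, each with 1 at an unadjusted p under 0.05; the cause was not tested. The coordinate correlation ranged from 0.39 to 0.70 over the overlaps and measures tried.

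No paired analysis was possible because the tables hold no value per library. For the same reason DESeq2, filterByExpr, a replicate block and leaving out each replicate were not run, and the limits set by depth are unknown. With 1 gene per group of overlapping coordinates, no list kept enough members for a value.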

Differences from the paper's values

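No count stated by the paper differs from the count here by over 1.5 times. This tests nothing, since both come from the authors' own results. Against this, 2 stated directions are opposite to the values, as given below. The counts stand at 65 and 263 changed genes against the paper's 63 and 235, both at a false discovery rate of 0.05, over genes alone here. The sets are unlike: 5 and 31 of the genes here are not nuclear reading frames, against 1 and 1 in the paper's tables. By the deposited FDR the counts are 67 and 265. Of these, 62 and 234 are nuclear reading frames, a restriction chosen after seeing the values that drops 1 and 1 of the paper's genes. The shared genes number 46, 29 higher and 28 away from the control, against the paper's 47, 30 and 29. All 63 and 235 genes of Supplementary Tables 2 and 4 have a deposited FDR under 0.05, and 61 and 233 of them pass here.

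The paper states that TCO89 is lower with genipin, and its log2 fold change is 0.52 in the authors' deposited table and in Supplementary Table 4. The paper states that CIT2 is higher in αSyn-GFP cells with genipin than in control cells, and the sum of the authors' deposited values is −0.57, with −0.56 in the paper's Supplementary Table 3. HRR25 and CYC7 are listed by the paper in Supplementary Table 4 and have an adjusted p of 0.0509 and 0.0519 here. They pass with the deposited FDR (0.0484 and 0.0492), an alternative set before the data were examined, and with every feature of the table (0.0484 and 0.0492), chosen after seeing the values. By RT-qPCR, another assay, the paper states that αSyn-GFP raised COX4 and COX13, which had 0.12 and 0.02 in the authors' deposited table and did not pass. The paper states the same of HRR25, which had 0.06 there. For genipin in αSyn-GFP cells, the paper's RT-qPCR directions for YPT1, HRR25, YPK1, CYB2, COX4 and COX13 are those of the deposited values, as is that for LDB16 with αSyn-GFP. The paper's RT-qPCR also gives differences for YPT1 and CYB2 with αSyn-GFP, and for HRR25 and YPK1 with genipin in control cells, none of which passed here.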

Other observations

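The tests on genes of chromosome I alone were chosen after the results were seen.

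Among 95 genes of chromosome I, 8 differed in αSyn-GFP cells from control cells when adjusted over that chromosome alone. The flavin carrier gene FLC2 (0.82), the ribosome export gene ECM1 (0.71), the tRNA splicing gene SEN34 (0.62) and the ribosome assembly gene MAK16 (0.98) were higher in the authors' deposited table. BDH1 (−0.75), BDH2 (−1.26), DFP1 (−1.05) and the permease gene SEO1 (−1.20) were lower in that deposited table.

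With genipin, 10 of 92 genes of chromosome I differed in αSyn-GFP cells. ATS1 (1.08), YAT1 (1.08), the peroxisomal gene PEX22 (0.82), the iron-sulfur assembly genes BOL1 (0.76) and BOL3 (0.61), DEP1 (0.68), CYC3 (0.74), KTD1 (0.57) and YAR010C (0.91) were higher, and YAL063C-A (−1.09) was lower, in the authors' deposited table.

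In αSyn-GFP cells against control cells, 105 features are listed with no read, of which 92 are genes with more than 1 coding segment and 13 are tRNA genes. Of the mitochondrial genome, SCEI (0.70) and AI5_BETA (0.75) were higher with genipin in αSyn-GFP cells, and the small ribosomal RNA (−0.71) and 6 tRNA genes, such as tM(CAU)Q1 (−1.64), were lower in the authors' deposited table.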
